# Early Chronic Memantine Treatment-Induced Transcriptomic Changes in Wild-Type and *Shank2*-Mutant Mice

**DOI:** 10.3389/fnmol.2021.712576

**Published:** 2021-09-14

**Authors:** Ye-Eun Yoo, Seungjoon Lee, Woohyun Kim, Hyosang Kim, Changuk Chung, Seungmin Ha, Jinsu Park, Yeonseung Chung, Hyojin Kang, Eunjoon Kim

**Keywords:** autism spectrum disorders, *Shank2*, NMDA receptor, memantine, RNA-Seq, synapse, ribosome, mitochondria

## Abstract

Shank2 is an excitatory postsynaptic scaffolding protein strongly implicated in autism spectrum disorders (ASDs). *Shank2*-mutant mice with a homozygous deletion of exons 6 and 7 (*Shank2*-KO mice) show decreased NMDA receptor (NMDAR) function and autistic-like behaviors at juvenile [∼postnatal day (P21)] and adult (>P56) stages that are rescued by NMDAR activation. However, at ∼P14, these mice show the opposite change – increased NMDAR function; moreover, suppression of NMDAR activity with early, chronic memantine treatment during P7–21 prevents NMDAR hypofunction and autistic-like behaviors at later (∼P21 and >P56) stages. To better understand the mechanisms underlying this rescue, we performed RNA-Seq gene-set enrichment analysis of forebrain transcriptomes from wild-type (WT) and *Shank2*-KO juvenile (P25) mice treated early and chronically (P7–21) with vehicle or memantine. Vehicle-treated *Shank2*-KO mice showed upregulation of synapse-related genes and downregulation of ribosome- and mitochondria-related genes compared with vehicle-treated WT mice. They also showed a transcriptomic pattern largely opposite that observed in ASD (reverse-ASD pattern), based on ASD-related/risk genes and cell-type–specific genes. In memantine-treated *Shank2*-KO mice, chromatin-related genes were upregulated; mitochondria, extracellular matrix (ECM), and actin-related genes were downregulated; and the reverse-ASD pattern was weakened compared with that in vehicle-treated *Shank2*-KO mice. In WT mice, memantine treatment, which does not alter NMDAR function, upregulated synaptic genes and downregulated ECM genes; memantine-treated WT mice also exhibited a reverse-ASD pattern. Therefore, early chronic treatment of *Shank2*-KO mice with memantine alters expression of chromatin, mitochondria, ECM, actin, and ASD-related genes.

## Introduction

Shank2 (also known as ProSAP1) is an abundant excitatory postsynaptic scaffolding protein [(Du et al., 1998; Boeckers et al., 1999; Lim et al., 1999; Naisbitt et al., 1999); reviewed in Boeckers et al. (2002); Grabrucker et al. (2011), Mossa et al. (2017); Sala et al. (2015), and Sheng and Kim (2000, 2011)] implicated in autism spectrum disorders (ASD), intellectual disability, developmental delay, and schizophrenia (Berkel et al., 2010, 2011; Pinto et al., 2010; Leblond et al., 2012, 2014; Rauch et al., 2012; Sanders et al., 2012; Chilian et al., 2013; Liu et al., 2013; Guilmatre et al., 2014; Costas, 2015; Peykov et al., 2015a,b; Homann et al., 2016; Mossa et al., 2017; Yuen et al., 2017; Bai et al., 2018; Lu et al., 2018; Satterstrom et al., 2020; Wang et al., 2020).

*Shank2*-mutant mice with a homozygous deletion of exons 6 and 7, hereafter termed *Shank2*-KO mice, show decreased NMDA receptor (NMDAR) currents, through mechanisms equally affecting GluN2A- and GluN2B-containing NMDARs, although additional details remain to be determined (Won et al., 2012). These mice also show social deficits at juvenile [∼postnatal (P25)] and adult (∼P56) stages that are rescued by acute treatment with the NMDAR agonist D-cycloserine (Won et al., 2012). Intriguingly, the same *Shank2*-KO mice show an opposite change in NMDAR function – NMDAR hyperactivity – at ∼P14 that is thought to cause NMDAR hypoactivity at ∼P21 and later stages, as supported by the fact that early, chronic (P7–21) treatment with memantine, a low-affinity uncompetitive antagonist of extrasynaptic NMDARs (Lipton, 2006) with beneficial effects on various brain disorders, including Alzheimer’s disease (Matsunaga et al., 2015; Folch et al., 2018), normalizes NMDAR function at juvenile (∼P21) and adult (>P56) stages (Chung et al., 2019; Verpelli et al., 2019). These results suggest that early NMDAR hyperactivity at P14 induces NMDAR hypoactivity at P21 that persists into adulthood, and that early correction of NMDAR hyperactivity may prevent the compensatory changes that lead to late-stage NMDAR hypoactivity. However, how early, chronic memantine treatment prevents synaptic and behavioral deficits in juvenile and adult *Shank2*-KO mice remains unclear. In addition, it is unclear whether early memantine treatment in *Shank2*-KO mice restores wild-type (WT) mouse-like phenotypes by reversing molecular and cellular changes or induces some unique changes that account for the phenotypic reversal.

To address these questions, we treated WT and *Shank2*-KO mice early and chronically (P7–21) with vehicle or memantine and performed RNA-Seq analyses of the forebrain, with RNA preparation at P25 for a few days of stabilization after cessation of drug/vehicle treatment. We chose memantine over other NMDAR modulators such as D-cycloserine (an NMDAR agonist) and clioquinol (a zinc chelator), which also rescue *Shank2*-KO mouse phenotypes upon acute treatments (Won et al., 2012; Lee et al., 2015). It was because, unlike acute D-cycloserine and clioquinol treatments with direct NMDAR modulation, chronic memantine treatment would likely to exert not only NMDAR modulation but also additional effects downstream of NMDAR modulation such as regulation of gene expression.

The RNA-Seq analyses indicate that early memantine treatment of *Shank2*-KO mice induced upregulation of chromatin-related genes and downregulation of mitochondria/extracellular matrix (ECM)-related genes. It also induced transcriptomic changes, altering ASD-related/risk genes in a way that weakened the strong reverse-ASD nature of the transcriptome compared with that in vehicle-treated *Shank2*-KO mice. In WT mice, where memantine does not change NMDAR function, memantine induced reverse-ASD transcriptomic changes that involved upregulation of synaptic genes and downregulation of ECM genes.

## Materials and Methods

### Animals

*Shank2* mouse line lacking exons 6 + 7 has been reported previously (Won et al., 2012) and deposited at Jackson Laboratory (B6N.129S4-*Shank2^TM 1*Mgle*^*/CsbdJ; Jackson 033667). Mice were fed *ad libitum* under a 12-h dark/light cycle. All mice were housed and bred at the mouse facility of Korea Advanced Institute of Science and Technology (KAIST) and maintained according to the Animal Research Requirements of KAIST. The animal study was approved by the Committee of Animal Research at KAIST (KA2020-99).

### Drug Treatment and Sample Preparation for RNA-Seq

Three mice per group (four groups from vehicle or memantine-treated WT and homozygous *Shank2*-knockout/KO mice) were used without pooling of the brains for RNA-Seq analyses. Early and chronic memantine was administered as previously described (Chung et al., 2019). Briefly, memantine hydrochloride (Sigma, M9292; 20 mg/kg; in 0.1% saccharin) was orally administered twice-a-day for 2 weeks (P7–21). At P25, mice were anesthetized with isoflurane, and the forebrain region, remained after the removal of the cerebellum and brain stem structures beneath the cerebellum, were soaked in RNAlater solution (Ambion), chopped into small pieces, and kept at −70°C. Poly-A mRNAs were purified using poly−T oligo−attached magnetic beads, followed by RNA fragmentation using divalent cations under elevated temperature. RNA concentrations were calculated using Quant-IT RiboGreen (Invitrogen, R11490), and RNA integrity was determined using TapeStation RNA screen tape (Agilent Technologies), after which only high-quality RNAs (RIN > 7.0) were used for cDNA library construction using Illumina TruSeq mRNA Sample Prep kit (Illumina). Indexed libraries were submitted to an Illumina NovaSeq (Illumina), and paired-end (2 × 100 bp) sequencing was performed by Macrogen Inc.

### RNA-Seq Analysis

Transcript abundance was estimated with Salmon (v1.1.0) (Patro et al., 2017) in Quasi-mapping-based mode onto the *Mus musculus* genome (GRCm38) with GC bias correction (–gcBias). Quantified gene-level abundance data was imported to R (v.3.5.3) with the tximport (Soneson et al., 2015) package and differential gene expression analysis was carried out using R/Bioconductor DEseq2 (v1.30.1) (Love et al., 2014). Principal component analysis (PCA) was performed for the regularized log transform (rlog) of the normalized counts using plotPCA (with default parameter) tools implemented in DEseq2. Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *p*-values were adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted *p*-value of less than 0.05 were considered as differentially expressed. Volcano plots were generated using the R ggplot2 (v.3.1.1) package. The Gene Ontology (GO) enrichment analyses were performed using DAVID software (version 6.8) (Huang da et al., 2009). Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database.^1^ Gene Set Enrichment Analysis (GSEA)^2^ (Subramanian et al., 2005) was used to determine whether *a priori*-defined gene sets would show statistically significant differences in expression between WT and *Shank2*-mutant mice. Enrichment analysis was performed using GSEAPreranked^®^ (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MSigDB) v7.0.^3^ GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change and multiplied by the inverse of the *p*-value with recommended default settings (1,000 permutations and a classic scoring scheme). The false discovery rate (FDR) was estimated to control the false positive finding of a given normalized enrichment score (NES) by comparing the tails of the observed and null distributions derived from 1,000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered as significantly enriched. Integration and visualization of the GSEA results were performed using the EnrichmentMap Cytoscape App (version 3.8.1) (Merico et al., 2010; Isserlin et al., 2014).

### RT-qPCR

Top individual genes contributing most strongly to the gene-set enrichments were validated using RT-qPCR using M-MLV cDNA synthesis kit (Enzynomics, EZ006). qPCR was performed using THUNDERBIRD^TM^ SYBR^®^ qPCR mix (TOYOBO, QPS-201), CFX96^TM^ Real-Time system (BIO-RAD). Genes and primer-set information are shown below:

**Table:** 

HTR2A	Forward	TAGCCGCTTCAACTCCAGAA
	Reverse	AAGACTGGGATTGGCATGGA
MUC1	Forward	GCATCAAGTTCAGGTCAGGC
	Reverse	GACTTCACGTCAGAGGCACTA
SF3B1	Forward	CGAACAGATCGAGGTGGAGA
	Reverse	GGAGTCAGAACAGGAGTGCT
GAPDH	Forward	CATCACTGCCACCCAGAAGACTG
	Reverse	ATGCCAGTGAGCTTCCCGTTCAG

### Statistical Power Analysis

We performed a power analysis to evaluate if the sample size of 3 per group leads to enough statistical power to detect the truly differentially expressed genes (DEGs) among vehicle/memantine-treated WT and Shank2-KO mice. For each of the 6 comparisons (Veh-K/W, Mem-K/W, KO-M/V, K-M/W-V, WT-M/V, WT-M/KO-V), we simulated the data for normalized read counts from the negative binomial models where the parameters were set based on the results of the real data analysis. The statistical power was calculated as TP/(TP + FN) where TP and FN refer to true positive and false negative, respectively, as described previously (Ching et al., 2014). We performed 100 simulations and varied the sample size as 3, 6, and 9.

## Results

### Analysis of Differentially Expressed Genes in Vehicle- or Memantine-Treated WT and *Shank2*-KO Mice

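RNA from the forebrain of 12 mice was sequenced, with 3 mice in each of the WT-Veh, WT-Mem, KO-Veh, and KO-Mem groups. The methods describe the tissue as forebrain without the cerebellum and the underlying brain stem, whereas the labels of the deposited samples give whole brain. Mice received memantine (20 mg/kg) or vehicle by mouth 2 times a day from postnatal day 7 to postnatal day 21, in 0.1% saccharin, and were sampled at postnatal day 25. The authors estimated transcript abundances with Salmon on GRCm38 and summed them to genes with tximport. They deposited estimated gene counts divided by DESeq2 normalization factors, which the paper calls size factors. The values have no log transformation and cover 19312 genes in the 12 mice. The whole-read counts could not be recovered from these values, and the paper's text does not state how many reads each mouse had. The normalized counts of a mouse summed to between 30640265 and 31199251 in the WT-Veh group (median 31185689), 30882260 and 31193189 in WT-Mem (31181568), 30373849 and 30824662 in KO-Veh (30819906), and 30696151 and 30751879 in KO-Mem mice (30725138). These sums were made nearly equal by the normalization. Values near 1 in genes with 1 transcript were taken as 1 read, and their median lay between 0.871 and 1.13 normalized counts. If so, the depths of the mice lay between 0.89 and 1.16 times their average. Because only values near 1 were used, the median is held near 1, and larger differences in depth are not excluded. The 10 genes with the highest values took 4.35% to 6.10% of a mouse's normalized count, the most in WT-Veh replicate 3. For each comparison, the 6 mice of its groups were fitted with limma (with a trend of the variance on the mean) on log2 of the normalized count plus 1, over the genes with a mean of at least 10 in those mice. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted as DEGs, without a limit on the fold change, as in the paper. Gene positions are those of the GENCODE annotation of GRCm38.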

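A principal component analysis used the 500 genes whose log2 values varied most among the 12 mice, the number that the authors' plotting function takes by default, on the log2 values in place of the authors' rlog values, which need counts. The first component held 17.4% of the variance and the second 12.9%. On the first component, KO-Mem mice lay between 5.87 and 20, KO-Veh mice between -1.07 and 16.8, WT-Mem mice between -13.9 and -1.3, and WT-Veh mice between -29.8 and -3.73, so that each KO mouse lay above each WT mouse. WT-Veh replicate 3 lay farthest out on both components (-29.8 and 28). Of the 500 genes, 321 had a value of 0 in some mouse, and the median gene had a mean normalized count of 9.33. The choice that moved this result most was a pseudocount of 5 in place of 1, which raised the share of the first component to 22.4%.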

To explore molecular and cellular mechanisms that underlie the rescue of phenotypes in *Shank2*-KO mice by early memantine treatment, we performed RNA-Seq analysis of transcriptomes in the forebrain region (excluding the cerebellum and underlying brain stem region) in WT and *Shank2*-KO mice (homozygous deletion of exons 6 and 7) at P25 treated early and chronically (P7–21) with vehicle or memantine (three mice per group) using a dose (20 mg/kg, oral, twice-a-day) identical to that previously rescued synaptic and behavioral phenotypes in *Shank2*-KO mice (Chung et al., 2019; Figure 1A, Supplementary Table 1, and Supplementary Figure 1A). The twice-a-day treatment considered the short elimination half-life (<4 h) of memantine in rodents (Beconi et al., 2011). We did not analyze specific brains of *Shank2*-KO mice because various ASD-related behavioral deficits responsive to memantine in *Shank2*-KO mice (i.e., social, repetitive, hyperactivity) could not be readily associated with particular brain regions, although a previous study has reported brain region-specific regulations of NMDARs in another *Shank2*-KO mouse line (deletion of exon 7) (Schmeisser et al., 2012).

**FIGURE 1:**
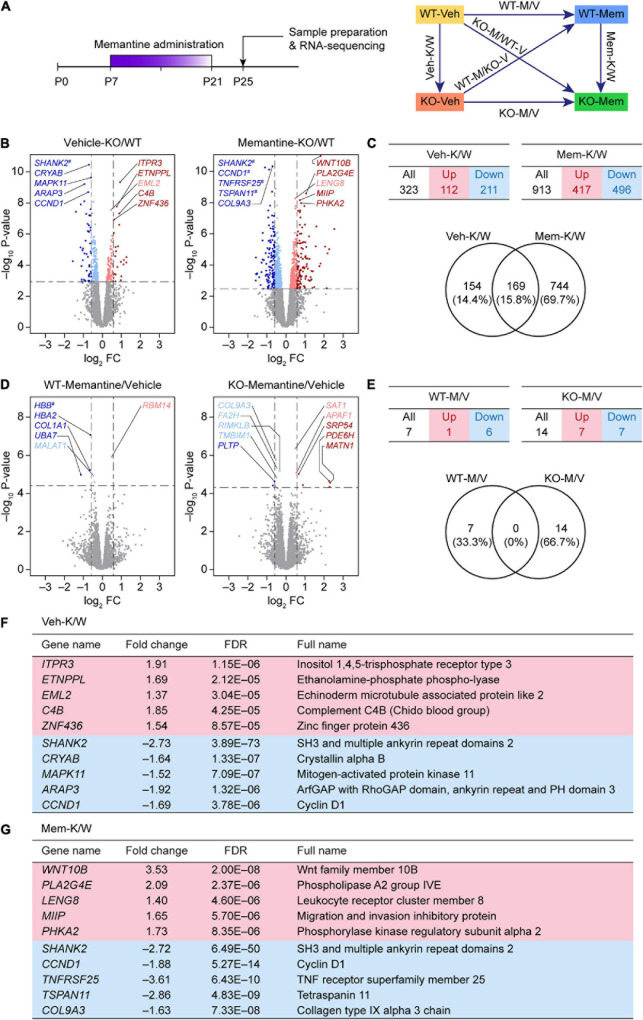
Differentially expressed gene analyses based on RNA-Seq results from WT-V, WT-M, *Shank2*-KO-V, and *Shank2*-KO-M mice. **(A)** Schematic depiction of RNA-Seq analyses employing vehicle (Veh)- or memantine (Mem)-treated WT and *Shank2*-KO mice, and DEG and GSEA analyses comparing the effects of memantine treatment between WT and KO mice, or differences between WT and KO mice under vehicle- and memantine-treatment conditions. **(B,C)** Volcano plot and summary table for DEGs from Veh-KO/WT (Veh-K/W) and memantine-KO/WT (Mem-K/W) transcripts, and Venn diagram showing the overlap between DEGs from Veh-K/W and Mem-K/W transcripts. (*n* = 3 mice for WT-V, WT-M, KO-V, and KO-M; dotted lines indicate adjusted *p*-value < 0.05 or |FC| > 1.5; DEGs were defined by adjusted *p*-values but not fold changes). **(D,E)** Volcano plot and summary table for DEGs from WT-memantine/vehicle (WT-M/V) and KO-memantine/vehicle (KO-M/V) transcripts, and Venn diagram showing the overlap between DEGs from WT-M/V and KO-M/V transcripts. Gene names marked with a hashtag without linkage to the indicated dots indicate those that have fold-change values that exceed the range of the axis. (*n* = 3 mice for WT-V, WT-M, KO-V, and KO-M; dotted lines indicate adjusted *p*-value < 0.05 or |FC| > 1.5; DEGs were defined by adjusted *p*-values but not fold changes). **(F,G)** Lists of top five up- and downregulated genes in Veh-K/W and Mem-K/W transcripts (see Supplementary Table 2 for further details).

In analyzing RNA-Seq results, we sought to compare transcriptomes from all six possible experimental combinations for the indicated reasons by examining transcripts from: (1) vehicle-treated WT and KO mice (termed Veh-K/W transcripts), to determine baseline differences between WT and KO mice; (2) memantine-treated WT and KO mice (Mem-K/W transcripts), to determine how memantine treatment alters baseline differences between WT and KO mice; (3) vehicle- and memantine-treated KO mice (KO-M/V transcripts), to determine how memantine treatment alters transcriptomic patterns in KO mice; (4) vehicle-treated WT and memantine-treated KO mice (K-M/W-V transcripts), to determine whether memantine treatment in KO mice restores transcriptomic patterns to a WT-like pattern; (5) vehicle- and memantine-treated WT mice (WT-M/V transcripts), to determine how memantine treatment in WT mice changes transcriptomic patterns; and (6) memantine-treated WT and vehicle-treated KO mice (WT-M/KO-V transcripts), to determine whether memantine-treated WT mice show transcriptomic changes similar to those induced by *Shank2* KO.

We first attempted an analysis of DEGs between vehicle-treated WT and KO mice (Veh-K/W transcripts), identifying a total of 323 DEGs (112 upregulated and 211 downregulated) that differed between WT and KO mice under baseline conditions (Figures 1B,C and Supplementary Table 2).

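Shank2 (ENSMUSG00000037541, chromosome 7, 144001928 to 144424494) of GRCm38 had normalized counts of 8248, 7427, and 8325 in the 3 WT-Veh mice and 3053, 3006, and 2723 in the 3 KO-Veh mice. Its mean fell from 8000 ± 498 (SD, n = 3) to 2927 ± 178 (SD, n = 3), a log2 fold change of -1.45 (SE 0.07, adjusted p = 1.77e-05 from limma), and with each mouse left out in turn the change stayed between -1.50 and -1.40. Of the 17671 genes tested in Veh-K/W transcripts, 5 were past the threshold, 3 upregulated and 2 downregulated, and 2548 had an unadjusted p-value under 0.05. The upregulated genes were Itpr3 (ENSMUSG00000042644, chromosome 17, 27057304 to 27122223), Gm26793 (ENSMUSG00000096999, chromosome 7, 144894560 to 144897461), which lies within 20 Mb of Shank2, and Gm14820 (ENSMUSG00000087193, chromosome X, 8042943 to 8074619). Normalized counts of Gm26793 were 45.5 ± 2.24 (SD, n = 3) in KO-Veh and 3.03 ± 0.888 (SD, n = 3) in WT-Veh mice, a log2 fold change of 3.55 (SE 0.37, adjusted p = 0.00932 from limma). Gm14820 was listed at 0, 0, and 0.84 in the WT-Veh mice and at 46.9, 17.95, and 33.3 in the KO-Veh mice (adjusted p = 0.041 from limma). In the WT-Mem mice it was listed at 29.67, 1.81, and 0, so WT-Mem replicate 1 lay within the range of the KO-Veh mice. Besides Shank2, the downregulated gene was Gm43118 (ENSMUSG00000104559, chromosome 5, 111387515 to 111388289), which was listed at 0 in the 3 KO-Veh mice and at 64.05, 153.5, and 242 in the WT-Veh mice (adjusted p = 0.000428 from limma), but also at 0 in 1 WT-Mem and 1 KO-Mem mouse. Of the paper's 323 DEGs, all were tested, and all 323 changed in the direction of Supplementary Table 2 with an unadjusted p-value under 0.05. Only 2 of the 323 were past the threshold over all genes, Shank2 and Itpr3, and the median adjusted p-value of the list was 0.159. Adjusted over the list alone, all 323 passed, which shows no stability because the list was called on the same mice. The groups did not overlap in 97.5% of the paper's DEGs, which were chosen on the same mice, and in 20.4% of all tested genes, where chance gives 10% with 3 mice in each group. Leaving out KO-Veh replicate 2 moved the number of DEGs most, from 5 to 53, of which 36 were on the paper's list.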

An analysis of transcripts from memantine-treated WT and KO mice (Mem-K/W transcripts) revealed 913 DEGs (417 upregulated and 496 downregulated) (Figures 1B,C), an increase of approximately threefold compared with that in vehicle-treated WT and KO mice. 

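In Mem-K/W transcripts, 17646 genes were tested, 12 were past the threshold (5 upregulated and 7 downregulated), and 3702 had an unadjusted p-value under 0.05. The change was in the direction given in Supplementary Table 2, with an unadjusted p-value under 0.05, for each of the paper's 913 DEGs. Of these genes, 7 were past the threshold over all genes, and the largest adjusted p-value on the list was 0.22. The KO-Mem and WT-Mem mice did not overlap in 95.2% of the 913 genes, chosen on these same mice, and in 26.2% of all tested genes, where chance gives 10%. Genes past the threshold that are not on the paper's list were Zxda, Gm26793, Npcd, Eif2s3y, and Bc1. Zxda (ENSMUSG00000073060, chromosome X, 94795563 to 94798183) was listed at 0 in the 3 WT-Mem mice and at 72.3 ± 15.1 (SD, n = 3) in KO-Mem mice (adjusted p = 0.000557 from limma), and it was also at 0 in KO-Veh replicate 1. Npcd (ENSMUSG00000089837, chromosome 15, 79789675 to 79834237) had a normalized count of 378 ± 124 (SD, n = 3) in KO-Mem and 82.1 ± 19.8 (SD, n = 3) in WT-Mem mice, a log2 fold change of 2.17 (SE 0.24, adjusted p = 0.0125 from limma). On the Y chromosome, Eif2s3y (ENSMUSG00000069049, 1010543 to 1028847) had a log2 fold change of 0.58 (SE 0.08, adjusted p = 0.0431 from limma) between 1473 ± 57.9 (SD, n = 3) in KO-Mem and 985 ± 58.4 (SD, n = 3) in WT-Mem mice. Bc1 (ENSMUSG00000115783, chromosome 7, 144914470 to 144914637) fell to 159 ± 39.9 (SD, n = 3) in KO-Mem mice from 500 ± 128 (SD, n = 3) in WT-Mem mice, with a log2 fold change of -1.64 (SE 0.21, adjusted p = 0.0343 from limma). Gm26793 reached 53.5 ± 4.88 (SD, n = 3) in KO-Mem mice against 2.34 ± 1.18 (SD, n = 3) in WT-Mem mice. Hr (ENSMUSG00000022096, chromosome 14, 70552212 to 70573548), named after its values were seen, had a log2 fold change of -0.54 (SE 0.07, adjusted p = 0.046 from limma) between 1262 ± 28.7 (SD, n = 3) in KO-Mem and 1834 ± 115 (SD, n = 3) in WT-Mem mice. The number of DEGs was 636 when the 12 mice were fitted together and 1911 without KO-Mem replicate 3.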

About 20% of Mem-K/W DEGs (169 DEGs) overlapped with Veh-K/W DEGs, indicating that transcriptomic changes in Mem-K/W transcripts are largely unique; this compares with an approximate 50% overlap within Veh-K/W DEGs (Figure 1C). 

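The lists of genes past the threshold in Veh-K/W and Mem-K/W transcripts, which share no mouse, had 2 genes in common, and 1 with a filter at a mean of 50. The 169 genes that the paper finds in both had an unadjusted p-value under 0.05 in both comparisons. Of the paper's Mem-K/W DEGs, 912 were also tested in Veh-K/W transcripts, and 863 of them (94.6%) changed in the same direction there, against 70% of all genes. Of these, 487 also had an unadjusted p-value under 0.05 in Veh-K/W transcripts. Over all 912 genes, the median log2 fold change in the Mem-K/W direction was 0.22 in Veh-K/W transcripts. The median size of their Mem-K/W changes in Supplementary Table 2 was 0.43. The paper's Veh-K/W DEGs changed in the same direction in Mem-K/W transcripts in 312 cases (96.6%), and 246 of these had an unadjusted p-value under 0.05. Across the 17396 genes tested in both comparisons, which are not independent replicates, the log2 fold changes were correlated with a Pearson r of 0.437.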

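Shank2 and Gm26793 were the genes past the threshold in both Veh-K/W and Mem-K/W transcripts, the first lower and the second higher in KO mice under both treatments. An unadjusted p-value under 0.05 in both comparisons was reached by 1196 genes, of which 1185 (99.1%) changed in the same direction.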

The overlapped 169 DEGs showed identical directions (up or down) of transcriptional changes (100%) (Supplementary Table 2).

In contrast to these changes, there was a relatively small number of DEGs (*n* = 14; seven upregulated and seven downregulated) between transcripts from memantine- and vehicle-treated *Shank2*-KO mice (KO-M/V transcripts) (Figures 1D,E and Supplementary Table 2). Similarly, transcripts from memantine- and vehicle-treated WT mice (WT-M/V transcripts) showed small numbers of DEGs (*n* = 7; one upregulated and six downregulated), with no overlap between KO-M/V and WT-M/V DEGs (Figures 1D,E and Supplementary Table 2). These results suggest that early, chronic memantine treatment broadens the difference between WT and KO transcriptomes, whereas memantine treatment has minimal impacts on transcriptomes within WT or KO mice, at least in our DEG analyses.

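Between KO-Mem and KO-Veh mice, none of the 17707 tested genes was past the threshold (0 DEGs), and 1573 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.554. Each of the paper's 14 DEGs changed in the direction of Supplementary Table 2 with an unadjusted p-value under 0.05 and had no overlap between the groups, on which they were chosen. Of all tested genes, 13.9% had no overlap, where chance gives 10%. Their log2 fold changes ran from -0.73 to 2.53. Sat1 (ENSMUSG00000025283, chromosome X, 155213132 to 155216449) had a normalized count of 1221 ± 95.2 (SD, n = 3) in KO-Mem and 865 ± 52.9 (SD, n = 3) in KO-Veh mice, a log2 fold change of 0.49 (SE 0.08, adjusted p = 0.554 from limma). Rimklb (ENSMUSG00000040649, chromosome 6, 122447296 to 122498761) was lower, with 1201 ± 6.87 (SD, n = 3) in KO-Mem and 1513 ± 16.3 (SD, n = 3) in KO-Veh mice and a log2 fold change of -0.33 (SE 0.06). Wnt10b (ENSMUSG00000022996, chromosome 15, 98770712 to 98778150) rose from 88.3 ± 1.85 (SD, n = 3) to 164 ± 27 (SD, n = 3), a log2 fold change of 0.87 (SE 0.16). The largest change was that of Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), with 46.7 ± 1.99 (SD, n = 3) in KO-Mem and 9.35 ± 8.82 (SD, n = 3) in KO-Veh mice and a log2 fold change of 2.53 (SE 0.52), followed by Pde6h (ENSMUSG00000064330, chromosome 6, 136923832 to 136968865) with 30.4 ± 8.71 (SD, n = 3) in KO-Mem and 6.63 ± 3.1 (SD, n = 3) in KO-Veh mice and 2.07 (SE 0.41). The adjusted p-value of limma was the same for all 14 genes. Without KO-Mem replicate 3, 97 genes were past the threshold, 7 of them on the paper's list.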

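In WT-M/V transcripts, 2 of 17564 genes were past the threshold, both downregulated, and 697 had an unadjusted p-value under 0.05. The groups did not overlap in 9.3% of the tested genes, close to the 10% that chance gives. The 2 genes were Zxda and Gm43302 (ENSMUSG00000079362, chromosome 5, 105214907 to 105293695), which were listed at 0 in the 3 WT-Mem mice. In WT-Veh mice their normalized counts were 78 ± 23.3 (SD, n = 3) (adjusted p = 0.00119 from limma) and 33.4 ± 13.9 (SD, n = 3) (adjusted p = 0.0377 from limma). Zxda was also at 0 in 1 KO-Veh mouse, and Gm43302 in 2 KO-Veh and 2 KO-Mem mice. With a filter at a mean of 50, or with the 12 mice in one fit, 0 genes were past the threshold, and 541 and 696 had an unadjusted p-value under 0.05. Each of the paper's 7 DEGs changed in the direction of Supplementary Table 2, with an unadjusted p-value under 0.05 and no overlap between the groups, and none was past the threshold over all genes. Hbb-bs (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096) had a normalized count of 4529 ± 392 (SD, n = 3) in WT-Mem and 7309 ± 960 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.69 (SE 0.10, adjusted p = 0.263 from limma), and Hba-a2 (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298) had 4956 ± 216 (SD, n = 3) in WT-Mem and 7682 ± 1548 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.61 (SE 0.12, adjusted p = 0.978 from limma). Both encode hemoglobin chains, so a different amount of blood in the tissue is not excluded. Hbb-bs was as low without memantine in KO-Veh mice, at 4499 ± 1844 (SD, n = 3). Rbm14 (ENSMUSG00000006456, chromosome 19, 4800569 to 4811634) had a normalized count of 1328 ± 46.5 (SD, n = 3) in WT-Mem and 942 ± 94.8 (SD, n = 3) in WT-Veh mice, a log2 fold change of 0.50 (SE 0.09, adjusted p = 0.953 from limma). No gene was past the threshold in both KO-M/V and WT-M/V transcripts (0 genes), and 125 had an unadjusted p-value under 0.05 in both.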

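The difference between Mem-K/W and Veh-K/W transcripts was tested as the interaction of genotype and treatment over the 12 mice, which is also the difference between KO-M/V and WT-M/V transcripts. Of 17655 genes, 0 were past the threshold, 840 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.947. Of the paper's Mem-K/W DEGs, 183 had an unadjusted p-value under 0.05 in the interaction and 0 were past the threshold. These genes were chosen on the KO-Mem and WT-Mem mice of the same contrast, which alone raises this number. Of the paper's 323 Veh-K/W DEGs, 30 had an unadjusted p-value under 0.05 there, 4 of them in the direction of the list. The number of genes past the threshold was between 0 and 4 over the 12 fits that each left out 1 mouse. The median size of the log2 fold change over all tested genes was 0.16 in Mem-K/W, 0.12 in Veh-K/W, 0.11 in KO-M/V, and 0.09 in WT-M/V transcripts. From the larger number of DEGs between WT and KO mice under memantine than under vehicle, and the small numbers within each genotype, the paper proposes that memantine widens the difference between the WT and KO transcriptomes and has little effect within either genotype.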

Top five upregulated genes in Veh-K/W transcripts included *Itpr3* (inositol 1,4,5-trisphosphate receptor type 3), *Etnppl* (ethanolamine-phosphate phospho-lyase), *Eml2* (echinoderm microtubule associated protein like 2), *C4B* (complement C4B), and *Znf436* (zinc finger protein 436) (Figure 1F). 

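The normalized count of Itpr3 (ENSMUSG00000042644, chromosome 17, 27057304 to 27122223) was 474 ± 60.6 (SD, n = 3) in KO-Veh and 248 ± 18.6 (SD, n = 3) in WT-Veh mice. Its log2 fold change of 0.92 (SE 0.12, adjusted p = 0.0493 from limma) was the only one of the 5 past the threshold over all tested genes. It lay between 0.86 and 1.03 with each mouse left out in turn, where the adjusted p-value of limma rose to as much as 0.297. With the replicate number as a block, the adjusted p-value of limma was 0.0985. Etnppl (ENSMUSG00000019232, chromosome 3, 130617448 to 130637521) had a normalized count of 1309 ± 154 (SD, n = 3) in KO-Veh and 773 ± 158 (SD, n = 3) in WT-Veh mice, a log2 fold change of 0.77 (SE 0.14, adjusted p = 0.134 from limma). For Eml2 (ENSMUSG00000040811, chromosome 7, 19176421 to 19206482), the counts were 9013 ± 681 (SD, n = 3) in KO-Veh and 6603 ± 499 (SD, n = 3) in WT-Veh mice, and the log2 fold change was 0.45 (SE 0.08, adjusted p = 0.134 from limma). C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) varied most among these genes, with 1073 ± 324 (SD, n = 3) in KO-Veh and 579 ± 22.8 (SD, n = 3) in WT-Veh mice and a log2 fold change of 0.84 (SE 0.18, adjusted p = 0.137 from limma). The gene that the paper names Znf436 is listed as Zfp46 (ENSMUSG00000051351, chromosome 4, 136284683 to 136293942) in the mouse annotation, at 2547 ± 497 (SD, n = 3) in KO-Veh and 1659 ± 125 (SD, n = 3) in WT-Veh mice, a log2 fold change of 0.60 (SE 0.12, adjusted p = 0.135 from limma).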

Top five downregulated genes in Veh-K/W transcripts included *Shank2* (SH3 and multiple ankyrin repeat domains 2), *Cryab* (crystallin alpha B), *Mapk11* (mitogen-activated protein kinase 11), *Arap3* (ArfGAP with RhoGAP domain, ankyrin repeat, and PH domain 3), and *Ccnd1* (cyclin D1). 

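Among the downregulated genes after Shank2, Cryab (ENSMUSG00000032060, chromosome 9, 50751325 to 50756636) had a normalized count of 1459 ± 176 (SD, n = 3) in KO-Veh and 2394 ± 286 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.71 (SE 0.11, adjusted p = 0.0799 from limma). Mapk11 (ENSMUSG00000053137, chromosome 15, 89142486 to 89149628) fell from 1535 ± 76.2 (SD, n = 3) to 1011 ± 85.8 (SD, n = 3), with a log2 fold change of -0.60 (SE 0.08, adjusted p = 0.0597 from limma). The counts of Arap3 (ENSMUSG00000024451, chromosome 18, 37972628 to 37998969) were 259 ± 31.8 (SD, n = 3) in KO-Veh and 498 ± 79.4 (SD, n = 3) in WT-Veh mice, which gave a log2 fold change of -0.93 (SE 0.14, adjusted p = 0.0799 from limma). Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), which lies within 20 Mb of Shank2, had 809.6 ± 113 (SD, n = 3) in KO-Veh and 1367 ± 218 (SD, n = 3) in WT-Veh mice and a log2 fold change of -0.75 (SE 0.13, adjusted p = 0.134 from limma). None of these 4 genes was past the threshold over all tested genes.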

Top five upregulated genes in Mem-K/W transcripts included *Wnt10b* (Wnt family member 10B), *Pla2g4e* (phospholipase A2 group IVE), *Leng8* (leukocyte receptor cluster member 8), *Miip* (migration and invasion inhibitory protein), and *Phka2* (phosphorylase kinase regulatory subunit alpha 2) (Figure 1G). 

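Wnt10b (ENSMUSG00000022996, chromosome 15, 98770712 to 98778150) had a normalized count of 164 ± 27 (SD, n = 3) in KO-Mem and 46.9 ± 13.8 (SD, n = 3) in WT-Mem mice, a log2 fold change of 1.81 (SE 0.23, adjusted p = 0.0343 from limma). It was the only one of the 5 genes past the threshold over all tested genes. Pla2g4e (ENSMUSG00000050211, chromosome 2, 120166412 to 120245335) had 662 ± 164 (SD, n = 3) in KO-Mem and 318 ± 57.7 (SD, n = 3) in WT-Mem mice, and its log2 fold change was 1.04 (SE 0.18, adjusted p = 0.0884 from limma). The counts of Leng8 (ENSMUSG00000035545, chromosome 7, 4137039 to 4148177) were 19530 ± 1884 (SD, n = 3) in KO-Mem and 13920 ± 405 (SD, n = 3) in WT-Mem mice, a log2 fold change of 0.48 (SE 0.07, adjusted p = 0.0586 from limma). Miip (ENSMUSG00000029022, chromosome 4, 147860778 to 147868816) was at 762 ± 90.7 (SD, n = 3) in KO-Mem and 461 ± 29.9 (SD, n = 3) in WT-Mem mice, a log2 fold change of 0.72 (SE 0.11, adjusted p = 0.0642 from limma). For Phka2 (ENSMUSG00000031295, chromosome X, 160502166 to 160598878), the values were 2093 ± 470.1 (SD, n = 3) in KO-Mem and 1212 ± 85.8 (SD, n = 3) in WT-Mem mice, and the log2 fold change was 0.77 (SE 0.14, adjusted p = 0.0884 from limma).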

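Under memantine, Shank2 had normalized counts of 2900 ± 247 (SD, n = 3) in KO-Mem and 7880 ± 697 (SD, n = 3) in WT-Mem mice, a log2 fold change of -1.44 (SE 0.08, adjusted p = 0.000186 from limma). Ccnd1 fell from 1331 ± 28.8 (SD, n = 3) in WT-Mem to 707 ± 77.8 (SD, n = 3) in KO-Mem mice, a log2 fold change of -0.92 (SE 0.10, adjusted p = 0.0101 from limma), and it lies near Shank2 on the same chromosome. Tnfrsf25 (ENSMUSG00000024793, chromosome 4, 152115934 to 152120119) had a normalized count of 72 ± 28.5 (SD, n = 3) in KO-Mem and 259 ± 52.3 (SD, n = 3) in WT-Mem mice, a log2 fold change of -1.88 (SE 0.26, adjusted p = 0.046 from limma). Tspan11 (ENSMUSG00000030351, chromosome 6, 127887589 to 127953977) had 83.5 ± 14.1 (SD, n = 3) in KO-Mem and 240.1 ± 50.0 (SD, n = 3) in WT-Mem mice, with a log2 fold change of -1.51 (SE 0.19, adjusted p = 0.0343 from limma). The collagen gene Col9a3 (ENSMUSG00000027570, chromosome 2, 180597790 to 180622189) was at 572 ± 50.5 (SD, n = 3) in KO-Mem and 935 ± 36.2 (SD, n = 3) in WT-Mem mice, a log2 fold change of -0.71 (SE 0.09, adjusted p = 0.0343 from limma). These 5 genes were past the threshold over all tested genes, and with a mouse left out only Shank2 stayed past it in each of the 6 fits.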

Top five downregulated genes in Mem-K/W transcripts included *Shank2*, *Ccnd1* (cyclin D1), *Tnfrsf25* (TNF receptor superfamily member 25), and *Tspan11* (tetraspanin 11), *Col9a3* (collagen type IX alpha 3 chain).

Lastly, we performed a power analysis to evaluate if the sample size of 3 per group leads to enough statistical power. In all of the six comparisons, the power was above 0.64 when the sample size per group was 3 (Supplementary Figure 1B). For the comparison where the number of DEGs was small, the power was higher (i.e., above 0.75 for WT-M/V and KO-M/V transcript groups). These results indicate that the sample size of 3 per group provides reasonably high statistical power to detect DEGs in our study.

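Power was estimated from the deposited values by simulation with limma as the test, in 20 simulations for each number of mice. The paper's DEGs of a comparison were taken as the changed genes, with the fold changes of Supplementary Table 2 and the spread between mice of the deposited values. With 3 mice per group, the mean share of changed genes past the threshold was 0.046 ± 0.03 (SD over simulations) for Veh-K/W, 0.387 ± 0.03 for Mem-K/W, 0.007 ± 0.022 for KO-M/V, and 0.014 ± 0.044 for WT-M/V transcripts. With 6 mice per group, the shares were 0.657, 0.868, 0.571, and 0.114, in the same order. With 9 mice per group they were 0.851, 0.964, 0.821, and 0.414. The fold changes of genes chosen as DEGs on the same mice are larger on average than the true ones. In the fits of the mice themselves, 2 of the paper's 323 Veh-K/W DEGs and 7 of its 913 Mem-K/W DEGs were past the threshold. In KO-M/V and WT-M/V transcripts, 0 of 14 and 0 of 7 were. KO-M/WT-V and WT-M/KO-V transcripts have no list of DEGs in the paper and were not used here.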

### Functional Annotations of Veh-K/W and Mem-K/W DEGs

We next attempted functional analyses of Veh-K/W and Mem-K/W DEGs using the GO analysis tool, Enrichr (Chen et al., 2013; Kuleshov et al., 2016). WT-M/V and KO-M/V DEGs were not used in the Enrichr analysis because their numbers were small. We also combined up- and downregulated DEGs to increase the power of functional annotations.

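The 17 Veh-K/W DEGs that Supplementary Table 3 lists for the endoplasmic reticulum lumen had a median log2 fold change of -0.45, and 14 of them were lower in KO-Veh mice. The groups did not overlap in 16 of the 17 genes, which the paper chose as DEGs on the same mice, and the smallest adjusted p-value over all tested genes was 0.131 from limma. Serpinh1 (ENSMUSG00000070436, chromosome 7, 99345376 to 99353239) had a normalized count of 730.3 ± 82.9 (SD, n = 3) in KO-Veh and 1122 ± 96.3 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.62 (SE 0.10, adjusted p = 0.131 from limma). Calr (ENSMUSG00000003814, chromosome 8, 84841850 to 84846934) had 8031 ± 606 (SD, n = 3) in KO-Veh and 11020 ± 719 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.46 (SE 0.07, adjusted p = 0.131 from limma). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 631 ± 100.5 (SD, n = 3) in KO-Veh and 1085 ± 254 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.77 (SE 0.16, adjusted p = 0.135 from limma). Each of the 4 genes listed for the ATF6-mediated unfolded protein response was lower in KO-Veh mice, among them Hsp90b1 (ENSMUSG00000020048, chromosome 10, 86690209 to 86705509), with a log2 fold change of -0.32 (SE 0.08, adjusted p = 0.159 from limma) between 6352 ± 264 (SD, n = 3) in KO-Veh and 7957 ± 780.1 (SD, n = 3) in WT-Veh mice, and Xbp1 (ENSMUSG00000020484, chromosome 11, 5520659 to 5525893), with -0.41 (SE 0.11, adjusted p = 0.186 from limma) between 1531 ± 222 (SD, n = 3) in KO-Veh and 2030 ± 234 (SD, n = 3) in WT-Veh mice. Of the 12 genes listed for protein processing in the endoplasmic reticulum, 11 were lower. For the MAPK signaling pathway, 15 genes were listed, 10 of them lower in KO-Veh mice, with log2 fold changes from -0.85 to 0.89. Besides Mapk11, Rasgrp3 (ENSMUSG00000071042, chromosome 17, 75435896 to 75529054) had 246 ± 22.2 (SD, n = 3) in KO-Veh and 372 ± 16.3 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.60 (SE 0.11, adjusted p = 0.134 from limma), and Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238) had 353 ± 35.6 (SD, n = 3) in KO-Veh and 524 ± 34.8 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.57 (SE 0.10, adjusted p = 0.134 from limma). The 7 genes listed for ECM-receptor interaction had a median log2 fold change of -0.68, and 6 were lower. The enrichment of these terms was not tested here, because the libraries of Enrichr were not used here.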

Veh-K/W DEGs (baseline WT–KO difference) were annotated to GO terms that included endoplasmic reticulum, unfolded protein response, and MAP kinase in cellular component (CC), biological process (BP), and Kyoto Encyclopedia of Genes and Genomes (KEGG) domains (Figures 2A,B and Supplementary Table 3). Mem-K/W DEGs were annotated to GO terms associated with steroid/lipid metabolism, insulin-like growth factor, and ECM, and gap junction in BP, molecular function (MF), and KEGG domains (Figure 2C and Supplementary Table 3). These results suggest that vehicle-treated WT and KO mice and memantine-treated WT and KO mice show largely distinct transcriptomic changes, as analyzed by GO functional annotations.

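Of the 13 Mem-K/W DEGs that Supplementary Table 3 lists for the cholesterol metabolic process, all were lower in KO-Mem mice, with log2 fold changes from -0.93 to -0.27, and the groups, on which the paper chose these genes as DEGs, did not overlap in any of them. Hmgcs1 (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260) had a normalized count of 6826 ± 1633 (SD, n = 3) in KO-Mem and 10280 ± 285 (SD, n = 3) in WT-Mem mice, a log2 fold change of -0.62 (SE 0.13, adjusted p = 0.0884 from limma). Lcat (ENSMUSG00000035237, chromosome 8, 105939551 to 105943382) had 353 ± 104 (SD, n = 3) in KO-Mem and 653 ± 28.1 (SD, n = 3) in WT-Mem mice, a log2 fold change of -0.93 (SE 0.18, adjusted p = 0.0884 from limma). The cholesterol biosynthetic process had 9 genes, each lower in KO-Mem mice, including Fdft1 (ENSMUSG00000021273, chromosome 14, 63145150 to 63179578), with 2139 ± 230 (SD, n = 3) in KO-Mem and 2787 ± 194 (SD, n = 3) in WT-Mem mice and a log2 fold change of -0.38 (SE 0.09, adjusted p = 0.0919 from limma), and Cyp51 (ENSMUSG00000001467, chromosome 5, 4081145 to 4104746), with 1704 ± 347 (SD, n = 3) in KO-Mem and 2411 ± 133 (SD, n = 3) in WT-Mem mice and a log2 fold change of -0.52 (SE 0.12, adjusted p = 0.0957 from limma). Among the 14 genes listed for the regulation of steroid biosynthetic process, 10 were lower and 4 higher. Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879) was at 3540 ± 556 (SD, n = 3) in KO-Mem and 4894 ± 185 (SD, n = 3) in WT-Mem mice, a log2 fold change of -0.48 (SE 0.10, adjusted p = 0.0884 from limma), and Nfyb (ENSMUSG00000020248, chromosome 10, 82748701 to 82764144) was at 1377 ± 118 (SD, n = 3) in KO-Mem and 1021 ± 45.4 (SD, n = 3) in WT-Mem mice, a log2 fold change of 0.43 (SE 0.09, adjusted p = 0.0884 from limma). Extracellular matrix organization had 30 listed genes, 20 lower and 10 higher, of which 1, Col9a3, was past the threshold over all tested genes. Hspg2 (ENSMUSG00000028763, chromosome 4, 137468769 to 137570630) had 718 ± 182 (SD, n = 3) in KO-Mem and 1280 ± 101 (SD, n = 3) in WT-Mem mice, a log2 fold change of -0.86 (SE 0.15, adjusted p = 0.0884 from limma), and Ncan (ENSMUSG00000002341, chromosome 8, 70093085 to 70120873) had 8130 ± 626 (SD, n = 3) in KO-Mem and 10700 ± 614 (SD, n = 3) in WT-Mem mice, a log2 fold change of -0.40 (SE 0.07, adjusted p = 0.0884 from limma). The genes of the phospholipid metabolic process were split, 5 higher and 7 lower.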

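The genes behind the terms of one comparison were also measured in the other. All 17 Veh-K/W genes listed for the endoplasmic reticulum lumen changed in the same direction in Mem-K/W transcripts, 14 of them with an unadjusted p-value under 0.05. The same direction was found for all 12 genes of protein processing in the endoplasmic reticulum (10 with an unadjusted p-value under 0.05) and all 15 genes of the MAPK signaling pathway (10). In Veh-K/W transcripts, 12 of the 13 Mem-K/W genes of the cholesterol metabolic process changed in the Mem-K/W direction, 7 with an unadjusted p-value under 0.05. For extracellular matrix organization, the direction was shared by 25 of 30 genes, and 17 had an unadjusted p-value under 0.05.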

**FIGURE 2:**
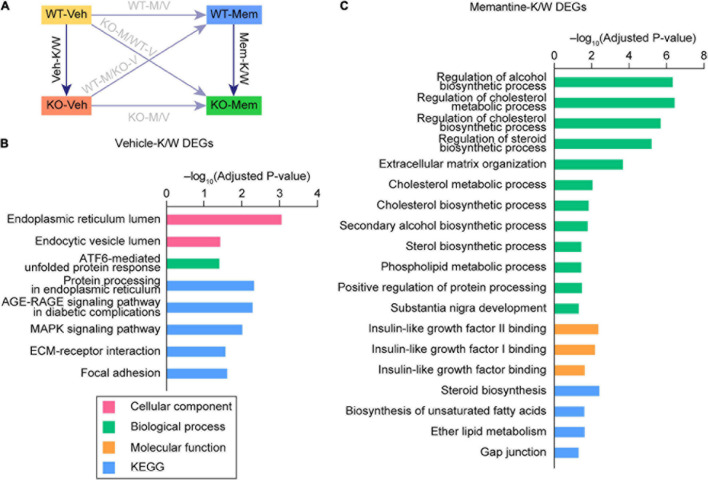
Enrichr Gene Ontology (GO) analyses of DEGs for Veh-KO/WT and Mem-KO/WT transcripts. **(A)** Schematic depiction highlighting the differences between WT and KO mice under vehicle- and memantine-treatment conditions. **(B,C)** Enrichr GO analysis of DEGs (defined by adjusted *p*-values < 0.05) for Veh-KO/WT (Veh-K/W; **B**) and memantine-KO/WT (Mem-K/W; **C**) transcripts in cellular component (CC), biological process (BP), molecular function (MF), and KEGG domains (adjusted *p*-value < 0.05). DEGs for WT-M/V and KO-M/V were not subjected to Enrichr analysis because of their small numbers.

### Gene Set Enrichment Analysis of Veh-K/W Transcripts

We next attempted GSEA, which uses the entire list of genes with transcriptional changes ranked *p*-values or fold changes, rather than a small portion of genes with an artificial cutoff, to identify the changes in biological functions that are driven by large number of genes with moderate but coordinate changes^4^ (Mootha et al., 2003; Subramanian et al., 2005). Veh-K/W transcripts (baseline WT–KO difference), ranked by *p*-values, were enriched for positively enriched (or upregulated genes were more strongly enriched) for synapse-related gene sets in CC, BP, and MF domains of the C5 gene sets (GO gene sets; 10,185 gene sets as of now) (Figure 3A, Supplementary Figure 2, and Supplementary Table 4). 

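Genes were ranked by the sign of the fold change times minus log10 of the unadjusted p-value from limma, which is the rank metric found in Supplementary Table 7. The 18 GO gene sets whose members Supplementary Table 7 lists in full were tested with the classic score of preranked GSEA and 10000 permutations of genes, with Benjamini-Hochberg adjustment over the 18 sets. At least 93.7% of each list matched a gene with a deposited value. In Veh-K/W transcripts, 12 of the 18 sets were enriched, 4 positively and 8 negatively. The postsynaptic membrane set, with 294 genes, had an NES of 2.84 (adjusted permutation p = 0.000365, the smallest that these permutations gave here), and 61.9% of its genes were higher in KO-Veh mice. The median log2 fold change of its genes was 0.04. Over the 6 fits that each left out 1 mouse, the NES ran from 1.03 to 3.71, and the set was enriched in 5. Transmitter-gated channel activity (45 genes) had an NES of 3.13, with 82.2% of its genes higher and a range of 2.17 to 3.41 over the same fits. Chloride transmembrane transport (61 genes) had an NES of 2.75 (adjusted permutation p = 0.000651). Permuting genes takes the genes of a set as independent. The choice that moved the number of enriched sets most was camera, which estimates the correlation among the genes of a set from the mice and puts it at 0.12 for the postsynaptic membrane. With camera, 0 of the 18 sets were past the threshold, 2 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.221.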

Integration and visualization of the enriched gene sets using EnrichmentMap Cytoscape App (Merico et al., 2010; Isserlin et al., 2014) further highlighted synapse and receptor/channel-related functions (Figure 3B).

**FIGURE 3:**
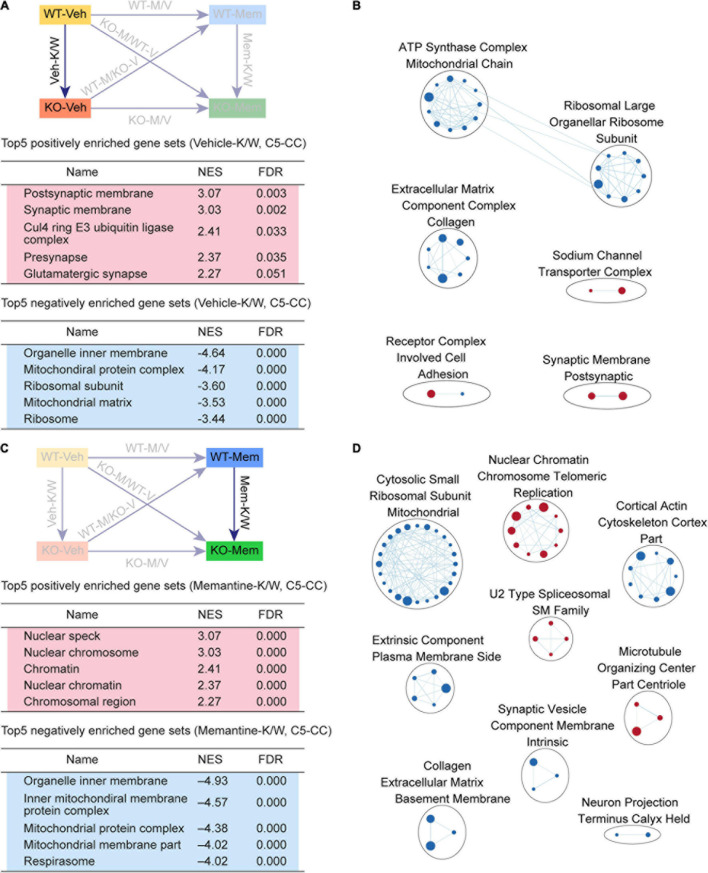
Gene Set Enrichment Analysis of Veh-K/W and Mem-K/W transcripts for biological functions. **(A,B)** GSEA results for Veh-K/W transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets **(A)** and their integrated visualization, generated using the Cytoscape App, EnrichmentMap **(B)**. Only the results for C5-CC are shown here; those for C5-BP and C5-MF are shown in Supplementary Figure 1. Note that only the top five gene sets are shown in the main figure tables for simplicity (see the full lists in Supplementary Tables). All GSEA results were visualized using EnrichmentMap. Each circle in a cluster indicates significantly (FDR < 0.05) enriched individual gene sets with the size and color (red/blue) of the circles indicating gene-set size and positive/negative enrichment based on NES scores, respectively. [*n* = 3 mice (WT-Veh, KO-Veh), FDR < 0.05]. **(C,D)** GSEA results for Mem-K/W transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets **(C)** and their integrated visualization generated using the EnrichmentMap Cytoscape App **(D)**. See Supplementary Figure 2 for GSEA C5-BP/MF results. [*n* = 3 mice (WT-Mem, KO-Mem), FDR < 0.05].

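Mitochondrial protein complex (232 genes) had an NES of -4.41 in Veh-K/W transcripts, and 27.6% of its genes were higher in KO-Veh mice, with a median log2 fold change of -0.07. The NES of the ribosome set (210 genes) was -3.90, with 32.9% of its genes higher and the same median change. Both had the smallest adjusted p-value that the permutations gave. With each mouse left out in turn, the scores ran from -4.77 to -3.43 and from -4.38 to -2.77, and each set was enriched in the 6 fits. The mean log2 deviation of the mitochondrial genes from their average over the 12 mice was -0.01, 0.06, and 0.09 in the WT-Veh mice and -0.07, 0.00, and -0.03 in the KO-Veh mice.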

Veh-K/W transcripts were negatively enriched for ribosome- and mitochondria-related gene sets (Figure 3A). In addition, an EnrichmentMap analysis highlighted clusters of gene sets associated with ribosome-, mitochondria-, and ECM-related functions (Figure 3B). These results suggest that there is a clear baseline transcriptomic difference between vehicle-treated WT and *Shank2*-KO mice, including upregulated synapse-related genes and downregulated ribosome/mitochondria/ECM-related genes.

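Extracellular matrix (392 genes) was negatively enriched in Veh-K/W transcripts with an NES of -3.18, and 40.8% of its genes were higher in KO-Veh mice. The score lay between -3.35 and -2.85 over the 6 fits that each left out 1 mouse. It was -1.32 (adjusted permutation p = 0.264) when the genes were ranked after an adjustment for the score of meningeal marker genes, which differed by -0.5 SD units between KO-Veh and WT-Veh mice. Several of these markers, such as Col1a1, are matrix genes themselves, so the weaker score shows nothing about meninges.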

### GSEA of Mem-K/W Transcripts

To determine if early memantine treatment alters the baseline transcriptomic difference between vehicle-treated WT and *Shank2*-KO mice, we compared memantine-treated WT and *Shank2*-KO transcripts (Mem-K/W transcripts). Mem-K/W transcripts were positively enriched for gene sets associated with chromatin functions, which were integrated into EnrichmentMap clusters of chromatin- and RNA splicing-related gene sets (Figures 3C,D, Supplementary Figure 3, and Supplementary Table 4), a pattern distinct from the upregulated synapse-related genes in Veh-K/W transcripts.

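In Mem-K/W transcripts, chromatin (409 genes) had an NES of 2.81 (adjusted permutation p = 0.000518), and 61.1% of its genes were higher in KO-Mem mice. Covalent chromatin modification (397 genes) had an NES of 3.71 and nuclear speck (338 genes) an NES of 3.70. The U2-type spliceosomal complex (77 genes) had an NES of 2.14 (adjusted permutation p = 0.00166). Each of these 4 sets was enriched in the 6 fits that each left out 1 mouse, the lowest score being 1.63 for the U2-type spliceosomal complex. Their median log2 fold changes were between 0.05 and 0.07.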

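Among Mem-K/W transcripts, mitochondrial protein complex had an NES of -4.53, a median log2 fold change of -0.10, and 28.9% of its genes higher in KO-Mem mice. The ribosome set had an NES of -3.84, with 28.6% of its genes higher. Leaving out a mouse gave scores from -5.45 to -2.21 for the first set, enriched in each fit, and from -4.97 to -1.21 for the second, enriched in 5 of 6.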

Mem-K/W transcript were also negatively enriched for gene sets associated with ribosome and mitochondria functions, with EnrichmentMap analyses showing clustering of ribosome-, mitochondria-related gene sets (Figures 3C,D), a pattern similar to that observed in Veh-K/W transcripts. These results suggest that early memantine treatment upregulates chromatin- and RNA-splicing-related genes and downregulates ribosome/mitochondria-related genes in the context of differences between WT and KO. 

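In Mem-K/W transcripts, 15 of the 18 GO gene sets were enriched, 6 positively and 9 negatively, and the extracellular matrix set had an NES of -3.38. Whether the gene sets differed between Mem-K/W and Veh-K/W transcripts was tested on genes ranked by the interaction of genotype and treatment. There, chromatin had an NES of 3.26 and nuclear speck one of 4.32 (adjusted permutation p = 0.000406 for both), and the U2-type spliceosomal complex had one of 3.13. When the mice of each replicate number were regrouped at random, 7 of 100 groupings with different contrasts, the real one included, gave chromatin a score as large in size, and 2 of 100 did so for nuclear speck. Some of the regroupings carry the effect of the genotype into the contrast, which can raise such counts. The interaction scores were -1.45 (adjusted permutation p = 0.121) for the ribosome, -1.57 (adjusted permutation p = 0.0714) for mitochondrial protein complex, and -1.21 (adjusted permutation p = 0.229) for extracellular matrix.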

The positive enrichment for synapse-related function, observed in Veh-K/W, was not present in Mem-K/W transcripts.

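The postsynaptic membrane set had an NES of -1.42 (adjusted permutation p = 0.119) in Mem-K/W transcripts, with 48.3% of its genes higher in KO-Mem mice, and leaving out a mouse gave scores from -3.25 to 0.84. Transmitter-gated channel activity had an NES of 0.90 (adjusted permutation p = 0.609), which was -0.95 when genes were ranked by the log2 fold change. In the interaction, the scores of the 2 sets were -3.56 and -2.82. A score as large in size for the postsynaptic membrane was found in 14 of the 100 groupings.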

### GSEA of KO-M/V Transcripts

We next sought to determine whether early memantine treatment changes transcriptomic patterns in *Shank2*-KO mice. We found that KO-M/V transcripts were positively enriched for chromatin- and RNA splicing-related functions (Figure 4A, Supplementary Figure 4, and Supplementary Table 5), similar to the upregulation of chromatin and RNA splicing functions among Mem-K/W transcripts. 

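In KO-M/V transcripts, 14 of the 18 GO gene sets were enriched, 6 positively and 8 negatively. Chromatin (408 genes with a mean of at least 10) had an NES of 4.23, and 64.5% of its genes were higher in KO-Mem than in KO-Veh mice. Covalent chromatin modification had an NES of 4.17, nuclear speck one of 4.40, and the U2-type spliceosomal complex one of 3.41, with 81.8% of its genes higher. The adjusted p-value was 0.000329 for each, the smallest that the permutations gave. Over the fits that each left out 1 mouse, these 4 sets were enriched every time, with scores from 3.55 to 4.15 for chromatin and 2.61 to 3.98 for the U2-type spliceosomal complex.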

Chromatin and RNA splicing functions were further highlighted by EnrichmentMap analyses (Figure 4B). The positive enrichment for synapse-related function, observed in Veh-K/W, was not present in KO-M/V transcripts, similar to the pattern in Mem-K/W transcripts.

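The postsynaptic membrane set was negatively enriched in KO-M/V transcripts, with an NES of -1.73 (adjusted permutation p = 0.0314) and 41.8% of its genes higher in KO-Mem mice. Its score lay between -2.16 and -1.29 with a mouse left out. Transmitter-gated channel activity was not enriched (NES -1.41, adjusted permutation p = 0.117).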

**FIGURE 4:**
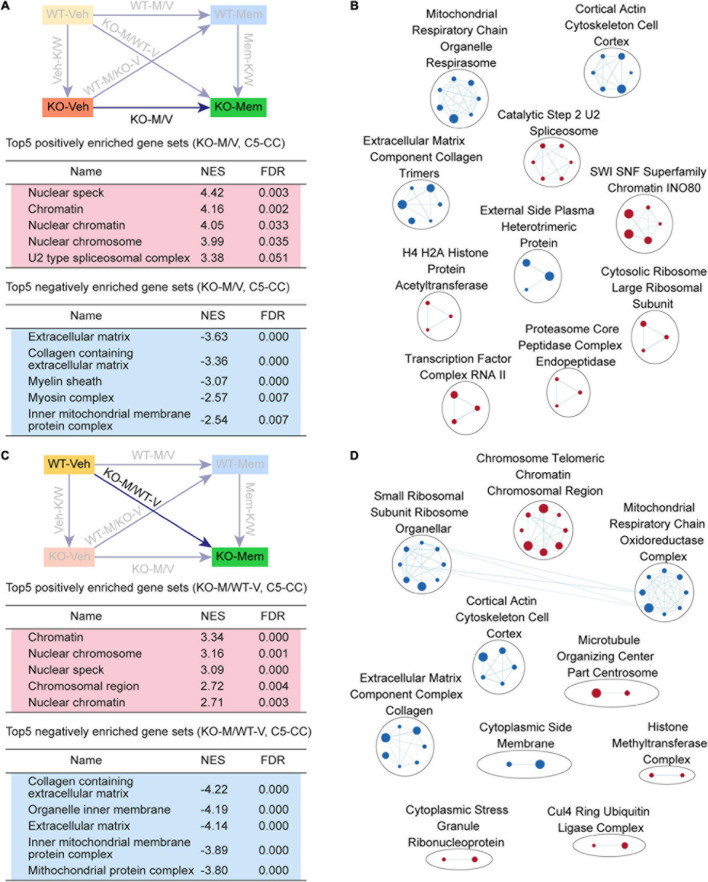
Gene Set Enrichment Analysis of KO-M/V and KO-M/WT-V transcripts for biological functions. **(A,B)** GSEA results for KO-M/V transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets in the C5-CC domain **(A)** and their integrated visualization generated using EnrichmentMap **(B)**. See Supplementary Figure 3 for GSEA C5-BP/MF results. [*n* = 3 mice (KO-Veh, KO-Mem), FDR < 0.05]. **(C,D)** GSEA results for KO-M/WT-V transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets in the C5-CC domain **(C)** and their integrated visualization generated using EnrichmentMap **(D)**. See Supplementary Figure 4 for GSEA C5-BP/MF results. [*n* = 3 mice (WT-Veh, KO-Mem), FDR < 0.05].

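Extracellular matrix had an NES of -3.65 in KO-M/V transcripts, a median log2 fold change of -0.07, and a range of -3.88 to -3.55 over the fits that each left out 1 mouse. After an adjustment for meningeal marker genes it was -2.09 (adjusted permutation p = 0.00539). Mitochondrial protein complex had an NES of -2.27 (adjusted permutation p = 0.00275), which ran from -2.91 to 1.46 and was enriched in 3 of the 6 fits, the positive score arising without KO-Veh replicate 2. Oxidative phosphorylation (118 genes) had an NES of -2.48 (adjusted permutation p = 0.000604) and was enriched in 4 of the 6. The ribosome set was not enriched (NES 1.28, adjusted permutation p = 0.171).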

KO-M/V transcripts were negatively enriched for mitochondria- and ECM-related functions (Figure 4A), exhibiting EnrichmentMap patterns for mitochondria and ECM functions (Figure 4B). These results suggest that early memantine treatment of *Shank2*-KO mice upregulates chromatin- and splicing-related genes and downregulates mitochondria- and ECM-related genes, differences that are largely similar to the transcriptomic differences observed among Mem-K/W transcripts and are likely involved in memantine-dependent phenotypic rescue in *Shank2*-KO mice.

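The level of a gene set in each mouse was taken as the mean of its genes' log2 deviations from their averages over the 12 mice. For chromatin, these levels were 0.055, 0.032, and 0.022 in the KO-Mem mice and between -0.018 and 0.006 in the KO-Veh mice. Every KO-Mem mouse was above every one of the other 9 mice, which only 1 of the 220 choices of 3 mice gives (exact permutation test, 2-sided, p = 0.00455, adjusted p = 0.0136 over the 18 sets). This comparison was chosen after the values were seen. The other 9 mice hold both genotypes, and chromatin also differed between KO and WT mice (exact permutation test within treatments, 2-sided, p = 0.015). It is therefore no test of memantine alone. The score of oligodendrocyte marker genes in the same KO-Mem mice was -1.89, -1.31, and -0.57, the lowest of the 12 mice, and chromatin was not adjusted for it. A comparison of 3 KO-Mem with 3 KO-Veh mice alone cannot give an exact p-value under 0.1. For the extracellular matrix, the levels were -0.10, -0.08, and -0.02 in KO-Mem mice and 0.00, -0.01, and 0.02 in KO-Veh mice. For mitochondrial protein complex, they were -0.10, -0.07, and -0.01 in KO-Mem mice, which overlapped the KO-Veh mice. From the upregulated chromatin- and splicing-related gene sets and the downregulated mitochondria- and ECM-related gene sets, which resemble those of Mem-K/W transcripts, the paper proposes that these changes take part in the rescue of phenotypes by memantine.

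**Figure D1:**
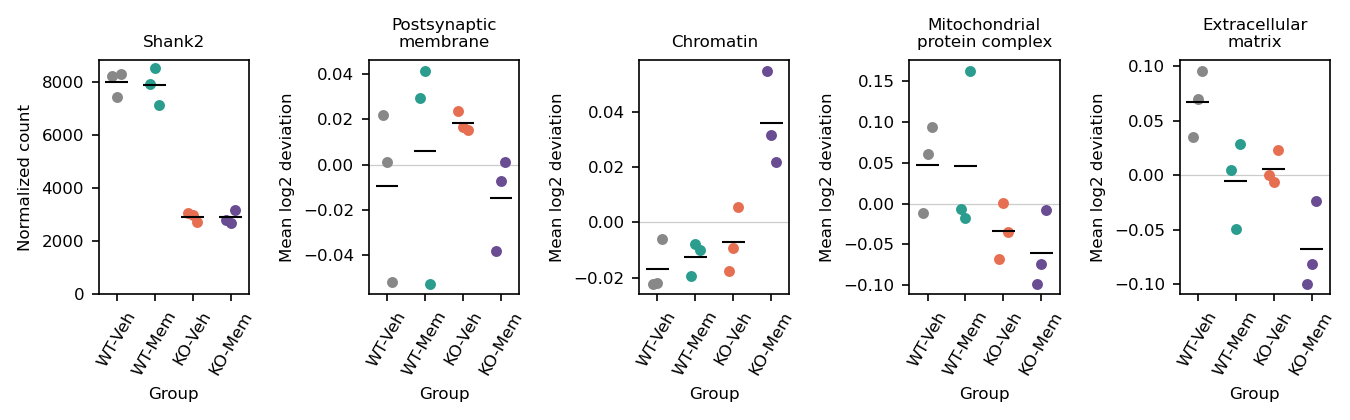
Normalized counts of Shank2 and mean log2 deviations of 4 GO gene sets (postsynaptic membrane, chromatin, mitochondrial protein complex, and extracellular matrix) in each of the 12 mice by group, with points for mice and bars for group means. For chromatin, the KO-Mem mice lie between 0.022 and 0.055, above all other mice.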

### GSEA of KO-M/WT-V Transcripts

We next compared the transcriptomic patterns of early memantine-treated *Shank2*-KO and vehicle-treated WT mice (KO-M/WT-V transcripts) to determine whether early memantine treatment normalizes phenotypic deficits in *Shank2*-KO mice by reversing transcriptomic patterns – restoring them to a pattern similar to that of the WT transcriptome – or rescues phenotypes by inducing distinct transcriptomic changes.

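KO-M/WT-V transcripts had an NES of 3.35 for chromatin and 3.75 for covalent chromatin modification. The scores were -2.88 for the ribosome set, -4.07 for mitochondrial protein complex, and -4.39 for extracellular matrix, where 38.3% of the genes were higher in KO-Mem mice. These 5 sets had the smallest adjusted p-value that the permutations gave (0.000279), and each was enriched in the 6 fits that left out 1 mouse. In all, 16 of the 18 GO gene sets were enriched, 7 positively and 9 negatively.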

KO-M/WT-V transcripts were positively enriched for chromatin-related gene sets and negatively enriched for ribosome/mitochondria/ECM-related gene sets, as further supported by EnrichmentMap integration (Figure 4C,D, Supplementary Figure 5, and Supplementary Table 5). These results suggest that the KO-Mem transcriptome is distinct from the WT-Veh transcriptome and that early memantine treatment does not reverse the transcriptome of *Shank2*-KO mice to a pattern similar to that of the WT-Veh transcriptome.

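Between KO-Mem and WT-Veh mice, 595 of 17662 genes were past the threshold, 233 upregulated and 362 downregulated, and 4566 had an unadjusted p-value under 0.05. The number ran from 1 to 2490 over the fits that each left out 1 mouse. The groups did not overlap in 31.1% of the tested genes (10% by chance). Shank2 stayed lower in KO-Mem mice, with a log2 fold change of -1.47 (SE 0.08, adjusted p = 7.01e-05 from limma) against WT-Veh mice. Taf9 (ENSMUSG00000052293, chromosome 13, 100651579 to 100656060) had a normalized count of 514 ± 71 (SD, n = 3) in KO-Mem and 237 ± 30.4 (SD, n = 3) in WT-Veh mice, a log2 fold change of 1.11 (SE 0.14, adjusted p = 0.0222 from limma). Inf2 (ENSMUSG00000037679, chromosome 12, 112588784 to 112615557) had 3769 ± 264 (SD, n = 3) in KO-Mem and 5687 ± 261 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.59 (SE 0.07, adjusted p = 0.0222 from limma). Cmtm5 (ENSMUSG00000040759, chromosome 14, 54936261 to 54939274) was lower as well, at 779.9 ± 132 (SD, n = 3) in KO-Mem and 1515 ± 113 (SD, n = 3) in WT-Veh mice and a log2 fold change of -0.97 (SE 0.12, adjusted p = 0.0222 from limma). The log2 fold change of Lcn2 was 2.35 (SE 0.30, adjusted p = 0.0222 from limma), against 8.48 ± 1.69 (SD, n = 3) in WT-Veh mice. The postsynaptic membrane set had an NES of 1.82 (adjusted permutation p = 0.0194), which changed sign to -2.32 when genes were ranked by the log2 fold change and to -1.31 without WT-Veh replicate 3.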

### GSEA of WT-M/V and WT-M/KO-V Transcripts

We compared vehicle- and memantine-treated WT transcriptomes (WT-M/V transcripts) to determine whether early, chronic suppression of NMDARs in WT mice induces any transcriptomic changes, despite its lack of effect on synaptic (NMDAR) and behavioral phenotypes in these mice (Chung et al., 2019). WT-M/V transcripts were positively enriched for synapse-related gene sets, which clustered into synapse-related functions (Figures 5A,B, Supplementary Figure 6, and Supplementary Table 6). 

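In WT-M/V transcripts, 6 of the 18 GO gene sets were enriched, 2 positively and 4 negatively. The postsynaptic membrane set had an NES of 2.96 (adjusted permutation p = 0.000905), with 64.3% of its genes higher in WT-Mem mice and a median log2 fold change of 0.02. The score changed from -1.38 to 5.16 with a mouse left out, and it was negative without WT-Veh replicate 3. Transmitter-gated channel activity had an NES of 2.15 (adjusted permutation p = 0.00805) and was enriched in 3 of the 6 fits. The mean log2 deviation of the postsynaptic membrane genes was 0.03, 0.04, and -0.05 in the WT-Mem mice and 0.02, 0.00, and -0.05 in the WT-Veh mice. These groups overlapped.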

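The extracellular matrix set had an NES of -3.66 (adjusted permutation p = 0.000905) in WT-M/V transcripts, and the extracellular matrix structural constituent set (132 genes) had one of -3.81, with 28.8% of its genes higher in WT-Mem mice. Both were enriched in each of the 6 fits that left out 1 mouse. When genes were ranked after an adjustment for the score of meningeal marker genes, the first set had an NES of -1.09 (adjusted permutation p = 0.407). Among the markers are the matrix genes Col1a1, Col1a2, Dcn, Lum, and Ogn, so the adjustment removes a matrix change of any origin. The weaker score therefore shows nothing about meninges. In the extracellular matrix set, Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 687 ± 53 (SD, n = 3) in WT-Mem and 1085 ± 254 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.64 (SE 0.14, adjusted p = 0.978 from limma).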

WT-M/V transcripts were also negatively enriched for ECM-related gene sets, with ECM-related clustering (Figures 5A,B). These results suggest that early memantine treatment upregulates synaptic genes and downregulates ECM genes in WT mice, a pattern that bears similarity to that observed for Veh-K/W transcripts (upregulated synaptic genes and downregulated ribosome, mitochondria, and ECM genes), although changes in ribosomal and mitochondrial genes were not prominent.

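Neither the ribosome set (NES 1.42, adjusted permutation p = 0.174) nor mitochondrial protein complex (NES 0.89, adjusted permutation p = 0.669) was enriched in WT-M/V transcripts. With a mouse left out, their scores ran from -3.71 to 2.92 and from -3.93 to 2.69. Across genes, which are not independent replicates, the log2 fold changes of WT-M/V and Veh-K/W transcripts were correlated with a Pearson r of 0.578. Both comparisons use the same 3 WT-Veh mice. When no WT-Veh mouse entered both fold changes, the mean r was 0.075.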

**FIGURE 5:**
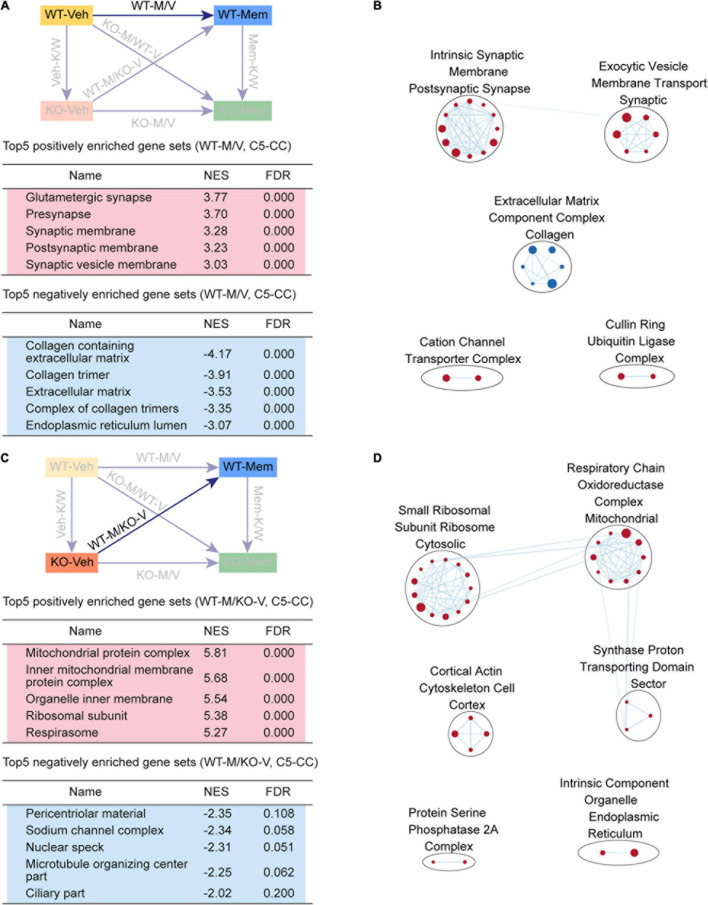
Gene Set Enrichment Analysis of WT-M/V and WT-M/KO-V transcripts for biological functions. **(A,B)** GSEA results for WT-M/V transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets in the C5-CC domain **(A)** and their integrated visualization generated using EnrichmentMap **(B)**. See Supplementary Figure 5 for GSEA C5-BP/MF results. [*n* = 3 mice (WT-Veh, WT-Mem), FDR < 0.05]. **(C,D)** GSEA results for WT-M/KO-V transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets in the C5-CC domain **(C)** and their integrated visualization generated using EnrichmentMap **(D)**. See Supplementary Figure 6 for GSEA C5-BP/MF results. [*n* = 3 ice (WT-Mem, KO-Veh), FDR < 0.05].

We next compared WT-M/KO-V transcripts to determine whether early, chronic memantine treatment of WT mice induces transcriptomic changes similar to those induced by genetic *Shank2* deletion. 

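In WT-M/KO-V transcripts, the ribosome set had an NES of 5.29, the structural constituent of ribosome set (146 genes) one of 5.69, mitochondrial protein complex one of 5.59, and oxidative phosphorylation one of 5.39 (adjusted permutation p = 0.00072 for each). Of the genes of these sets, 76.7%, 84.9%, 78%, and 85.6% were higher in WT-Mem than in KO-Veh mice. Without WT-Mem replicate 3, the ribosome score was 1.71, which did not pass the threshold. Chloride transmembrane transport had an NES of -2.19 (adjusted permutation p = 0.00903) and was enriched in 4 of the 6 fits that left out 1 mouse. Chromatin binding (434 genes) had an NES of -1.99 (adjusted permutation p = 0.0123) and was enriched in 3 of them. After an adjustment for GC content and transcript length, neither chloride transmembrane transport nor chromatin binding was enriched (adjusted permutation p = 0.053 and 0.138).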

Intriguingly, ribosome/mitochondria-related genes showed strong positive enrichment, but negative enrichments among these transcripts were insignificant (Figures 5C,D, Supplementary Figure 7, and Supplementary Table 6). These results suggest that memantine treatment in WT mice compared with *Shank2* gene deletion leads to both similar (synaptic upregulation and ECM downregulation) and distinct (ribosome/mitochondria downregulation only by *Shank2* gene deletion) transcriptomic changes.

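Of the 18 GO gene sets, 9 were enriched in WT-M/KO-V transcripts, 5 positively and 4 negatively. Of 17648 genes, 4 were past the threshold and 1577 had an unadjusted p-value under 0.05. Shank2 had a log2 fold change of 1.43 (SE 0.07, adjusted p = 6.59e-05 from limma), and Itpr3 one of -1.02 (SE 0.12, adjusted p = 0.0268 from limma) between 233 ± 13.6 (SD, n = 3) in WT-Mem and 474 ± 60.6 (SD, n = 3) in KO-Veh mice. The others lie within 20 Mb of Shank2, Bc1 with a log2 fold change of 1.70 (SE 0.19, adjusted p = 0.0226 from limma) and Gm26793 with -3.87 (SE 0.41, adjusted p = 0.0226 from limma). The plot of NES by comparison sets the GO gene sets of the 6 comparisons side by side.

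**Figure D2:**
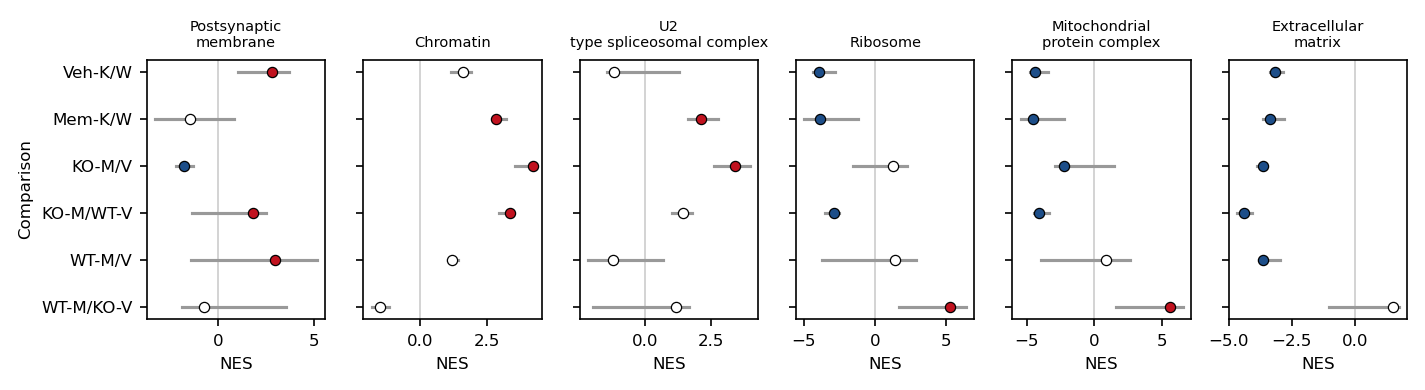
NES of 6 GO gene sets in the 6 comparisons. Points are scores with all mice, filled in red (positive) or blue (negative) where the adjusted p-value is under 0.05 and white where it is not, and grey bars span the scores of the 6 fits that each left out 1 mouse. For the ribosome, the score is -3.90 in Veh-K/W and 5.29 in WT-M/KO-V transcripts.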

### Genes Contributing to Specific Functional Enrichments

What might be the genes that contributed strongly to the abovementioned enrichments to specific biological functions? Although naming a few specific genes cannot cover the whole biological functions associated with the enriched gene sets and their clusters, we summarized some examples (enrichment details for top gene sets) in Supplementary Table 7 for a better grasp on individual gene functions.

One of the top gene sets positively enriched in Veh-K/W transcripts (postsynaptic membrane; C5-CC domain) included *Htr2a* (5-hydroxytryptamine receptor 2A), *Abi1* (abelson interactor 1), *Efnb2* (ephrin B2), *Grik4* (glutamate ionotropic receptor kainate type subunit 4), and *Slc6a3* [solute carrier family 6 member 3 (a dopamine transporter)]. 

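Htr2a (ENSMUSG00000034997, chromosome 14, 74640840 to 74709494) had a normalized count of 1049 ± 24.3 (SD, n = 3) in KO-Veh and 777 ± 62.6 (SD, n = 3) in WT-Veh mice, a log2 fold change of 0.44 (SE 0.08, adjusted p = 0.134 from limma). Abi1 (ENSMUSG00000058835, chromosome 2, 22940073 to 23040241) had 3148 ± 20.2 (SD, n = 3) in KO-Veh and 2544 ± 152 (SD, n = 3) in WT-Veh mice, a log2 fold change of 0.31 (SE 0.06, adjusted p = 0.135 from limma). The counts of Efnb2 (ENSMUSG00000001300, chromosome 8, 8617434 to 8661242) were 2235 ± 297 (SD, n = 3) in KO-Veh and 1667 ± 200.2 (SD, n = 3) in WT-Veh mice, with a log2 fold change of 0.42 (SE 0.11, adjusted p = 0.186 from limma). Grik4 (ENSMUSG00000032017, chromosome 9, 42518135 to 42944493) was at 1128 ± 47.1 (SD, n = 3) in KO-Veh and 897 ± 46 (SD, n = 3) in WT-Veh mice, and its log2 fold change was 0.33 (SE 0.07, adjusted p = 0.145 from limma). Slc6a3 (ENSMUSG00000021609, chromosome 13, 73536747 to 73578672), the gene of the dopamine transporter, had 502 ± 6.2 (SD, n = 3) in KO-Veh and 379 ± 40.7 (SD, n = 3) in WT-Veh mice, a log2 fold change of 0.41 (SE 0.10, adjusted p = 0.163 from limma). Among all tested genes these 5 ranked between 28 and 330 by p-value, and none was past the threshold.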

Most of the genes that significantly contributed to the enrichment for “postsynaptic membrane,” including the top genes described above, were associated with excitatory, inhibitory, or both excitatory and inhibitory synaptic functions (Supplementary Table 7), based on SynGO, an evidence-based expert-curated synapse gene database (Koopmans et al., 2019). 

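Tomm40l, Mrps21, mt-Cytb, mt-Nd1, and mt-Co1 are members of the mitochondrial protein complex set. Tomm40l (ENSMUSG00000005674, chromosome 1, 171216011 to 171222514) had a normalized count of 1248 ± 101 (SD, n = 3) in KO-Veh and 1786 ± 262 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.51 (SE 0.11, adjusted p = 0.135 from limma). Mrps21 (ENSMUSG00000054312, chromosome 3, 95862634 to 95871519) was at 459 ± 22.9 (SD, n = 3) in KO-Veh and 628 ± 78.6 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.45 (SE 0.11, adjusted p = 0.157 from limma). The mitochondrially encoded gene mt-Cytb (ENSMUSG00000064370, the mitochondrial chromosome, 14145 to 15288) had 125000 ± 7560 (SD, n = 3) in KO-Veh and 154900 ± 20470 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.30 (SE 0.10, adjusted p = 0.241 from limma). mt-Nd1 (ENSMUSG00000064341, the mitochondrial chromosome, 2751 to 3707) was at 71860 ± 5491 (SD, n = 3) in KO-Veh and 91240 ± 15000 (SD, n = 3) in WT-Veh mice, with a log2 fold change of -0.34 (SE 0.11, adjusted p = 0.241 from limma), and mt-Co1 (ENSMUSG00000064351, the mitochondrial chromosome, 5328 to 6872) at 342000 ± 16080 (SD, n = 3) in KO-Veh and 433900 ± 77180 (SD, n = 3) in WT-Veh mice, with -0.33 (SE 0.12, adjusted p = 0.273 from limma). The SDs of mt-Cytb, mt-Nd1, and mt-Co1 were larger in WT-Veh than in KO-Veh mice.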

A top gene set negatively enriched in Veh-K/W transcripts (mitochondrial protein complex; C5-CC) included *Tomm40l* (translocase of outer mitochondrial membrane 40 like), *Mrps21* (mitochondrial ribosomal protein S21), *Mt-cyb* (mitochondrially encoded cytochrome b), *Mt-nd1* (mitochondrially encoded NADH dehydrogenase 1), and *Mt-co1* (mitochondrially encoded cytochrome c oxidase I). 

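Besides Mrps21, the ribosome set holds Mrpl12 (ENSMUSG00000039640, chromosome 11, 120484613 to 120489065), which had 1120 ± 81.1 (SD, n = 3) in KO-Veh and 1421 ± 143 (SD, n = 3) in WT-Veh mice and a log2 fold change of -0.34 (SE 0.09, adjusted p = 0.186 from limma). For Mrps36 (ENSMUSG00000061474, chromosome 13, 100735955 to 100744659), the counts were 276 ± 33.8 (SD, n = 3) in KO-Veh and 394 ± 107 (SD, n = 3) in WT-Veh mice, and the log2 fold change was -0.48 (SE 0.18, adjusted p = 0.276 from limma). Rpl12 (ENSMUSG00000038900, chromosome 2, 32961559 to 32965345) was at 262 ± 14.6 (SD, n = 3) in KO-Veh and 346 ± 44.9 (SD, n = 3) in WT-Veh mice, a log2 fold change of -0.39 (SE 0.12, adjusted p = 0.216 from limma). Mrps36 ranked 1347 among all tested genes by p-value, the lowest of these genes.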

Another negatively enriched gene set (ribosome; C5-CC) included *Mrps21* (mitochondrial ribosomal protein S21), *Mrpl12* (mitochondrial ribosomal protein L12), *Rps17* (ribosomal protein S17), *Mrps36* (mitochondrial ribosomal protein S36), and *Rpl12* (ribosomal protein L12).

In addition, one of the top gene sets positively enriched in KO-M/V transcripts in C5-CC domain (chromatin; C5-CC) included *Muc1* (mucin 1), *Ldb1* (LIM domain binding 1), *Cbx7* (chromobox 7), *Plk2* (polo like kinase 2), and *Actr8* (actin related protein 8). 

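Muc1 (ENSMUSG00000042784, chromosome 3, 89229057 to 89233381) had a normalized count of 136 ± 90.6 (SD, n = 3) in KO-Mem and 53.6 ± 9.91 (SD, n = 3) in KO-Veh mice, a log2 fold change of 1.16 (SE 0.38, adjusted p = 0.554 from limma), and its SD in KO-Mem mice exceeded the difference between the group means. Ldb1 (ENSMUSG00000025223, chromosome 19, 46031570 to 46045214) had 4179 ± 570 (SD, n = 3) in KO-Mem and 3377 ± 197 (SD, n = 3) in KO-Veh mice, a log2 fold change of 0.30 (SE 0.09). Cbx7 (ENSMUSG00000053411, chromosome 15, 79915807 to 79971119) was at 1855 ± 210.2 (SD, n = 3) in KO-Mem and 1508 ± 73.2 (SD, n = 3) in KO-Veh mice, with a log2 fold change of 0.29 (SE 0.09). The counts of Plk2 (ENSMUSG00000021701, chromosome 13, 110395046 to 110400844) were 5231 ± 266 (SD, n = 3) in KO-Mem and 4548 ± 215 (SD, n = 3) in KO-Veh mice, a log2 fold change of 0.20 (SE 0.06), and those of Actr8 (ENSMUSG00000015971, chromosome 14, 29978337 to 30006354) were 1873 ± 203 (SD, n = 3) in KO-Mem and 1515 ± 151.2 (SD, n = 3) in KO-Veh mice, a log2 fold change of 0.30 (SE 0.10). The adjusted p-value from limma was the same for the 5 genes.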

Another positively enriched gene set (U2 type spliceosomal complex; C5-CC) included Sf3b1 (splicing factor 3b subunit 1), *Dhx15* (DEAH-box helicase 15), *Snrpa1* (small nuclear ribonucleoprotein polypeptide A′), *Snrpb* (small nuclear ribonucleoprotein polypeptides B and B1), and *Cwc27* (CWC27 spliceosome associated cyclophilin). 

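Sf3b1 (ENSMUSG00000025982, chromosome 1, 54985169 to 55027481) had a normalized count of 10880 ± 1187 (SD, n = 3) in KO-Mem and 9101 ± 150.2 (SD, n = 3) in KO-Veh mice, a log2 fold change of 0.25 (SE 0.07, adjusted p = 0.554 from limma). Dhx15 (ENSMUSG00000029169, chromosome 5, 52150203 to 52190514) rose from 2373 ± 73.2 (SD, n = 3) in KO-Veh to 2690 ± 192 (SD, n = 3) in KO-Mem mice, a log2 fold change of 0.18 (SE 0.07, adjusted p = 0.554 from limma). Snrpa1 (ENSMUSG00000030512, chromosome 7, 66059003 to 66074587) had 578 ± 81.6 (SD, n = 3) in KO-Mem and 469.9 ± 30.5 (SD, n = 3) in KO-Veh mice, a log2 fold change of 0.29 (SE 0.12, adjusted p = 0.555 from limma). The counts of Snrpb (ENSMUSG00000027404, chromosome 2, 130171414 to 130179403) were 1849 ± 213 (SD, n = 3) in KO-Mem and 1599 ± 48.6 (SD, n = 3) in KO-Veh mice, with a log2 fold change of 0.20 (SE 0.09, adjusted p = 0.557 from limma). Cwc27 (ENSMUSG00000021715, chromosome 13, 104631140 to 104817142), at 469.6 ± 118 (SD, n = 3) in KO-Mem and 364 ± 34.9 (SD, n = 3) in KO-Veh mice, had a log2 fold change of 0.34 (SE 0.17, adjusted p = 0.579 from limma) and ranked 2482 among all tested genes by p-value.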

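In KO-Mem against KO-Veh mice, Col9a3 fell from 832 ± 79.4 (SD, n = 3) to 572 ± 50.5 (SD, n = 3), a log2 fold change of -0.54 (SE 0.10, adjusted p = 0.554 from limma). Cd151 (ENSMUSG00000025510, chromosome 7, 141467392 to 141471473) had 547 ± 62.4 (SD, n = 3) in KO-Mem and 730.5 ± 8.54 (SD, n = 3) in KO-Veh mice, a log2 fold change of -0.42 (SE 0.10). Elfn1 (ENSMUSG00000048988, chromosome 5, 139907943 to 139974722) was at 1221 ± 159 (SD, n = 3) in KO-Mem and 1595 ± 88.5 (SD, n = 3) in KO-Veh mice, with a log2 fold change of -0.39 (SE 0.10). For Pcsk6 (ENSMUSG00000030513, chromosome 7, 65861734 to 66050386), the counts were 512 ± 14.7 (SD, n = 3) in KO-Mem and 647 ± 21.1 (SD, n = 3) in KO-Veh mice, and the log2 fold change was -0.34 (SE 0.08). Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) fell to 280.3 ± 67.8 (SD, n = 3) from 415 ± 15.6 (SD, n = 3), a log2 fold change of -0.59 (SE 0.17). The 5 genes shared one adjusted p-value from limma.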

A top gene set negatively enriched in KO-M/V transcripts (ECM; C5-CC) included *Col9a3* (collagen type IX alpha 3 chain), *Cd151* (CD151 molecule), *Elfn1* (leucine rich repeat and fibronectin type III, extracellular 1), *Pcsk6* (proprotein convertase subtilisin/kexin type 6), and *Tnc* (tenascin C). These results suggest that the enriched biological functions largely agree with individual gene functions.

RT-qPCR analyses indicated some of these genes show expected up- or downregulations in WT-Veh, KO-Veh, and KO-Mem transcripts. For instance, *Htr2a* that contributed to the positive enrichment of Veh-K/W transcripts for the “postsynaptic membrane” gene set showed an increasing tendency of mRNA levels in KO-Veh transcripts relative to WT-Veh transcripts (Supplementary Figure 8). In addition, *Muc1* and *Sf3b1*, which contributed to the positive enrichment of the KO-M/V transcripts for the “chromatin” and “U2 type spliceosomal complex” gene sets, tended to be upregulated in KO-Mem transcripts relative to KO-Veh transcripts.

### GSEA for ASD-Related/Risk Gene Sets

Transcriptomic alterations associated with ASD have been reported (Garbett et al., 2008; Voineagu et al., 2011; Gupta et al., 2014; Parikshak et al., 2016; Velmeshev et al., 2019), together with gene sets that are distinctly up- or downregulated in ASD (ASD-related gene sets), including DEG_Up_Voineagu, Co-Exp_Up_M16_Voineagu, DEG_Down_Voineagu, and Co-Exp_Down_M12_Voineagu (cortical samples with the age range of 2–56) (Voineagu et al., 2011; Werling et al., 2016) (list of genes in these gene sets are summarized in Supplementary Table 8). Previous studies have also established ASD-risk gene sets, including SFARI genes (all) (Abrahams et al., 2013), SFARI (high confidence, belonging to category 1) (Abrahams et al., 2013),^5^ FMRP targets (Darnell et al., 2011; Werling et al., 2016), De Novo Missense (protein-disrupting or missense rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), De Novo Variants (protein-disrupting rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), and AutismKB (Autism KnowledgeBase) (Xu et al., 2012; Yang et al., 2018; Supplementary Table 8). The genes in these ASD-risk gene sets tend to be downregulated in ASD, likely through missense, non-sense, splice-site, frame-shift, and deletion mutations. We thus tested whether early, chronic memantine treatment induced ASD-related transcriptomic changes in WT and *Shank2*-KO mice, by performing GSEA for these ASD-related/risk gene sets and, as inputs, the entire lists of genes with transcriptional changes ranked by *p*-values from Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V transcript groups.

Veh-K/W transcripts (baseline WT–KO difference) were negatively enriched for gene sets that are upregulated in ASD (DEG_Up_Voineagu and Co-Exp_Up_M16_Voineagu) but were not enriched for gene sets that are downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_Voineagu) (Figure 6A). This pattern is opposite in many respects to the transcriptomic changes that occur in ASD, and is thus here referred to as “reverse-ASD.” In addition, Veh-K/W transcripts were positively enriched for all six tested ASD-risk gene sets [SFARI genes (all) SFARI genes (high confidence), FMRP targets, De Novo Missense, De Novo Variants, and AutismKB; Figure 6A] – again, a reverse-ASD pattern. These results suggest that *Shank2* KO in mice leads to reverse-ASD transcriptomic changes.

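Supplementary Table 8 as available here gives no more than the first 49 genes of each gene set, so each ASD-related/risk and cell-type-specific set was tested by this listed part, and p-values were adjusted within each sheet of the table. The listed parts of 51 sets, of which at least 80% of the genes matched a gene with a deposited value, were tested, and 27 of them were enriched in Veh-K/W transcripts, 13 positively and 14 negatively. DEG_Up_Voineagu had an NES of -1.92 (adjusted permutation p = 0.0156), and Co-Exp_Up_M16_Voineagu had one of -2.06 (adjusted permutation p = 0.00656). Of their genes, 29.8% and 28.9% were higher in KO-Veh mice. Each was enriched in 5 of the 6 fits that left out 1 mouse. DEG_Down_Voineagu had an NES of 1.17 (adjusted permutation p = 0.318), which was -1.24 with a weighted score, and Co-Exp_Down_M12_Voineagu had one of 0.72 (adjusted permutation p = 0.828). The choice that moved the number of enriched sets most was camera, with 0 of the 51 sets past the threshold and 4 with an unadjusted p-value under 0.05.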

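De Novo Missense had an NES of 2.96 (adjusted permutation p = 0.000995) in Veh-K/W transcripts, and 81.2% of its 48 genes were higher in KO-Veh mice. The listed part of De Novo Variants holds the same genes and gave the same score. AutismKB had an NES of 2.12 (adjusted permutation p = 0.00656) and was enriched in 5 of the 6 fits that left out 1 mouse. The listed parts of SFARI genes (all), with an NES of 1.51 (adjusted permutation p = 0.0964), and SFARI genes (high confidence), with 1.54 (adjusted permutation p = 0.0925), were positive without passing the threshold. FMRP targets had an NES of 0.90 (adjusted permutation p = 0.639). Each of these 3 sets was enriched in 1 of the 6 fits with a mouse left out.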

**FIGURE 6:**
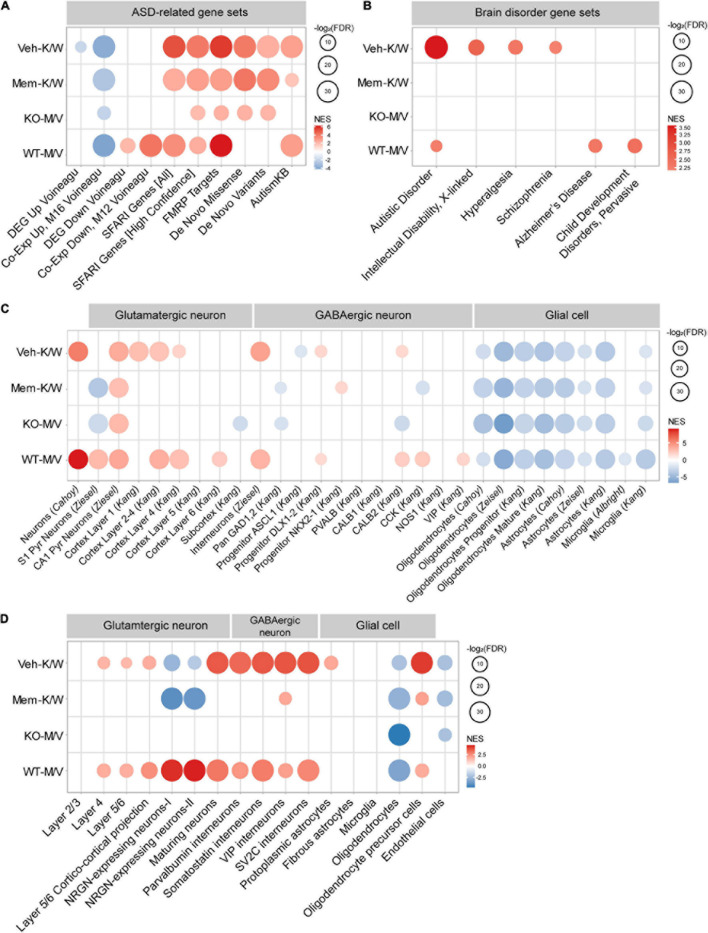
Gene Set Enrichment Analysis of Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V transcripts for ASD- and cell-type–related gene sets. **(A,B)** GSEA results for four transcript groups (Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V) showing enrichment patterns for ASD-related/risk and brain disorder-related (DisGeNet) gene sets, including ASD-related gene sets that are upregulated in ASD (DEG_Up_Voineagu and Co-Exp_Up_M16_Voineagu) and downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_Voineagu) and ASD-risk gene sets that are likely to be downregulated in ASD [SFARI (all) SFARI (high confidence), FMRP targets, De Novo Missense, De Novo Variants, and AutismKB]. (*n* = 3 mice for WT-Veh, WT-Mem, KO-Veh, and KO-Mem, FDR < 0.05). **(C)** GSEA results for four transcript groups (Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V) showing enrichment patterns for specific cell-type-specific gene sets. (*n* = 3 mice for WT-Veh, WT-Mem, KO-Veh, and KO-Mem, FDR < 0.05). **(D)** GSEA results for four transcript groups (Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V) showing enrichment patterns for single-cell RNA-Seq-based cell-type-specific gene sets. [*n* = 3 mice (WT-Veh, WT-Mem, KO-Veh, KO-Mem), FDR < 0.05].

KO-M/V transcripts (memantine effects within *Shank2*-KO mice) displayed a relatively weak reverse-ASD pattern, based on the number of enriched gene sets and the extent of enrichment (NES and FDR values), compared with those among Veh-K/W transcripts. 

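Of the 10 ASD-related/risk gene sets, 3 were enriched in KO-M/V transcripts, 2 positively and 1 negatively, and 5 were enriched in Veh-K/W transcripts, 3 positively and 2 negatively. With the replicate number as a block, 0 were enriched in KO-M/V and 5 in Veh-K/W transcripts. The 2 positive sets in KO-M/V transcripts were De Novo Missense, with an NES of 1.82 (adjusted permutation p = 0.0474), and De Novo Variants with the same listed genes. When genes were ranked by the interaction of genotype and treatment, 0 of the 10 sets were enriched, 0 had an unadjusted p-value under 0.05, and the smallest adjusted permutation p-value was 0.53. The comparison of KO-M/V with Veh-K/W transcripts itself was not tested, since both hold the KO-Veh mice.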

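In KO-M/V transcripts, Co-Exp_Up_M16_Voineagu had an NES of -1.90 (adjusted permutation p = 0.0474) and was enriched in 1 of the 6 fits that left out 1 mouse. DEG_Up_Voineagu had an NES of -1.02 (adjusted permutation p = 0.514). The NES was 1.14 (adjusted permutation p = 0.468) for SFARI genes (all), -1.26 (adjusted permutation p = 0.381) for FMRP targets, and 0.60 (adjusted permutation p = 0.944) for AutismKB. The score of AutismKB was negative (-0.69) with a filter at a mean of 50.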

Co-Exp-Up was negatively enriched (but DEG_Up was not), and NES/FDR values for ASD-risk gene sets [SFARI genes (all), FMRP targets, and AutismKB] were decreased (Figure 6A). In addition, Mem-K/W transcripts displayed greater weakening in the reverse-ASD pattern (Figure 6A). These results suggest that memantine treatment weakens reverse-ASD transcriptomic patterns in *Shank2*-KO mice.

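In Mem-K/W transcripts, 5 of the 10 sets were enriched, 4 positively and 1 negatively. De Novo Missense had an NES of 3.15 (adjusted permutation p = 0.000992), SFARI genes (high confidence) one of 2.20 (adjusted permutation p = 0.00468), and AutismKB one of 1.98 (adjusted permutation p = 0.0185). Co-Exp_Up_M16_Voineagu had an NES of -1.75 (adjusted permutation p = 0.0422) and DEG_Up_Voineagu one of -1.43 (adjusted permutation p = 0.138). SFARI genes (all), with an NES of 1.44 (adjusted permutation p = 0.138), and FMRP targets, with -1.16 (adjusted permutation p = 0.329), did not pass the threshold. AutismKB was enriched in 3 and Co-Exp_Up_M16_Voineagu in 1 of the 6 fits that left out 1 mouse.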

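WT-M/V transcripts had 6 of the 10 ASD-related/risk gene sets enriched, 4 positively and 2 negatively. Co-Exp_Up_M16_Voineagu had an NES of -2.40 (adjusted permutation p = 0.00393) and was enriched in each of the 6 fits that left out 1 mouse. DEG_Up_Voineagu was also negative, with an NES of -2.22 (adjusted permutation p = 0.0139). DEG_Down_Voineagu had an NES of 1.85 (adjusted permutation p = 0.0294), and Co-Exp_Down_M12_Voineagu had one of 1.98 (adjusted permutation p = 0.0171), each enriched in 3 of the 6 fits. SFARI genes (all) had an NES of 1.76 (adjusted permutation p = 0.0378) and FMRP targets one of 2.05 (adjusted permutation p = 0.0161), each enriched in 2 of the 6 fits. SFARI genes (high confidence), with an NES of 0.99 (adjusted permutation p = 0.44), and AutismKB, with 1.50 (adjusted permutation p = 0.111), did not pass the threshold. Without WT-Veh replicate 3, the score of Co-Exp_Down_M12_Voineagu was negative, as was that of FMRP targets without WT-Mem replicate 1.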

Among WT-M/V transcripts (memantine effects on WT mice), transcriptomic changes were reverse-ASD, with negative enrichment for Co-Exp_Up, positive enrichment for both DEG_Down and Co-Exp_Down, and positive enrichment for four ASD-risk gene sets [SFARI genes (all), SFARI (high confidence), FMRP targets, and AutismKB] (Figure 6A). These results collectively suggest that (1) *Shank2*-KO mice show a baseline reverse-ASD transcriptomic pattern compared with WT mice, (2) memantine-treated *Shank2*-KO mice show a weakened reverse-ASD transcriptomic pattern compared with vehicle-treated *Shank2*-KO mice, and (3) early memantine treatment of WT mice induces reverse-ASD transcriptomic changes.

Gene Set Enrichment Analysis performed for ASD versus other neuropsychiatric disorders using DisGeNet gene sets^6^ (Pinero et al., 2020) revealed that Veh-K/W transcripts were positively enriched for ASD and moderately enriched for X-linked intellectual disability, hyperalgesia, and schizophrenia (Figure 6B). In contrast, KO-M/V transcripts were not enriched for any of these diseases (ASD, X-linked), and a similar lack of disease association was observed for Mem-K/W transcripts. These results are in line with the abovementioned weakening of reverse-ASD transcriptomic patterns in memantine-treated *Shank2*-KO mice, based on enrichment for ASD-related/risk gene sets. Notably, WT-M/V transcripts were positively, albeit moderately, enriched for gene sets associated with ASD, Alzheimer’s disease and child pervasive developmental disorders, again in line with the positive enrichment of ASD-related/risk gene sets among WT-M/V transcripts.

### GSEA of WT-*Shank2*-KO Transcripts Relative to ASD-Related Cell-Type–Specific Gene Sets

Autism spectrum disorder has been associated with cell-type-specific transcriptomic changes, including downregulation of neuron- and oligodendrocyte-related genes and upregulation of astrocyte- and microglia-related genes (Voineagu et al., 2011; Werling et al., 2016). We thus tested if Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V transcript groups are enriched for cell-type-specific gene sets (Albright and Gonzalez-Scarano, 2004; Cahoy et al., 2008; Kang et al., 2011; Zeisel et al., 2015; Werling et al., 2016; Velmeshev et al., 2019, 2020) (gene set details in Supplementary Table 8).

Veh-K/W transcripts (baseline WT–KO difference) were positively enriched for neuron (glutamatergic and GABAergic)-related gene sets, with stronger enrichment in superficial layers (layers 1–4; glutamatergic neurons) relative to deep layers (layers 5 and 6), and negatively enriched for astrocyte/microglia-related gene sets (Figure 6C). 

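Of the 27 cell-type-specific gene sets tested in Veh-K/W transcripts, 12 were enriched, 4 positively and 8 negatively. The glutamatergic gene sets of Kang had an NES of 1.43 (adjusted permutation p = 0.172) for layer 1, 2.42 (adjusted permutation p = 0.00154) for layers 2 to 4, 1.75 (adjusted permutation p = 0.0443) for layer 4, 1.00 (adjusted permutation p = 0.517) for layer 5, and 1.25 (adjusted permutation p = 0.273) for layer 6. In layers 2 to 4, 67.3% of the genes were higher in KO-Veh mice. The difference between layers was not tested. The interneuron set of Zeisel had an NES of 2.37 (adjusted permutation p = 0.000908). The astrocyte sets had scores of -2.97 (Cahoy) and -3.15 (Kang), both enriched in each of the 6 fits that left out 1 mouse. The microglia set of Kang had an NES of -1.31 (adjusted permutation p = 0.25). The microglia set of Albright was not analysed here, because 78.7% of its listed genes matched, below the minimum of 80%.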

Although these Veh-K/W transcripts were also negatively enriched for oligodendrocyte-related gene sets (ASD-like), the overall enrichment pattern was largely opposite to that observed in ASD (reverse-ASD), in line with the reverse-ASD enrichment pattern of Veh-K/W transcripts for ASD-related/risk gene sets.

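The mature oligodendrocyte set of Kang had an NES of -4.03 and the oligodendrocyte set of Cahoy one of -3.30 in Veh-K/W transcripts (adjusted permutation p = 0.000908 for both). Of their genes, 14.9% and 15.6% were higher in KO-Veh mice, and the median log2 fold changes were -0.19 and -0.18. Each was enriched in all 6 fits that left out 1 mouse. A score of 8 oligodendrocyte marker genes was lower in the 6 KO than in the 6 WT mice (a difference of -1.36 SD units, exact permutation test within treatments, 2-sided, p = 0.005, the smallest that the 400 permutations allow).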

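In KO-M/V transcripts, the glutamatergic gene sets of Kang had an NES of -1.59 (adjusted permutation p = 0.0929) for layers 2 to 4 and 0.68 (adjusted permutation p = 0.9) for layer 4, and the interneuron set of Zeisel had one of -1.17 (adjusted permutation p = 0.332). The mature oligodendrocyte set of Kang had an NES of -4.54 (adjusted permutation p = 0.00135), the astrocyte set one of -2.46 (adjusted permutation p = 0.00214), and the microglia set one of -2.43 (adjusted permutation p = 0.00135). These 3 glial sets were enriched in each of the 6 fits that left out 1 mouse, and 12.8%, 32.7%, and 29.5% of their genes were higher in KO-Mem mice.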

KO-M/V transcripts (memantine effects on KO mice) showed substantially reduced enrichment for neuron-related gene sets, in particular for superficial cortical glutamatergic neurons, in contrast to the upregulated expression of neuronal genes among Veh-K/W transcripts, although negative enrichment for oligodendrocyte-, astrocyte-, and microglia-related gene sets remained unaltered (Figure 6C). Mem-K/W transcripts also showed similarly weakened enrichment for neuron-related gene sets. 

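In Mem-K/W transcripts, the glutamatergic sets of Kang had an NES of -0.71 (adjusted permutation p = 0.9) for layers 2 to 4 and 0.79 (adjusted permutation p = 0.823) for layer 4. The interneuron set had one of -0.89 (adjusted permutation p = 0.691). The signs of the layer scores depended on the setting, since the score of layers 2 to 4 was 0.75 with a filter at a mean of 50 and that of layer 4 was -0.79 without a filter. Of the 27 sets, 10 were enriched, 0 of them positively.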

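Among WT-M/V transcripts, 16 of the 27 cell-type-specific gene sets were enriched, 9 positively and 7 negatively. The glutamatergic sets of Kang had an NES of 2.87 (adjusted permutation p = 0.000682) for layers 2 to 4 and 2.90 (adjusted permutation p = 0.000682) for layer 4, with 81.6% and 81.2% of the genes higher in WT-Mem mice. Each was enriched in 5 of the 6 fits that left out 1 mouse. The interneuron set had an NES of 2.12 (adjusted permutation p = 0.00724) and was enriched in 3 of the 6 fits. Over the ASD-related/risk and cell-type-specific sets together, 32 of 51 were enriched, and 11 without WT-Veh replicate 3.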

WT-M/V transcripts showed largely positive enrichment for neuron-related gene sets, with strong enrichment for glutamatergic neurons in superficial cortical layers.

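Of the 14 gene sets from single-cell RNA-Seq of human cortex that could be tested, 10 were enriched in Veh-K/W transcripts, 6 positively and 4 negatively. Parvalbumin interneurons had an NES of 3.52 (adjusted permutation p = 0.00056), with 87.5% of the genes higher in KO-Veh mice, and somatostatin interneurons one of 3.49 (adjusted permutation p = 0.00056), with 91.1% higher. Oligodendrocyte precursor cells had an NES of 3.28 (adjusted permutation p = 0.00056). These 3 sets were enriched in each of the 6 fits that left out 1 mouse. The set of layer 4 neurons had an NES of 1.25 (adjusted permutation p = 0.214), which was -0.78 with a weighted score.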

When the four transcript groups (Veh-K/W, Mem-K/W, KO-M/V, and WT-M/V) were tested for cell-type-specific genes validated by single-cell RNA-Seq results of human cortical tissues (Velmeshev et al., 2019), Veh-K/W transcripts were positively enriched in neurons, more strongly in GABA neurons relative to glutamate neurons, and in oligodendrocyte precursors (Figure 6D), indicative of a reverse-ASD pattern. This reverse-ASD patterns was largely eliminated in Mem-K/W and KO-M/V transcripts, partly similar to the results for ASD-related/risk gene sets. In addition, WT-M/V transcripts showed largely reverse-ASD patterns. However, the stronger enrichment of Veh-K/W transcripts for superficial cortical glutamate neurons were not observed. 

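In KO-M/V transcripts, the NES was -0.68 (adjusted permutation p = 0.872) for parvalbumin interneurons, -0.74 (adjusted permutation p = 0.843) for somatostatin interneurons, and 0.96 (adjusted permutation p = 0.685) for oligodendrocyte precursor cells, and 1 of the 14 sets was enriched. In Mem-K/W transcripts, 5 of the 14 sets were enriched, 3 positively and 2 negatively. Somatostatin interneurons, with an NES of 1.80 (adjusted permutation p = 0.0489), and oligodendrocyte precursor cells, with 1.82 (adjusted permutation p = 0.0484), were close to the threshold, and parvalbumin interneurons had an NES of 1.32 (adjusted permutation p = 0.239). Ranked by the interaction of genotype and treatment, 4 of the 14 sets were enriched, each negatively.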

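In WT-M/V transcripts, 10 of the 14 sets were enriched, 9 positively and 1 negatively. Parvalbumin interneurons had an NES of 2.08 (adjusted permutation p = 0.00919), somatostatin interneurons one of 2.23 (adjusted permutation p = 0.00919), and oligodendrocyte precursor cells one of 2.17 (adjusted permutation p = 0.00919). The first 2 were enriched in 3 of the 6 fits that left out 1 mouse, and the third in 4. The sets of layers 2/3 and 5/6 and of VIP interneurons were not analysed here, because fewer than 80% of their listed genes matched.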

Notably, gene sets associated with neurogranins, a regulator of synaptic function and marker of neurodegeneration (Diez-Guerra, 2010; Lista and Hampel, 2017), were distinctly enriched in Veh-K/W and WT-M/V transcripts.

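NRGN-expressing neurons I had an NES of -1.65 (adjusted permutation p = 0.0432) in Veh-K/W and 2.02 (adjusted permutation p = 0.0141) in WT-M/V transcripts. The scores of NRGN-expressing neurons II were -1.82 (adjusted permutation p = 0.0272) and 1.68 (adjusted permutation p = 0.0463). In Veh-K/W transcripts, 34% and 31.9% of the genes were higher in KO-Veh mice, and in WT-M/V transcripts, 70.2% and 66% were higher in WT-Mem mice. With a mouse left out, the scores in Veh-K/W transcripts ran from -3.57 to -1.05 (I) and -3.74 to -1.22 (II), and each was enriched in 3 of 6 fits. In WT-M/V transcripts, each was enriched in 4 of 6 fits and negative in 1 of them.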

These results collectively suggest that (1) *Shank2*-KO mice show reverse-ASD baseline transcriptomic changes in both neurons and glial cells (astrocytes/microglia), (2) memantine treatment in *Shank2*-KO mice weakens reverse-ASD transcriptomic patterns in neurons but not in glial cells.

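Over the 51 sets, 20 were enriched in Mem-K/W transcripts (7 positively and 13 negatively) and 14 in KO-M/V transcripts (3 positively and 11 negatively). The interaction of genotype and treatment had 14 enriched sets, all negatively, 10 of them cell-type-specific and 4 from single-cell RNA-Seq. From the positive scores of neuron-related sets and the negative scores of astrocyte- and microglia-related sets in Veh-K/W transcripts, and the weaker neuronal scores in KO-M/V and Mem-K/W transcripts, the paper proposes that memantine weakens a reverse-ASD pattern of Shank2-KO mice in neurons but not in glial cells.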

## Discussion

In the present study, we compared four sets of transcriptomes in WT and *Shank2*-KO mice treated early and chronically with vehicle or memantine to glean mechanistic insights into how early memantine treatment rescues phenotypic deficits in *Shank2*-KO mice. We found substantial changes in transcriptomic patterns involving synapse-, ribosome-, mitochondria-, ECM-, chromatin-, and ASD-related genes (summarized in Supplementary Figure 9). In addition, we found that early, chronic memantine treatment of WT mice, in which memantine does not induce detectable synaptic or behavioral changes (Chung et al., 2019), induces transcriptomic changes involving synaptic and ECM functions.

Whether functional enrichment of a particular gene set or a group of gene sets is indicative of a key pathophysiological mechanism in *Shank2*-KO mice or merely reflects compensatory responses remains unclear. However, additional enrichment patterns for ASD-related gene sets (ASD-related/risk and cell-type–specific), revealing reverse-, and ASD-like tendencies of the transcripts, provide hints on whether the identified biological functions represent pathological mediators or compensatory responses. In addition, memantine-induced changes in enrichment patterns for biological functions and ASD tendency, which were often inversely correlated with those observed in vehicle-treated *Shank2*-KO mice, provide further insights into the roles of up-/downregulated genes. We highlight these aspects in the following discussion, although it should be pointed out that these aspects were not validated by functional experiments, and thus care should be taken in interpreting the correlative results.

The first transcriptomic change to note is the baseline difference between vehicle-treated WT and *Shank2*-KO mice (Veh-K/W transcripts), which showed positive enrichment for synapse-related gene sets. Given that Shank2 is a key excitatory postsynaptic scaffolding protein (Kim and Sheng, 2004; Grabrucker et al., 2011; Mossa et al., 2017) and that *Shank2*-KO mice show decreased NMDAR function at ∼P25 (Won et al., 2012; Chung et al., 2019), the upregulation of synaptic genes likely represents compensatory changes that serve to normalize the decreased NMDAR function at excitatory synapses. In support of this possibility, Veh-K/W transcripts showed a reverse-ASD tendency, whereas Mem-K/W transcripts showed weakened synaptic upregulation and reverse-ASD tendency. In addition, WT-M/V transcripts showed upregulation of synaptic genes and a reverse-ASD tendency.

Veh-K/W transcripts also displayed negative enrichment for ribosome-related gene sets. Given the known reciprocal relationship between synaptic proteins and protein synthesis in ASD (Santini and Klann, 2014), it is possible that decreased NMDAR function may suppress mTOR signaling and translation of related proteins known to underlie various neurodevelopmental and psychiatric disorders, including ASD (Hoeffer and Klann, 2010; Costa-Mattioli and Monteggia, 2013; Borrie et al., 2017; Switon et al., 2017; Winden et al., 2018). In line with this possibility, a deficiency or duplication of Shank3 (a Shank2 relative) has been linked to altered mTOR signaling in rodent and human neurons (Bidinosti et al., 2016; Lee et al., 2017). More directly, an mTOR signaling-related gene set was significantly and positively enriched in Veh-K/W transcripts, but this enrichment was insignificant in both KO-M/V and Mem-K/W transcripts (Supplementary Figure 10). In addition, the downregulation of ribosome-related genes in Veh-K/W transcripts was no longer observed in KO-M/V transcripts (with a weakened reverse-ASD tendency).

Veh-K/W transcripts also displayed downregulation of mitochondria- and ECM-related genes. Mitochondrial dysfunction has been associated with synapse dysregulation (Li et al., 2004; Vos et al., 2010; Sheng and Cai, 2012; Lee et al., 2018) as well as ASD (Hollis et al., 2017; Frye, 2020; Rojas-Charry et al., 2021). It is possible that the upregulation of synaptic genes in the context of a reverse-ASD pattern in *Shank2*-KO mice might be related to decreased mitochondrial gene expression. However, mitochondria downregulation continued to be observed in KO-M/V and Mem-K/W transcripts (weakened reverse-ASD tendency) in addition to Veh-K/W transcripts (strong reverse-ASD tendency), despite that NMDAR function is rescued by memantine treatment in *Shank2*-KO mice (Grabrucker et al., 2021), suggesting that downregulation of mitochondria-related genes may be reflective of some non-NMDAR functions and non-social behavioral deficits (i.e., repetitive behaviors) that are not rescued by memantine treatment (Chung et al., 2019). Another notable transcriptomic change in Veh-K/W transcripts was the parallel downregulation of mitochondrial and ribosomal genes. This might be attributable to the fact that mitochondrial function must be adjusted to match the energy consumption involved in protein translation (Morita et al., 2015).

Products of ECM-related genes are known to regulate synapse/neuronal development and function (Frischknecht et al., 2014; Condomitti and de Wit, 2018; Song and Dityatev, 2018; Fawcett et al., 2019) and have been implicated in various cognitive and neuropsychiatric disorders, including ASD, Alzheimer’s disease, schizophrenia, and fragile X syndrome (Condomitti and de Wit, 2018; Fawcett et al., 2019). The expression of ECM-related genes was decreased in Veh-K/W, KO-M/V, and WT-M/V transcript groups, a decrease that appeared to be inversely correlated with an increase in synaptic gene expression in two transcript groups (Veh-K/W and WT-M/V but not KO-M/V), both of which show strong reverse-ASD transcriptomic tendency. It is possible that the decrease in ECM expression may help increase synaptic function in *Shank2*-KO mice and memantine-treated WT mice. In line with this idea, a recent study showed that targeted degradation of the ECM with chondroitinase ABC induces an increase in the number of excitatory synapses (Dembitskaya et al., 2021).

The chromatin upregulation in KO-M/V and Mem-K/W transcripts (weakened reverse-ASD tendency) but not in Veh-K/W transcripts (strong reverse-ASD tendency) suggests a role for this upregulation in mediating memantine-dependent phenotypic rescue. Previous studies have associated chromatin remodelers such as CHD8 and ARID1B with ASD-risk and validated them in animal models (De Rubeis et al., 2014; Barnard et al., 2015; Moffat et al., 2021). In addition, alterations in chromatin functions known to regulate neural development and cognitive brain function (Ronan et al., 2013; Goodman and Bonni, 2019) have been observed in mouse models of ASD and human neurons carrying ASD-risk mutations, including *Shank3*-mutant mice (Zhu et al., 2014; Ma et al., 2018; Qin et al., 2018; Wang et al., 2019; Zhang et al., 2021) and human *SHANK2*-KO neurons (Zaslavsky et al., 2019). Given the broad impacts of chromatin remodelers in regulating the expression of various genes, chromatin upregulation in memantine-treated *Shank2*-KO mice might be involved in the regulation of various targets genes (i.e., mitochondria/ECM-related) that rescue synaptic and behavioral phenotypes.

A GSEA of transcripts for ASD-related/risk gene sets revealed a strong reverse-ASD tendency for Veh-K/W transcripts. This reverse-ASD tendency was weakened in both KO-M/V and, to an even greater extent, in Mem-K/W transcripts, where the strong positive enrichment for SFARI genes observed in Veh-K/W transcripts was no longer significant. Therefore, it is tempting to speculate that changes in the expression of SFARI genes are more important relative to other ASD-risk genes such as FMRP targets for memantine-dependent phenotypic rescue in *Shank2*-KO mice, and that these SFARI genes likely involve the gene-set functions that are strongly distinct between Veh-K/W and Mem-K/W transcripts, such as synapse/ECM and chromatin/actin-related functions.

With regard to cell-type–related gene sets, Veh-K/W transcripts showed neuronal upregulation and astrocytic/microglial downregulation – a strongly reverse-ASD pattern. In contrast, KO-M/V and Mem-K/W transcripts showed a weakened reverse-ASD tendency, as supported by moderate to strong decreases in neuronal upregulation, depending on gene cell-type-specific gene sets used. These memantine-dependent changes (Figures 6C,D) are stronger than those observed in GSEA results using ASD-related/risk genes (Figure 6A), suggesting that cell-type-specific transcriptomic changes might play more important roles, relative to changes in ASD-related/risk genes. Astrocytic/microglial downregulations, however, remained unchanged compared with Veh-K/W transcripts. These results collectively suggest a decreased need for compensatory neuronal upregulation in memantine-treated *Shank2*-KO mice and suggest a key role for neuronal (but not glial) gene expression in the phenotypic rescue.

Notably, both Veh-K/W and KO-M/V (or Mem-K/W) transcripts were more strongly enriched for glutamatergic neurons in superficial cortical layers relative to those in deep cortical layers, although this was true in a subset of cell-type-specific gene sets. This is in agreement with previous results showing that multiple ASD-risk genes and gene modules are enriched in superficial cortical layers (layers 2–4) and that key ASD-risk genes, including *SHANK2*, are strongly expressed in superficial cortical layers (Parikshak et al., 2013; Velmeshev et al., 2019). Whether superficial-layer glutamatergic neurons in *Shank2*-KO mice preferentially undergo the abovementioned changes in the expression of ASD-related/risk genes and chromatin/mitochondria/ECM/actin-related genes remains to be determined.

Lastly, WT-M/V transcripts were positively enriched for synapse-related gene sets and negatively enriched for ECM-related gene sets. These changes seem to represent reverse-ASD transcriptomic changes, based on enrichment patterns for ASD-related/risk and cell-type-specific gene sets. Veh-K/W transcripts also showed similar synaptic upregulation, ECM downregulation, and a strong reverse-ASD tendency. However, Veh-K/W transcripts are unique in that ribosomal/mitochondrial genes were also downregulated, suggesting that pharmacological inhibition of NMDARs and genetic deletion of *Shank2* induce different transcriptomic changes. In line with this, WT-M/V and Veh-K/W transcripts displayed both shared and distinct patterns of enrichment of ASD-related/risk and cell-type-specific gene sets, despite the fact that transcriptomic changes in both cases are reverse-ASD.

In summary, our results suggest that early, chronic memantine treatment induces transcriptomic changes involving chromatin, mitochondria, ECM, and actin functions in *Shank2*-KO mice as well as weakening of the reverse-ASD tendency involving ASD-related/risk and cell-type-specific genes.

## Data Availability Statement

Raw RNA-Seq results are available as GSE171931 at Gene Expression Ombinus (GEO) and National Center for Biotechnology Information (NCBI).

## Ethics Statement

The animal study was reviewed and approved by the Committee of Animal Research at KAIST.

## Author Contributions

Y-EY, WK, HKi, CC, SH, SL, and HKa performed RNA-Seq analyses. JP and YC performed statistical power analysis. HKa and EK wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Early Chronic Memantine Treatment-Induced Transcriptomic Changes in Wild-Type and Shank2-Mutant Mice
**Source:** Front Mol Neurosci. 2021 Sep 14;14:712576. doi: 10.3389/fnmol.2021.712576

Supplementary Figure 1

A

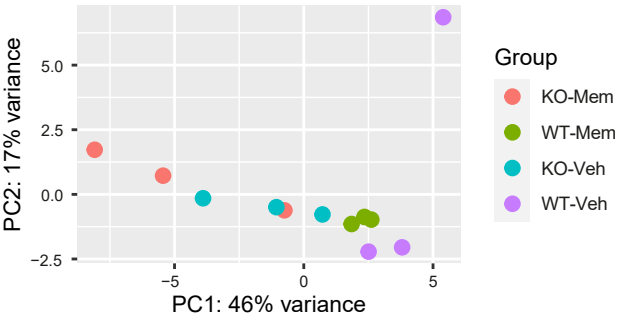

B

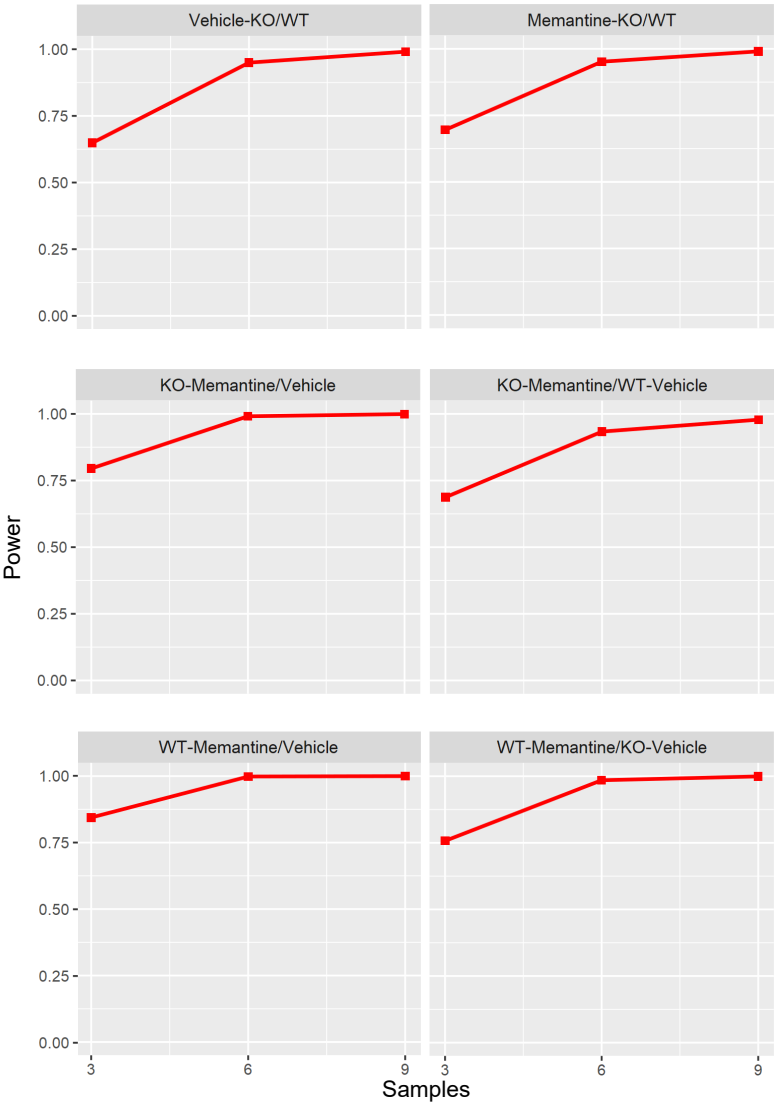

Supplementary Figure 2

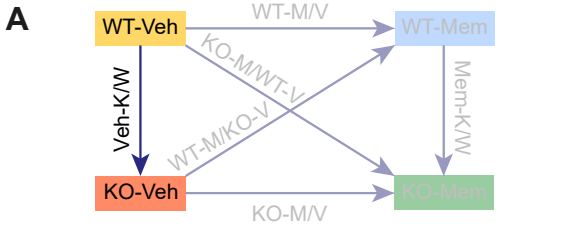

Top5 positively enriched gene sets (Vehicle-K/W, C5-BP)

| Name                                          | NES  | FDR   |
|-----------------------------------------------|------|-------|
| Chloride transmembrane transport              | 2.99 | 0.003 |
| Rhythmic process                              | 2.98 | 0.002 |
| Inorganic anion transmembrane transport       | 2.96 | 0.001 |
| Regulation of postsynaptic membrane potential | 2.95 | 0.001 |
| Inorganic anion transport                     | 2.87 | 0.003 |

Top5 negatively enriched gene sets (Vehicle-K/W, C5-BP)

| Name                                             | NES   | FDR   |
|--------------------------------------------------|-------|-------|
| Extracellular structure organization             | -3.57 | 0.000 |
| Mitochondrial respiratory chain complex assembly | -3.36 | 0.000 |
| Mitochondrial translation                        | -3.27 | 0.000 |
| Integrated mediated signaling pathway            | -3.20 | 0.002 |
| Electron transport chain                         | -3.19 | 0.002 |

**C**  
Top5 positively enriched gene sets (Vehicle-K/W, C5-MF)

| Name                                               | NES  | FDR   |
|----------------------------------------------------|------|-------|
| Transmitter gated channel activity                 | 3.29 | 0.000 |
| Extracellular ligand ion channel activity          | 3.28 | 0.000 |
| Neurotransmitter receptor activity                 | 3.21 | 0.000 |
| Inorganic anion transmembrane transporter activity | 3.00 | 0.000 |
| Chloride transmembrane transporter activity        | 2.92 | 0.001 |

Top5 negatively enriched gene sets (Vehicle-K/W, C5-MF)

| Name                                                                            | NES   | FDR   |
|---------------------------------------------------------------------------------|-------|-------|
| Structural constituent of ribosome                                              | -3.81 | 0.000 |
| Extracellular matrix structural constituent                                     | -2.93 | 0.001 |
| Electron transfer activity                                                      | -2.90 | 0.001 |
| NADH dehydrogenase activity                                                     | -2.45 | 0.016 |
| Oxidoreductase activity acting on NADPH quinone or similar compound as acceptor | -2.38 | 0.023 |

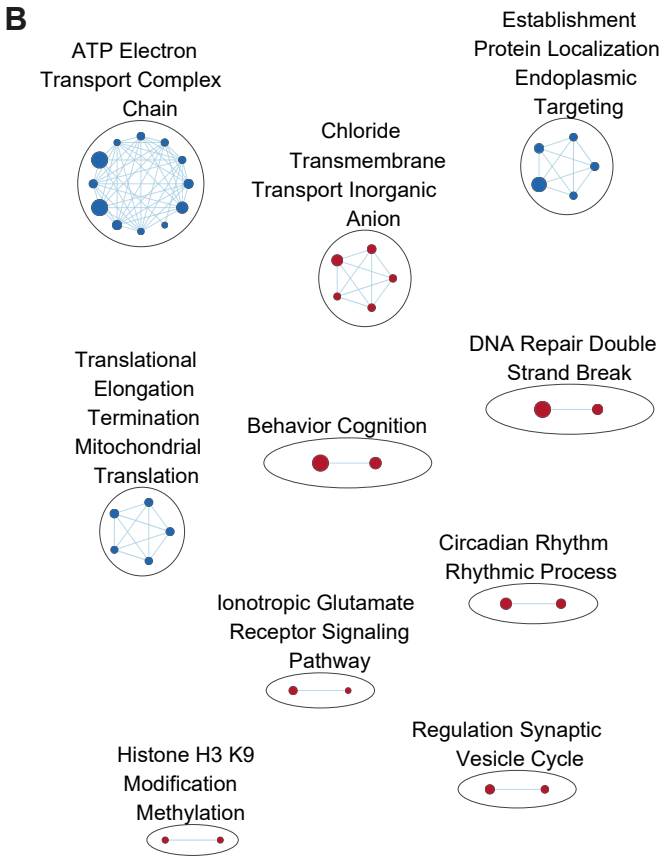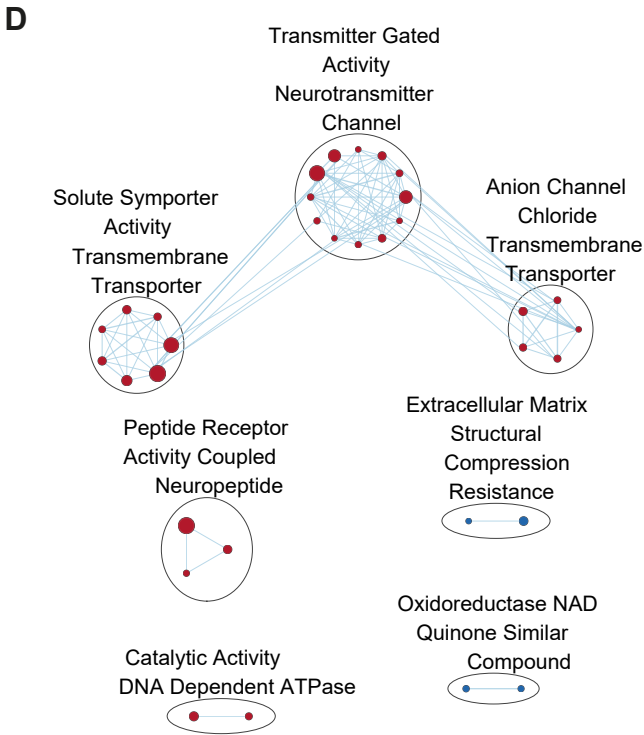

Supplementary Figure 3

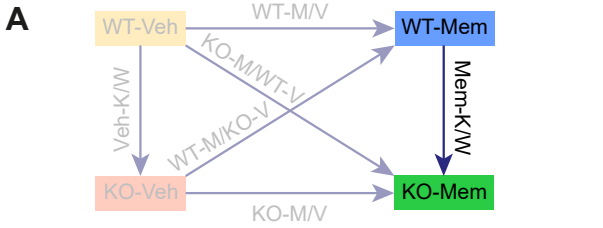

Top5 positively enriched gene sets (Memantine-K/W, C5-BP)

| Name                                  | NES  | FDR   |
|---------------------------------------|------|-------|
| Covalent chromatin modification       | 4.18 | 0.000 |
| Regulation of chromosome organization | 3.93 | 0.000 |
| Regulation of chromatin organization  | 3.92 | 0.000 |
| mRNA metabolic process                | 3.80 | 0.000 |
| Peptidyl lysine modification          | 3.76 | 0.000 |

Top5 negatively enriched gene sets (Memantine-K/W, C5-BP)

| Name                                                           | NES   | FDR   |
|----------------------------------------------------------------|-------|-------|
| Oxidative phosphorylation                                      | -4.55 | 0.000 |
| Electron transport chain                                       | -4.11 | 0.000 |
| Cellular respiration                                           | -3.98 | 0.000 |
| ATP synthesis coupled electron transport                       | -3.84 | 0.000 |
| Establishment of protein localization to endoplasmic reticulum | -3.83 | 0.000 |

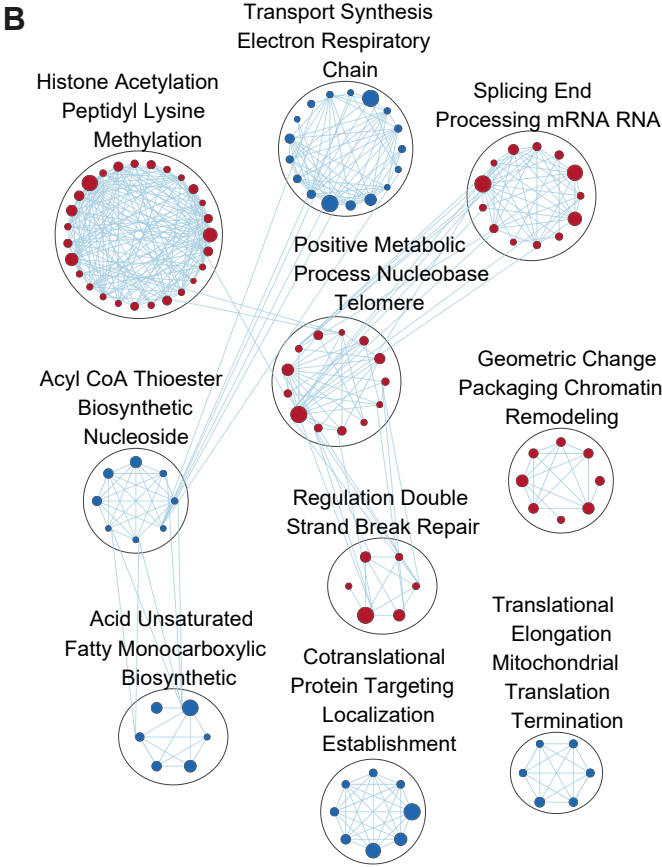

**C**

Top5 positively enriched gene sets (Memantine-K/W, C5-MF)

| Name                                            | NES  | FDR   |
|-------------------------------------------------|------|-------|
| Chromatin binding                               | 4.43 | 0.000 |
| Proximal promoter sequence specific DNA binding | 3.18 | 0.000 |
| Helicase activity                               | 3.13 | 0.000 |
| Transcription co-regulator activity             | 2.98 | 0.001 |
| Histone binding                                 | 2.95 | 0.001 |

Top5 negatively enriched gene sets (Memantine-K/W, C5-MF)

| Name                                                                            | NES   | FDR   |
|---------------------------------------------------------------------------------|-------|-------|
| Structural constituent of ribosome                                              | -4.26 | 0.000 |
| Electron transfer activity                                                      | -3.06 | 0.000 |
| Oxidoreductase activity acting on NADPH quinone or similar compound as acceptor | -2.77 | 0.002 |
| Oxidoreductase activity acting on NADPH                                         | -2.71 | 0.002 |
| NADH dehydrogenase activity                                                     | -2.66 | 0.003 |

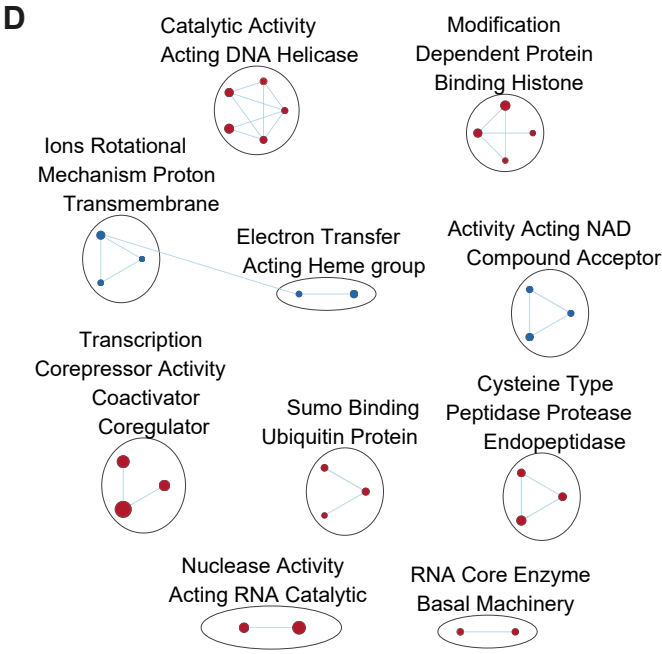

Supplementary Figure 4

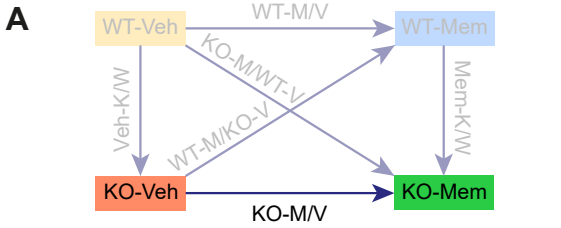

Top5 positively enriched gene sets (KO-M/V, C5-BP)

| Name                                           | NES  | FDR   |
|------------------------------------------------|------|-------|
| mRNA metabolic process                         | 4.69 | 0.000 |
| Peptidyl lysine modification                   | 4.30 | 0.000 |
| Covalent chromatin modification                | 4.10 | 0.000 |
| RNA splicing                                   | 4.10 | 0.000 |
| RNA splicing via transesterification reactions | 4.05 | 0.000 |

Top5 negatively enriched gene sets (KO-M/V, C5-BP)

| Name                                                                      | NES   | FDR   |
|---------------------------------------------------------------------------|-------|-------|
| Adenylate cyclase inhibiting G protein coupled receptor signaling pathway | -3.08 | 0.000 |
| Monocarboxylic acid metabolic process                                     | -3.03 | 0.000 |
| Drug metabolic process                                                    | -2.85 | 0.004 |
| Purine containing compound biosynthetic process                           | -2.78 | 0.006 |
| Organic hydroxy compound metabolic process                                | -2.74 | 0.008 |

**C**

Top5 positively enriched gene sets (KO-M/V, C5-MF)

| Name                                            | NES  | FDR   |
|-------------------------------------------------|------|-------|
| Chromatin binding                               | 4.82 | 0.000 |
| Transcription co-regulator activity             | 3.54 | 0.000 |
| Transcription co-activator activity             | 3.50 | 0.000 |
| Histone binding                                 | 3.42 | 0.000 |
| Proximal promoter sequence specific DNA binding | 3.30 | 0.000 |

Top5 negatively enriched gene sets (KO-M/V, C5-MF)

| Name                                        | NES   | FDR   |
|---------------------------------------------|-------|-------|
| Extracellular matrix structural constituent | -3.12 | 0.000 |
| Intergrin binding                           | -2.71 | 0.002 |
| Hydro lyase activity                        | -2.61 | 0.006 |
| Motor activity                              | -2.53 | 0.011 |
| Cell adhesion mediator activity             | -2.49 | 0.013 |

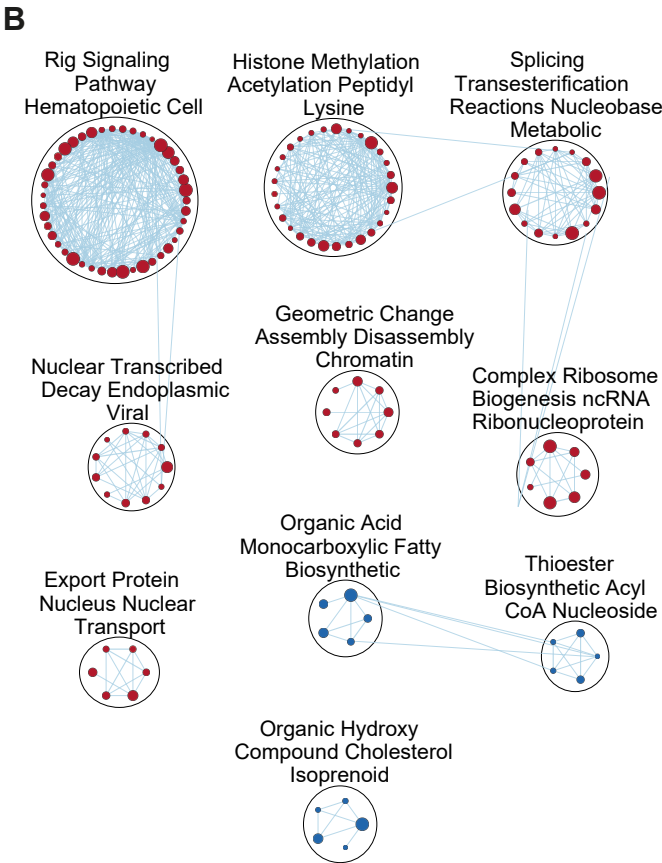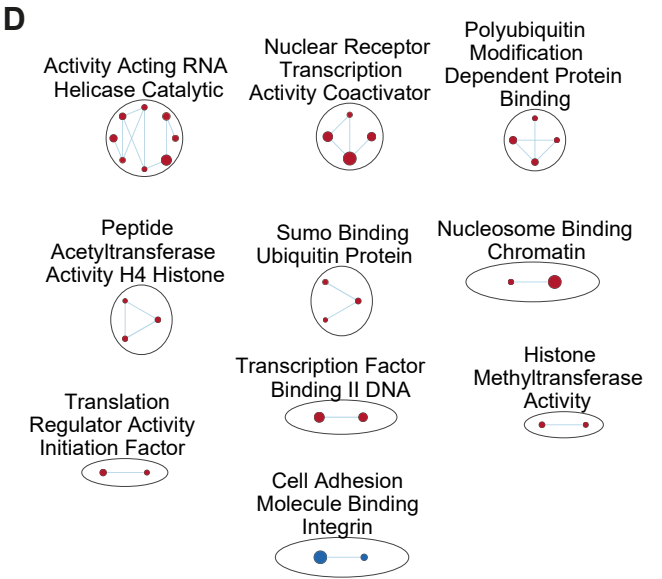

Supplementary Figure 5

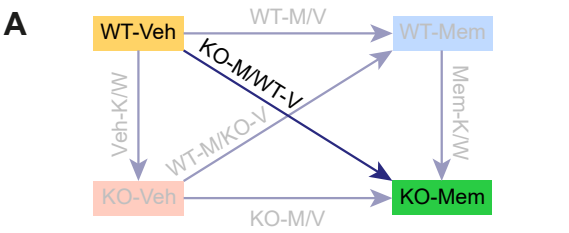

Top5 positively enriched gene sets (KO-M/WT-V, C5-BP)

| Name                                  | NES  | FDR   |
|---------------------------------------|------|-------|
| Covalent chromatin modification       | 3.91 | 0.000 |
| Regulation of chromosome organization | 3.78 | 0.000 |
| Regulation of chromatin organization  | 3.77 | 0.000 |
| Regulation of DNA metabolic process   | 3.61 | 0.000 |
| Peptidyl lysine modification          | 3.56 | 0.000 |

Top5 negatively enriched gene sets (KO-M/WT-V, C5-BP)

| Name                                             | NES   | FDR   |
|--------------------------------------------------|-------|-------|
| Extracellular structure organization             | -3.74 | 0.000 |
| Electron transport chain                         | -3.63 | 0.000 |
| Oxidative phosphorylation                        | -3.63 | 0.000 |
| Mitochondrial respiratory chain complex assembly | -3.52 | 0.000 |
| Respiratory electron transport chain             | -3.19 | 0.000 |

**C**  
Top5 positively enriched gene sets (KO-M/WT-V, C5-MF)

| Name                                        | NES  | FDR   |
|---------------------------------------------|------|-------|
| Chromatin binding                           | 3.65 | 0.000 |
| Ubiquitin like protein transferase activity | 3.51 | 0.000 |
| Transcription co-regulator activity         | 3.29 | 0.000 |
| Transcription co-activator activity         | 3.07 | 0.000 |
| Ubiquitin like protein ligase activity      | 2.98 | 0.000 |

Top5 negatively enriched gene sets (KO-M/WT-V, C5-MF)

| Name                                        | NES   | FDR   |
|---------------------------------------------|-------|-------|
| Extracellular matrix structural constituent | -3.42 | 0.000 |
| Structural constituent of ribosome          | -3.02 | 0.000 |
| Integrin binding                            | -3.01 | 0.000 |
| Glycosaminoglycan binding                   | -2.85 | 0.000 |
| Electron transfer activity                  | -2.66 | 0.003 |

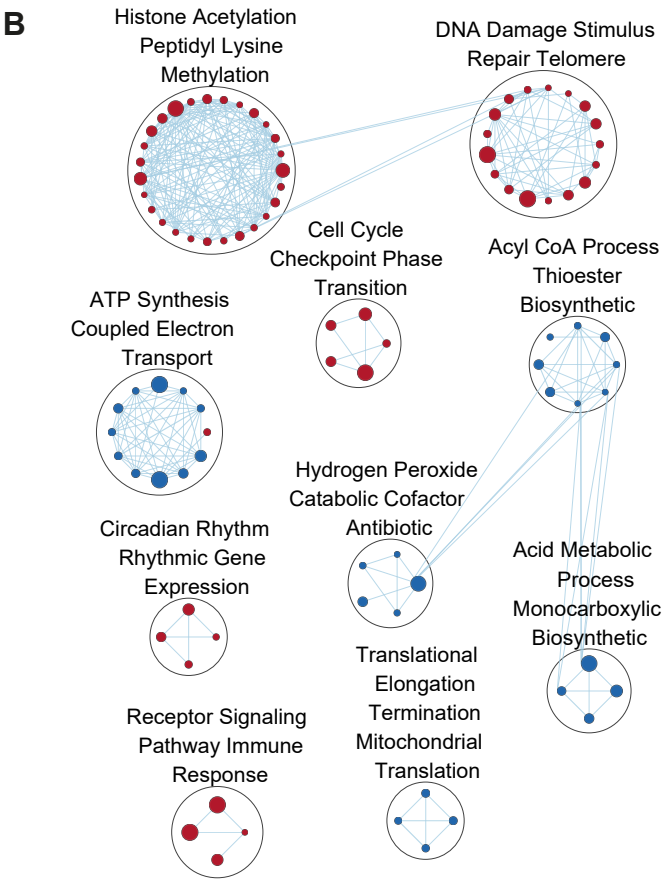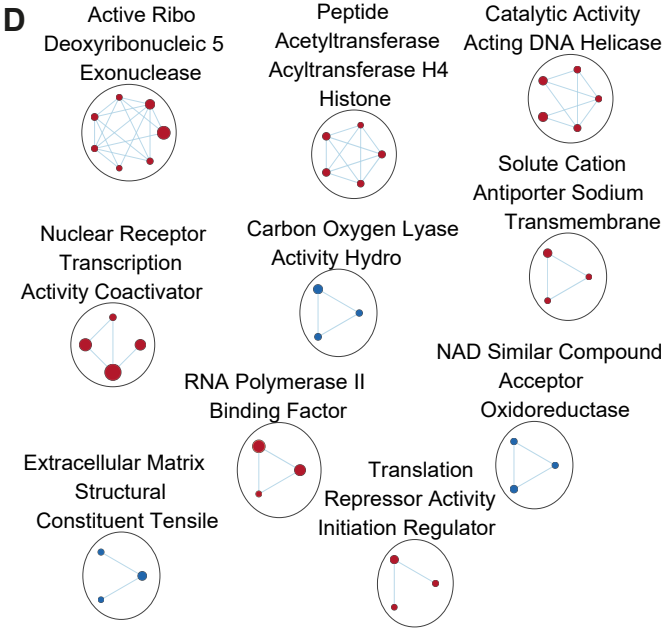

Supplementary Figure 6

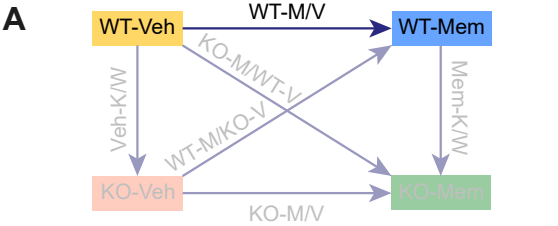

Top5 positively enriched gene sets (WT-M/V, C5-BP)

| Name                                        | NES  | FDR   |
|---------------------------------------------|------|-------|
| Regulation of synapse structure or activity | 3.59 | 0.000 |
| Synaptic vesicle cycle                      | 3.49 | 0.001 |
| Synapse organization                        | 3.49 | 0.000 |
| Regulation of trans synaptic signaling      | 3.31 | 0.000 |
| Proteosomal protein catabolic process       | 3.02 | 0.001 |

Top5 negatively enriched gene sets (WT-M/V, C5-BP)

| Name                                                                                                                      | NES   | FDR   |
|---------------------------------------------------------------------------------------------------------------------------|-------|-------|
| Extracellular structure organization                                                                                      | -3.59 | 0.000 |
| Collagen fibril organization                                                                                              | -2.88 | 0.000 |
| Adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | -2.66 | 0.000 |
| Adaptive immune response                                                                                                  | -2.55 | 0.000 |
| Positive regulation of interleukin-12 production                                                                          | -2.53 | 0.000 |

**C**  
Top5 positively enriched gene sets (WT-M/V, C5-MF)

| Name                                                           | NES  | FDR   |
|----------------------------------------------------------------|------|-------|
| Ubiquitin like protein transferase activity                    | 2.90 | 0.000 |
| GTPase activity                                                | 2.71 | 0.006 |
| Monovalent inorganic cation transmembrane transporter activity | 2.59 | 0.009 |
| Solute cation antiporter activity                              | 2.50 | 0.015 |
| Ubiquitin like protein ligase activity                         | 2.47 | 0.015 |

Top5 negatively enriched gene sets (WT-M/V, C5-MF)

| Name                                                                          | NES   | FDR   |
|-------------------------------------------------------------------------------|-------|-------|
| Extracellular matrix structural constituent conferring tensile strength       | -3.83 | 0.000 |
| Extracellular matrix structural constituent                                   | -3.65 | 0.000 |
| Extracellular matrix structural constituent conferring compression resistance | -3.10 | 0.000 |
| Aminopeptidase activity                                                       | -2.34 | 0.041 |
| Intergin binding                                                              | -2.19 | 0.090 |

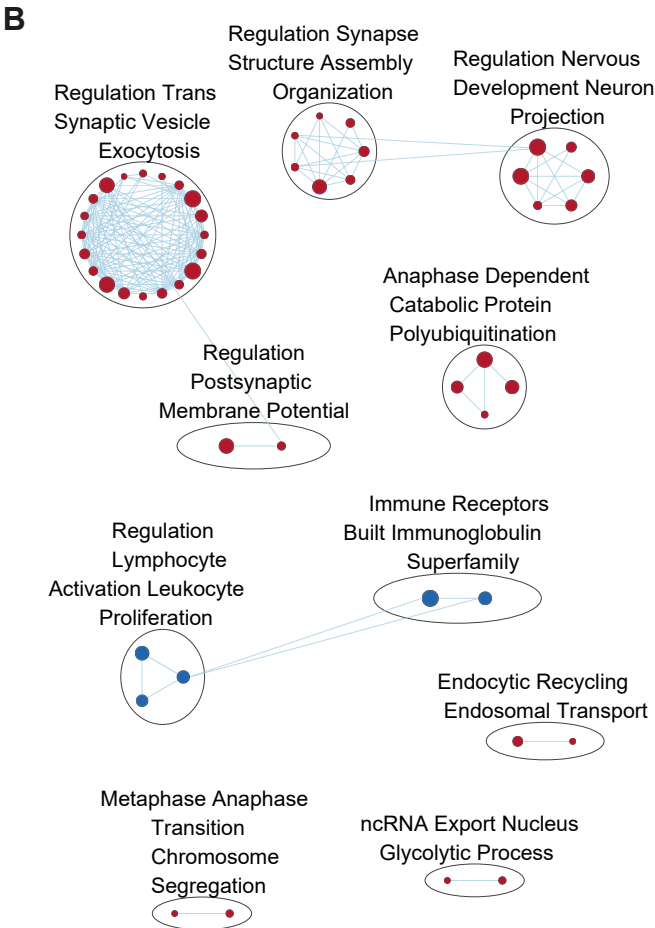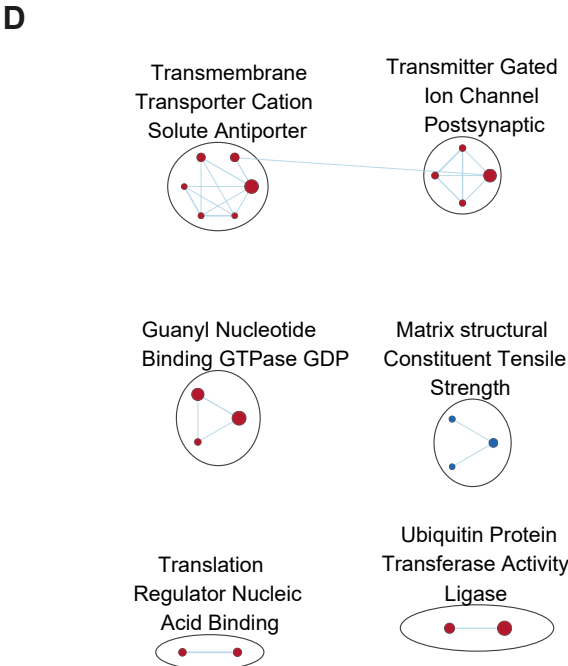

Supplementary Figure 7

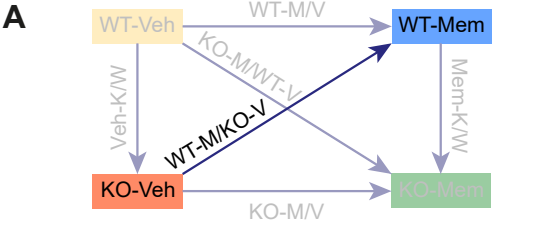

Top5 positively enriched gene sets (WT-M/KO-V, C5-BP)

| Name                                     | NES  | FDR   |
|------------------------------------------|------|-------|
| Oxidative phosphorylation                | 5.58 | 0.000 |
| ATP synthesis coupled electron transport | 5.32 | 0.000 |
| Respiratory electron transport chain     | 5.25 | 0.000 |
| Electron transport chain                 | 5.11 | 0.000 |
| Cellular respiration                     | 4.91 | 0.000 |

Top5 negatively enriched gene sets (WT-M/KO-V, C5-BP)

| Name                      | NES   | FDR   |
|---------------------------|-------|-------|
| Defense response to virus | -3.04 | 0.004 |
| Rhythmic process          | -2.65 | 0.055 |
| Circadian rhythm          | -2.54 | 0.081 |
| Telomere organization     | -2.52 | 0.069 |
| Response to virus         | -2.42 | 0.118 |

**C**

Top5 positively enriched gene sets (WT-M/KO-V, C5-MF)

| Name                                      | NES  | FDR   |
|-------------------------------------------|------|-------|
| Structural constituent of ribosome        | 5.79 | 0.000 |
| NADH dehydrogenase activity               | 4.02 | 0.000 |
| Electron transfer activity                | 3.90 | 0.000 |
| Proton transmembrane transporter activity | 3.57 | 0.000 |
| Oxidoreductase activity acting on NADPH   | 3.49 | 0.000 |

Top5 negatively enriched gene sets (WT-M/KO-V, C5-MF)

| Name                                        | NES   | FDR   |
|---------------------------------------------|-------|-------|
| Anion cation symporter activity             | -2.56 | 0.046 |
| Chloride transmembrane transporter activity | -2.48 | 0.040 |
| Chromatin binding                           | -2.32 | 0.087 |
| Peptide receptor activity                   | -2.28 | 0.083 |
| Intergin binding                            | -2.25 | 0.080 |

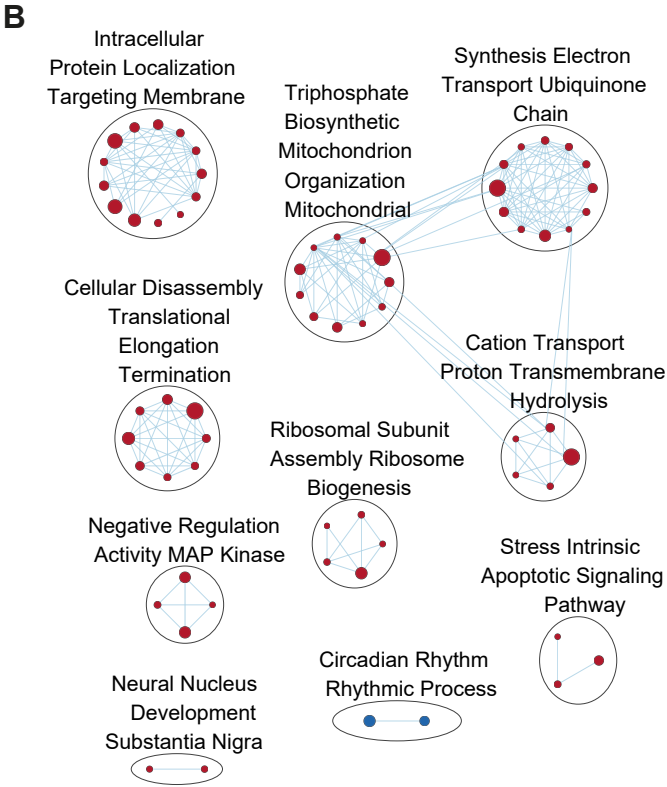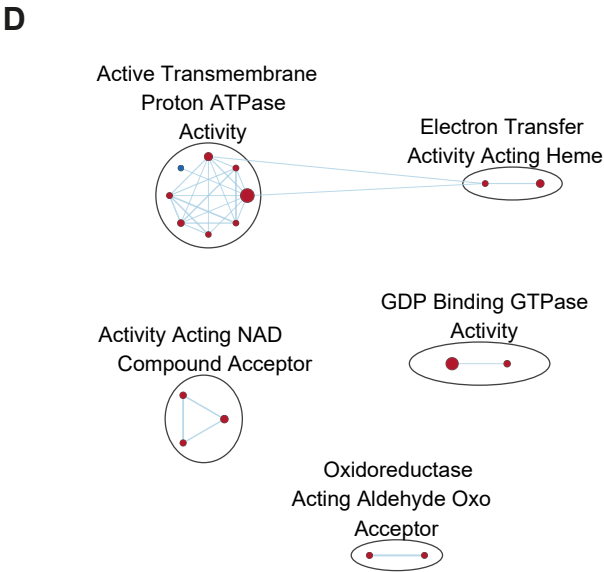

Supplementary Figure 8

A

| Type    | Gene set                     | Top1 gene | Veh-K/W |                  | Mem-K/W |                  | KO-M/V |                  | WT-M/V |                  |
|---------|------------------------------|-----------|---------|------------------|---------|------------------|--------|------------------|--------|------------------|
|         |                              |           | FC      | Adjusted p-value | FC      | Adjusted p-value | FC     | Adjusted p-value | FC     | Adjusted p-value |
| Veh-K/W | Postsynaptic membrane        | HTR2A     | 1.35    | 2.04E-03         | 1.06    | 7.75E-01         | -1.05  | 9.42E-01         | 1.21   | 1.00E+00         |
| KO-M/V  | Chromatin                    | MUC1      | 1.02    | 9.81E-01         | 1.85    | 5.41E-01         | 2.53   | 1.43E-01         | 1.38   | 1.00E+00         |
| KO-M/V  | U2 type spliceosomal complex | SF3B1     | 1.10    | 3.36E-01         | 1.27    | 7.99E-03         | 1.20   | 2.21E-01         | 1.04   | 1.00E+00         |

B

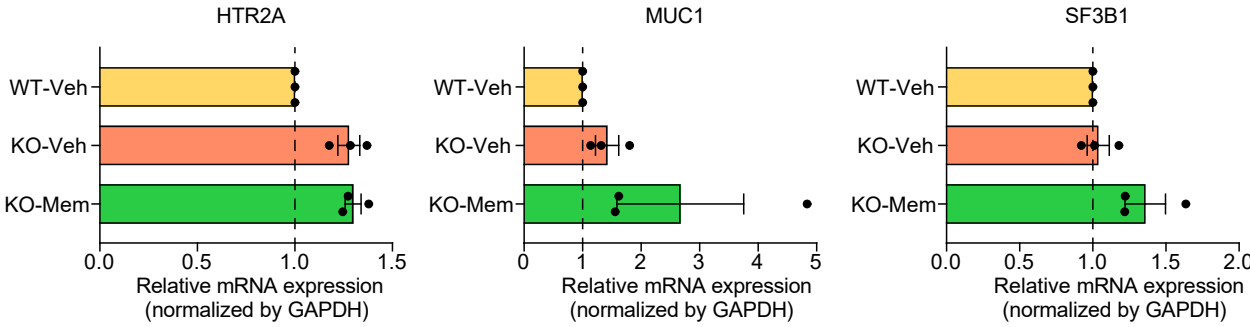

Supplementary Figure 9

A

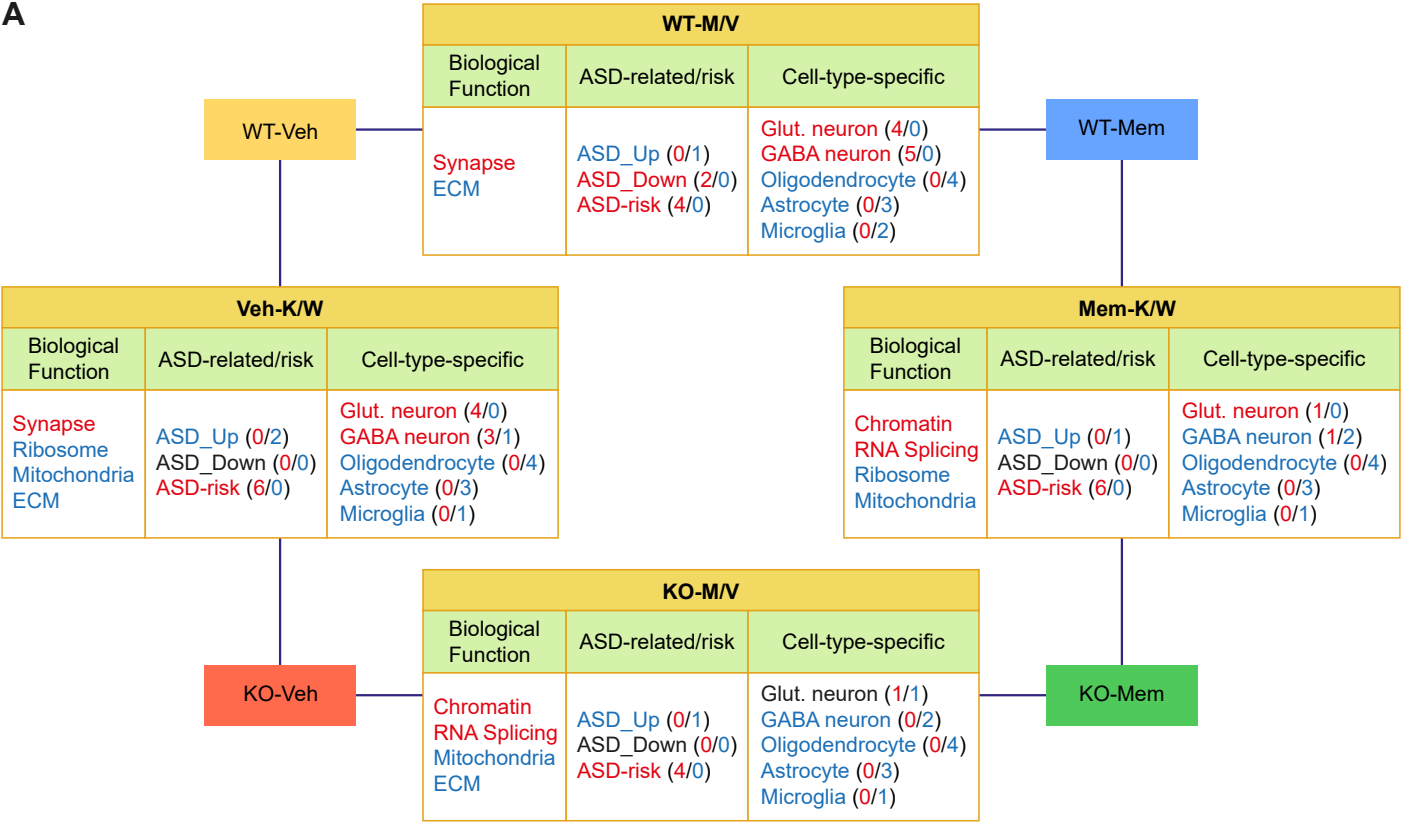

Supplementary Figure 10

A

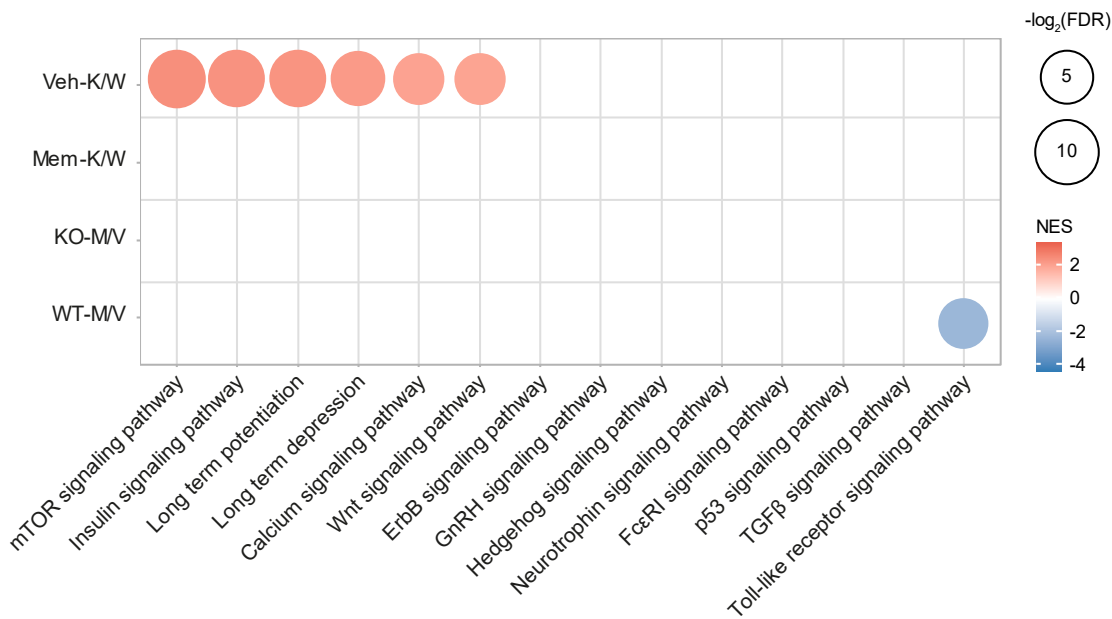

**Supplement:** Supplementary Figure 1 — Results of PCA analysis for the four RNA sample groups and statistical power analysis for sample size. (A) Principal component analysis (PCA) plots for WT-Veh, WT-Mem, KO-Veh, and KO-Mem transcriptomes. (B) Statistical power calculated for sample size of 3, 6, and 9 per group in each of the six transcript comparisons (Veh-K/W, Mem-K/W, KO-M/V, K-M/W-V, WT-M/V, and WT-M/KO-V).

How the deposited data were processed for this re-analysis (not part of the article)

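RNA was measured in 12 mice, 3 in each of 4 groups: vehicle-treated WT mice (WT-Veh), memantine-treated WT mice (WT-Mem), vehicle-treated Shank2-mutant mice (KO-Veh) and memantine-treated Shank2-mutant mice (KO-Mem). The methods give 20 mg/kg of memantine or vehicle, in 2 doses per day, from postnatal day 7 to 21 and collection at postnatal day 25. The condition and the replicate number of each mouse were taken from the sample labels, which give each mouse a genotype, a treatment and a number from 1 to 3; each group holds the numbers 1, 2 and 3. The labels name whole brain as the tissue and the methods name the forebrain, so the tissue is called brain here only where the methods do so.

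The deposited signal values are gene-level expression values that the authors made with Salmon in quasi-mapping mode with GC bias correction on the GRCm38 transcripts, imported with tximport and divided by DESeq2 normalization factors over all 12 mice. They are not log transformed and not whole numbers, and the whole reads behind them cannot be recovered, since the gene-specific length factors behind them are not part of the table. The annotation release and the filter on genes are not stated by the authors. The table holds 19312 genes for 12 mice, with 1 column per mouse; 19295 of the genes matched GENCODE M21, from which symbols, positions, lengths and GC content were taken, and 15695 are protein-coding. The smallest mean over the 12 mice is 4.51, and 340 genes are listed at 0 in at least 1 mouse. The sums over genes range from 30373849 to 31199251 across the mice because the values were scaled to each other, so they are not depths.

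Depth was estimated from the median of the values near 1 in genes with 1 transcript, taken as the value of a single read. This median ran from 0.871 (KO-Mem replicate 1) to 1.126 (KO-Veh replicate 2). If these are single reads, the relative depth of the mice lay between 0.89 and 1.16 of their mean. Because only values near 1 were used, the median is held near 1, and larger differences in depth are not excluded. From 61 to 88 genes are listed at 0 per mouse, and the 10 genes with the highest values hold from 4.35% to 6.1% of the sum. On this reading, which was not tested otherwise, a value of 10 stands for about 10 reads. A gene with a mean under 10 was not tested.

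Because the values are normalized and not counts, the tests are limma with a mean-dependent prior variance (lmFit, then eBayes with trend) on the log2 of the value plus a pseudocount of 1, for genes with a mean value of at least 10 over the mice of the fit. Count-based tests of edgeR and DESeq2 were planned for deposited counts and were not used here. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene with an adjusted p-value under 0.05 is called, with no limit on the fold change, as in the paper's definition of DEGs. Each of the 6 comparisons was fitted on its own 6 mice with no covariate: Veh-K/W is KO-Veh against WT-Veh, Mem-K/W is KO-Mem against WT-Mem, KO-M/V is KO-Mem against KO-Veh, WT-M/V is WT-Mem against WT-Veh, KO-M/WT-V is KO-Mem against WT-Veh, and WT-M/KO-V is WT-Mem against KO-Veh. The genotype by treatment interaction, which is Mem-K/W minus Veh-K/W and equally KO-M/V minus WT-M/V, was fitted on all 12 mice. Group means and SDs are of the deposited values, n is the number of mice, and the SE of a log2 fold change is the moderated SE. Where the values of the 2 groups do not overlap this is stated; chance gives 10% for 3 mice against 3.

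Gene sets were tested with fgsea on genes ranked by the sign of the log2 fold change times -log10(p), with the unweighted (classic) running sum and 10000 gene permutations, adjusted within each family of sets. The text of the paper describes its rank as fold change times inverse p, while the rank metrics in Supplementary Table 7 equal sign times -log10(p); the latter form was used. The 18 GO sets have all their members in Supplementary Table 7, and at least 93.7% of each list was matched to the deposited genes. Of the 55 ASD-related, ASD-risk and cell-type sets, Supplementary Table 8 lists at most the first 49 genes, so the scores given are of the listed part of each set. Human symbols were paired with mouse genes by the pairs that the paper's own tables give, then by the same letters, then by synonyms. Sets of which fewer than 80% of the listed genes matched were left out, which removed Microglia (Albright) and, from Velmeshev, Layer 2/3, Layer 5/6 and VIP interneurons; 51 were tested, 10 ASD-related or ASD-risk, 27 cell-type and 14 Velmeshev sets. The listed parts of De Novo Missense and De Novo Variants hold the same 48 genes. Gene permutation treats genes as independent, so camera with the correlation between genes estimated from the data is given as an alternative. The gene set test of the interaction was chosen after the values were seen.

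Principal components were computed on the 500 genes with the largest variance of the log2 values, centred and not scaled. A marker score is the mean over marker genes of the z-score of each gene over the 12 mice, and a set score is the mean deviation of the log2 values of a set from each gene's mean over the 12 mice; both were compared between mice with exact permutation tests. For the tests on GC content and transcript length, the part of each mouse's log2 values that follows splines (4 degrees of freedom each) of GC content and log2 length was removed before the fit. Power at 3 mice per group was estimated by simulation, 20 times per comparison, with the log2 fold changes that Supplementary Table 2 lists for the genes the paper calls, no change in the other genes, and the spread of each gene within the 4 groups here.

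The tests were themselves tested on simulated data of 6 mice, drawn with the means and the spread of the deposited values. With 200 genes changed 1.5-fold, 42.1% of the 197 that passed the filter were called, with 2-fold 65.6% of 189 and with 4-fold 91.1% of 190, while 6, 5 and 13 other genes were called; with no change 0 genes were called. When the 210 genes of a set were each raised by 15%, the set had a normalized enrichment score of 11.02 and was also called by camera, while 1 of the 16 other sets that kept at least 10 genes of their own was called by gene permutation and 0 by camera.

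The genes named in the passages were chosen by a rule: every gene that the results text or Figure 1F,G names; every gene in the KO-M/V and WT-M/V sheets of Supplementary Table 2; in each comparison with called genes, up to 5 genes up and 5 genes down with the smallest p among those past an adjusted p-value of 0.05 whose groups do not overlap; the 3 members with the smallest p of the gene sets tested, as examples; the genes that Supplementary Table 3 lists for the terms of Figure 2B,C, as a group with the smallest-p members named; and marker genes in lists written before their test. Hr was named outside the rule, after its values were seen. A gene and a gene set that fall under the rule or the comparisons are not reported here.

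Each result was recomputed with 1 choice changed at a time: no filter on low values, a mean of at least 50, a pseudocount of 0.1 or 5, quantile normalization, limma without the trend, all 12 mice in a single fit of 4 groups, the replicate number as a block, and without each mouse in turn; gene sets also with the ranking by log2 fold change, with a weighted score and with camera; and principal components also on 2000 genes, with quantile normalization and with a pseudocount of 5. The replicate numbers come from the sample labels alone; the paper names no pairing, mice with the same number are different animals, and the replicate number was used as a block only as an alternative. Other splits of the 6 mice of each comparison were fitted in the same way, and for the interaction 100 regroupings of the mice within replicate number, the real one included, each with a different set of mice on the 2 sides of the contrast (sides swapped count as 1). Regroupings that part KO from WT mice carry the effect of the genotype into the contrast, so they are not draws without any effect. These regroupings replace 2 earlier draws whose counts had been seen, the first with repeated groupings and the second with repeated contrasts. The adjustment for GC content and transcript length was taken to say nothing where both rank correlations with the log2 fold changes were under 0.1 in size, a limit set after the correlations were seen.

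The DisGeNET and KEGG gene lists of the paper are not among its tables, so the enrichment of those terms was not analysed here, and the term lists of Supplementary Table 3 were used only for the genes they name. The RT-qPCR measurements were not analysed here. Reads were not used here. The computations were done in R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and in Python 3.11.15 with pandas 2.3.3; figures were drawn with matplotlib 3.10.9. The seed of the gene permutations was 1.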

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

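The tests of the gene sets of the interaction against regroupings and against GC content, of the genes near Shank2 and of the genes listed at 0 were chosen only after the results they concern were seen.

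The change that memantine brings with it differed between WT and KO mice for 11 of the 18 GO gene sets when the difference itself was tested, as the genotype by treatment interaction over all 12 mice, by gene permutation. The normalized enrichment scores were 4.55 for mRNA metabolic process, 4.32 for nuclear speck, 3.57 for chromatin binding, 3.55 for covalent chromatin modification, 3.26 for chromatin and 3.13 for U2-type spliceosomal complex, and -3.56 for postsynaptic membrane, -3.20 for adenylate cyclase-inhibiting G protein-coupled receptor signaling, -2.82 for transmitter-gated channel activity, -2.09 for oxidative phosphorylation and -2.01 for chloride transmembrane transport. Of the 51 ASD-related, ASD-risk and cell-type sets, 14 were enriched in the interaction. The shifts behind these scores are small: the median interaction log2 fold change of the members is 0.05 for mRNA metabolic process, with 65.5% of the members above 0, and -0.04 for postsynaptic membrane, with 34.7% above 0. No single gene passed an adjusted p-value of 0.05 in the interaction, against 840 with an unadjusted p-value under 0.05.

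Gene permutation treats genes as independent, and the mice can be regrouped instead. Among 100 regroupings of the 12 mice within replicate number with different contrasts, the real grouping included, 68 gave as many enriched GO sets as the real grouping's 11 (median 13 in the others), and 42 gave as many genes with an unadjusted p-value under 0.05. The same count for the interaction DEGs, 100 of 100, is fixed in advance by the real 0 and shows nothing. A score as far from 0 came from 1 of the 100 for mRNA metabolic process, the real grouping, 2 for nuclear speck, 5 for adenylate cyclase-inhibiting G protein-coupled receptor signaling, 7 for chromatin, 8 for covalent chromatin modification, 8 for U2-type spliceosomal complex, 11 for transmitter-gated channel activity, 13 for chromatin binding, 14 for postsynaptic membrane, 20 for chloride transmembrane transport and 61 for oxidative phosphorylation. The regroupings are not free of effects: the one that sets the 6 KO against the 6 WT mice has 2468 DEGs, others carry the genotype's effect in part, and this can raise the counts. These counts are also not corrected for the 18 sets tested, and a score of any of the 18 sets as far from 0 as the 4.55 of mRNA metabolic process came from 32 of the 100. Camera, which estimates the correlation between genes but was not shown on the simulated data to be able to call shifts as small as these, called 0 of the 18 GO sets in the interaction (5 with an unadjusted p-value under 0.05) and 0 of the 51 other sets (2). After the adjustment for GC content and transcript length 11 of the 11 sets stayed enriched in the same direction, but the log2 fold changes of the interaction had rank correlations of only 0.07 and -0.04 with them, so little was removed and the test does not exclude them. The number of enriched sets and the scores of 9 of the 11 sets are therefore not set apart from other groupings of the same mice by this test, which leaves open whether an interaction is there. The scores of mRNA metabolic process and nuclear speck were reached by 0 and 1 of the 99 other groupings when each set is taken alone, and no biological explanation of them is offered. The regroupings were not run on the 14 ASD-related, ASD-risk and cell-type sets.

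Genes that the paper does not discuss passed an adjusted p-value of 0.05 from limma, each with 3 of 3 mice of a group on the same side of the 3 mice of the other. In Veh-K/W these are Gm26793 (log2 fold change 3.55, adjusted p = 0.00932), Gm14820 (means 32.69 in KO-Veh and 0.28 in WT-Veh, adjusted p = 0.041) and Gm43118 (listed at 0 in the 3 KO-Veh mice and with a mean of 153.3 in WT-Veh, adjusted p = 0.000428). In Mem-K/W they are Gm26793 (log2 fold change 4.09, adjusted p = 0.00915), Npcd (2.17, adjusted p = 0.0125), Eif2s3y (0.58, adjusted p = 0.0431), Bc1 (-1.64, adjusted p = 0.0343) and Zxda (listed at 0 in the 3 WT-Mem mice and with a mean of 72.3 in KO-Mem, adjusted p = 0.000557). In WT-M/V they are Zxda (mean 78.03 in WT-Veh and listed at 0 in WT-Mem, adjusted p = 0.00119) and Gm43302 (mean 33.4 in WT-Veh and listed at 0 in WT-Mem, adjusted p = 0.0377). As they were picked by p-values from the same mice, the lack of overlap is no further evidence. The adjusted p-value of the interaction was from 0.947 to 0.994 for these genes, so for none of them is the effect of genotype shown to depend on treatment, and none is shown to be independent of it, since the interaction called 0 of the genes tested (840 with an unadjusted p-value under 0.05).

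A candidate explanation for some of these genes is reads shared with copies or overlapping genes. Of the genes past the threshold, 3 are listed at 0 in all 3 mice of a group, Zxda, Gm43118 and Gm43302, and all 3 are also listed at 0 in single mice of other groups while the other mice of those groups are not: Zxda in KO-Veh replicate 1 (58.12 and 60.64 in the other 2), Gm43118 in WT-Mem replicate 2 (53.17 and 232.6) and in KO-Mem replicate 3 (52.26 and 61.22), and Gm43302 in KO-Veh replicates 1 and 2 (29.80 in the third) and in KO-Mem replicates 1 and 2 (10.17 in the third). Over the 17655 genes with a mean of at least 10, 121 hold a 0 and 20 are listed at 0 in all 3 mice of a group. Zeros that come and go between mice of a group are what an assignment of reads between similar sequences by the authors' quantification would give, so a change of these 3 genes with genotype or treatment cannot be told apart from it. Gm14820 is not at 0 in all mice of a group, but its values in the WT-Mem mice also come and go (29.67, 1.81 and 0). The same explanation is therefore not excluded for Gm14820.

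Variants carried along with the mutated Shank2 allele were tested as another explanation. Of the 4 predicted genes past the threshold (Gm14820, Gm26793, Gm43118 and Gm43302), 1 lies on chromosome 7 with Shank2, which such variants do not explain for the other 3. Of the 322 genes the paper calls in Veh-K/W apart from Shank2, 8 (2.5%) lie within 20 Mb of Shank2, against 275 of 17348 other genes (1.6%, Fisher's exact test, 1-sided, p = 0.147). A concentration of the paper's Veh-K/W genes in this wide window was therefore not shown, and with 8 genes near Shank2 the test does not exclude a small one. The genes called here were not put to this test. Most of the called genes lie elsewhere. For the genes past the threshold near Shank2 the answer stays open. Gm26793, Ccnd1 and Bc1 lie close together, between positions 144894560 and 144939925, and close to the end of Shank2 at 144424494. In 3 of these 3 the KO and WT mice do not overlap under either treatment. Passenger variants would give this, but so would an effect of the mutation on its neighbourhood. A change of these 3 genes through the loss of Shank2 therefore cannot be told apart from passenger variants or from a local effect of the allele.

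Eif2s3y lies on chromosome Y. A female mouse in a group would move it, but 0 of the 12 mice have an Xist value above 100 (the highest is 12.1), so the sex of the mice is excluded as its source. No technical explanation was tested for Npcd or for Gm14820 beyond those given, and no biological explanation of these 2 genes or of Eif2s3y was tested.

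The paper gives no DEGs for the 2 comparisons across both genotype and treatment. Here KO-M/WT-V has 595 DEGs, 233 up and 362 down, and WT-M/KO-V has 4, with 31.1% and 14.9% of genes without overlap between the groups, where chance gives 10%. For KO-M/WT-V, 1 of the 4 splits of the 6 mice that part all same-numbered pairs, the real split, gave as many DEGs (the other 3 gave 0, and the 6 splits that part 1 same-numbered pair and keep 2 together gave from 0 to 2); for WT-M/KO-V the real split was also 1 of 4, the other 3 gave 0, and the 6 splits that keep 2 pairs together gave from 0 to 6, 1 of them as many. With 4 splits the share cannot fall under 0.25, so chance cannot be ruled out by it. After the adjustment for GC content and transcript length 565 and 3 genes were called, and with quantile normalization 583 and 4, so neither explains the counts. The count in KO-M/WT-V varied with the mice and the fit used, with 1 to 2490 DEGs in the 6 fits without a mouse, 7 in limma without the trend and 2067 with all 12 mice in one fit. The cause was not tested. A lower share of RNA from oligodendrocytes in KO mice, weighed among the other observations, was not excluded. Since KO-Mem and WT-Veh mice differ in both genotype and treatment, the 595 genes cannot be assigned to either.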

How the results depend on the processing

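The alternatives named here were set before the data were examined, together with the comparisons, the thresholds and the rule for the genes named; the gene set test of the interaction was chosen only after the values were seen. The edgeR and DESeq2 alternatives for counts were not run, because the deposited values are not counts, and all 12 mice in one fit is no alternative for the interaction, which uses all 12. Camera has no normalized enrichment score and entered as counts only.

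Of 94 genes named with a value in a comparison, 0 reversed under an alternative in which they were tested (82 with a mean of at least 50) or in a fit that left out a mouse. The log2 fold changes of mt-Cytb and mt-Co1 in Veh-K/W were, however, 0 with quantile normalization, which sets each value by its rank within a mouse. Of the 94 genes, 64 kept their side of an adjusted p-value of 0.05 under each of these alternatives, and 48 did so in the fits without a mouse too. Of 131 gene set scores, 119 kept their direction under each alternative in which they were tested (117 scores with all 12 mice in one fit) and 99 also in the fits without a mouse, and 83 and 53 kept their side of the threshold as well. With a pseudocount of 0.1 or 5, 131 of 131 gene set scores and 91 of 94 genes stayed on the same side. In limma without the trend 21 of the 94 genes were no longer past the threshold; this held for 15 with the replicate block, 2 with quantile normalization (and 1 newly past it), 6 with all 12 mice in one fit (4 newly past it), and 3 of the 82 still tested with a mean of at least 50. Among the gene set scores that kept their direction, 17 were no longer past the threshold and 5 newly past it with the weighted score, 6 and 8 with the ranking by log2 fold change, 11 and 1 with quantile normalization, 5 and 0 with a mean of at least 50, 3 and 5 in limma without the trend, 3 and 1 with the replicate block, 2 and 0 with no filter, and 1 and 1 with all 12 mice in one fit. In the fits that left out a mouse, 102 of 564 values of genes were no longer past the threshold and 18 newly past it, and of 870 gene set scores 93 were no longer past it, 38 newly past it and 51 reversed.

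The counts of DEGs depend on the processing in every comparison except KO-M/V, where 0 genes were called under each of the alternatives that keep all mice (from 1130 to 1725 with an unadjusted p-value under 0.05). For Veh-K/W the count of 5 became 2 with a mean of at least 50, 3 with a pseudocount of 0.1, 3 with a pseudocount of 5 and 2 with all 12 mice in one fit. For Mem-K/W the count of 12 became 4 in limma without the trend and 636 with all 12 mice in one fit. For WT-M/V the count of 2 became 0 with a mean of at least 50 (541 with an unadjusted p-value under 0.05), 1 with a pseudocount of 0.1, 1 with a pseudocount of 5, 1 with quantile normalization and 0 with all 12 mice in one fit (696 unadjusted). For KO-M/WT-V the count of 595 became 7 in limma without the trend and 2067 with all 12 mice in one fit. For WT-M/KO-V the count of 4 became 0 in limma without the trend (1411 with an unadjusted p-value under 0.05). The 2 DEGs shared by Veh-K/W and Mem-K/W became 1 with a mean of at least 50. The interaction stayed at 0 DEGs under each of its alternatives that keep all mice (from 660 to 923 unadjusted). The cause was not tested for any of these changes.

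With the replicate number as a block, the replicate block gave 2 DEGs in Veh-K/W against 5 without it, 4 in Mem-K/W against 12, 0 in KO-M/V against 0 (1130 and 1573 unadjusted), 1 in WT-M/V against 2, 999 in KO-M/WT-V against 595, 2 in WT-M/KO-V against 4, 0 in the interaction against 0 (791 and 840 unadjusted) and 1 shared by Veh-K/W and Mem-K/W against 2. The enriched GO sets with the block numbered 12 in Veh-K/W against 12, 15 in Mem-K/W against 15, 14 in KO-M/V against 14, 6 in WT-M/V against 6, 15 in KO-M/WT-V against 16 and 9 in WT-M/KO-V against 9, and the enriched ASD-related, ASD-risk and cell-type sets 29 in Veh-K/W against 27, 21 in Mem-K/W against 20, 10 in KO-M/V against 14 and 31 in WT-M/V against 32. Mice with the same number are different animals, and their deviations from the group means had mean correlations from -0.087 to 0.038 over the 6 comparisons, against -0.019 to 0.044 for mice with different numbers, so the numbers show no pairing, and the block takes 2 of the 4 residual degrees of freedom of a comparison of 6 mice. The cause of the changed counts was not tested.

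Leaving out a mouse moved the counts further. Over the 6 fits of each comparison the DEGs ranged from 2 to 53 in Veh-K/W, from 2 to 1911 in Mem-K/W, from 0 to 97 in KO-M/V, from 1 to 3 in WT-M/V, from 1 to 2490 in KO-M/WT-V and from 1 to 5 in WT-M/KO-V, and over 12 fits from 0 to 4 in the interaction and from 1 to 3 for the genes shared by Veh-K/W and Mem-K/W. The highest counts in Mem-K/W, KO-M/V, KO-M/WT-V and the interaction were those without KO-Mem replicate 3, and the highest in Veh-K/W was without KO-Veh replicate 2. The enriched GO sets ranged from 11 to 13 in Veh-K/W, 15 to 16 in Mem-K/W, 12 to 15 in KO-M/V, 6 to 17 in WT-M/V, 14 to 15 in KO-M/WT-V and 5 to 12 in WT-M/KO-V, and the ASD-related, ASD-risk and cell-type sets from 22 to 29 in Veh-K/W, 19 to 22 in Mem-K/W, 11 to 20 in KO-M/V and 11 to 37 in WT-M/V. The cause was not tested.

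The counts of enriched gene sets stayed within 1.5 times their value under the alternatives that permute genes, except that the ranking by log2 fold change gave 14 GO sets in WT-M/V against 6 and quantile normalization 19 ASD-related, ASD-risk and cell-type sets in WT-M/V against 32. With camera, which uses the correlation between genes estimated from the mice, 0 sets were enriched in each comparison: of the 18 GO sets 0 in Veh-K/W (2 with an unadjusted p-value under 0.05), 0 in Mem-K/W (2), 0 in KO-M/V (5), 0 in WT-M/V (2), 0 in KO-M/WT-V (5) and 0 in WT-M/KO-V (0), and of the 51 other sets 0 in Veh-K/W (4), 0 in Mem-K/W (0), 0 in KO-M/V (7) and 0 in WT-M/V (3). Camera did call the set raised by 15% in the simulated data, but its score of 11.02 is far above those of the GO sets here (at most 5.71 in size), so this does not show that camera is able to call the real shifts with 3 mice against 3. The first principal component took 19.5% of the variance on 2000 genes and 22.4% with a pseudocount of 5, against 17.4%. The cause was not tested.

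The following normalized enrichment scores reversed under an alternative that keeps all mice, each given first as reported and then under the alternative: with no filter, GLU_Cortex Layer 4 (Kang) in Mem-K/W (0.79 and -0.79); with a mean of at least 50, AutismKB in KO-M/V (0.60 and -0.69) and GLU_Cortex Layer 2-4 (Kang) in Mem-K/W (-0.71 and 0.75); with quantile normalization, AutismKB in KO-M/V (0.60 and -0.57) and GLU_Cortex Layer 2-4 (Kang) in Mem-K/W (-0.71 and 0.74); with all 12 mice in one fit, Parvalbumin interneurons (Velmeshev) in KO-M/V (-0.68 and 0.66) and Somatostatin interneurons (Velmeshev) in KO-M/V (-0.74 and 0.78); with the replicate block, ribosome in WT-M/V (1.42 and -0.87) and GLU_Cortex Layer 2-4 (Kang) in Mem-K/W (-0.71 and 0.58); with the weighted score, transmitter-gated channel activity in Mem-K/W (0.90 and -0.85), postsynaptic membrane in KO-M/WT-V (1.82 and -1.02), DEG_DOWN_Voineagu in Veh-K/W (1.17 and -1.24), AutismKB in KO-M/V (0.60 and -0.84), GLU_Cortex Layer 4 (Kang) in Mem-K/W (0.79 and -0.98), Layer 4 (Velmeshev) in Veh-K/W (1.25 and -0.78) and Oligodendrocyte precursor cells (Velmeshev) in KO-M/V (0.96 and -0.76); with the ranking by log2 fold change, transmitter-gated channel activity in Mem-K/W (0.90 and -0.95), postsynaptic membrane in KO-M/WT-V (1.82 and -2.32), AutismKB in KO-M/V (0.60 and -0.76), GLU_Cortex Layer 4 (Kang) in Mem-K/W (0.79 and -1.15) and nuclear speck in WT-M/V (-1.82 and 2.20). The cause was not tested for any of them.

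In the fits that leave out a mouse, further scores reversed, and their lowest and highest values are these. In Veh-K/W: Co-Exp Down, M12 Voineagu -1.32 to 1.27 (0.72 with all mice), DEG_DOWN_Voineagu -0.94 to 1.43 (1.17 with all mice), GLU_Cortex Layer 5 (Kang) -0.83 to 1.20 (1.00 with all mice), GLU_Cortex Layer 6 (Kang) -0.59 to 1.75 (1.25 with all mice), Layer 4 (Velmeshev) -0.80 to 1.79 (1.25 with all mice). In Mem-K/W: GLU_Cortex Layer 2-4 (Kang) -1.64 to 1.25 (-0.71 with all mice), GLU_Cortex Layer 4 (Kang) -1.66 to 1.46 (0.79 with all mice), postsynaptic membrane -3.25 to 0.84 (-1.42 with all mice), transmitter-gated channel activity -1.09 to 1.52 (0.90 with all mice), Oligodendrocyte precursor cells (Velmeshev) -0.77 to 2.68 (1.82 with all mice), Somatostatin interneurons (Velmeshev) -1.10 to 2.63 (1.80 with all mice). In KO-M/V: AutismKB -0.92 to 0.90 (0.60 with all mice), GLU_Cortex Layer 4 (Kang) -0.59 to 1.00 (0.68 with all mice), mitochondrial protein complex -2.91 to 1.46 (-2.27 with all mice), ribosome -1.56 to 2.24 (1.28 with all mice), Oligodendrocyte precursor cells (Velmeshev) -0.96 to 1.34 (0.96 with all mice), Parvalbumin interneurons (Velmeshev) -1.43 to 0.85 (-0.68 with all mice), Somatostatin interneurons (Velmeshev) -1.53 to 0.99 (-0.74 with all mice). In WT-M/V: Co-Exp Down, M12 Voineagu -1.06 to 2.19 (1.98 with all mice), FMRP Targets -1.06 to 2.76 (2.05 with all mice), mitochondrial protein complex -3.93 to 2.69 (0.89 with all mice), postsynaptic membrane -1.38 to 5.16 (2.96 with all mice), ribosome -3.71 to 2.92 (1.42 with all mice), NRGN-expressing neurons-I (Velmeshev) -1 to 2.78 (2.02 with all mice), NRGN-expressing neurons-II (Velmeshev) -1.36 to 2.61 (1.68 with all mice), SFARI Genes [High Confidence] -0.60 to 1.89 (0.99 with all mice). In KO-M/WT-V: postsynaptic membrane -1.31 to 2.53 (1.82 with all mice). In the interaction: extracellular matrix -1.98 to 0.87 (-1.21 with all mice), mitochondrial protein complex -3.38 to 2.46 (-1.57 with all mice), oxidative phosphorylation -3.11 to 0.83 (-2.09 with all mice), ribosome -2.76 to 3.15 (-1.45 with all mice). The cause was not tested for any of them.

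The depth limits the genes with low values. If values near 1 are single reads, a value of 10 stands for about 10 reads. Of the 17655 genes with a mean of at least 10 over the 12 mice, 121 are listed at 0 in at least 1 mouse. A value of at least 50 in another mouse was found for 65 of these. With 3 mice per group, 42.1% of genes changed 1.5-fold and 91.1% of those changed 4-fold were called in the simulated data, so a change of the size that most genes show here is often not detectable, and a gene that was not called is not shown to be unchanged.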

Differences from the paper's values

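No test reported in this part was chosen after the result was seen. The paper's values come from its text and supplementary tables unless a figure is named. Of 52 log2 fold changes that the paper lists and that were also computed here, 0 differ in sign or by more than the SE found here (the largest gap is that of Matn1 in KO-M/V, 2.31 in the paper and 1.87 here, with an SE of 0.60), and of 41 normalized enrichment scores 2 differ in sign or by more than their SD over the fits without a mouse; of 18 counts, shares and power values 14 differ.

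In Veh-K/W the paper gives 323 DEGs, 112 up and 211 down, against 5 here, 3 up and 2 down; none of the 14 alternatives set before the data were examined, counting each fit without a mouse, closed any of these 3 gaps. The highest count was 53, without KO-Veh replicate 2. In Mem-K/W the paper gives 913 DEGs, 417 up and 496 down, against 12 here, 5 up and 7 down. With all 12 mice in one fit there were 636 DEGs, 281 upregulated DEGs and 355 downregulated DEGs, within 1.5 times the paper's 913, 417 and 496, and the other 13 alternatives set before the data were examined did not close the gap; without KO-Mem replicate 3 the count was 1911, above the paper's. In KO-M/V the paper gives 14 DEGs against 0 here (1573 with an unadjusted p-value under 0.05), and in WT-M/V 7 against 2; none of the 14 alternatives set before the data were examined closed either gap, with 97 DEGs without KO-Mem replicate 3 as the highest count in KO-M/V and 3 without WT-Veh replicate 1 as the highest in WT-M/V. For the DEGs shared by Veh-K/W and Mem-K/W the paper's count is 169 against 2 here, and none of the 20 alternatives set before the data were examined closed the gap, with from 1 to 3 shared genes.

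The genes that the paper calls had p-values under 0.05 before adjustment here in all 4 lists: 323 of 323 in Veh-K/W, 913 of 913 in Mem-K/W, 14 of 14 in KO-M/V and 7 of 7 in WT-M/V, each in the paper's direction, but 2, 7, 0 and 0 of them were called. Of the paper's Veh-K/W genes, 36 were called without KO-Veh replicate 2, 2 also with no filter and without WT-Veh replicate 1, and 1 under each of the other alternatives. Of the paper's Mem-K/W genes, 504 were called with all 12 mice in one fit, 835 without KO-Mem replicate 3, 8 with quantile normalization, 7 with no filter, with a pseudocount of 0.1 and with a pseudocount of 5, 5 with a mean of at least 50, 3 without WT-Mem replicate 3 and without KO-Mem replicate 1, 2 with the replicate block and without WT-Mem replicate 1, and 1 in limma without the trend, without WT-Mem replicate 2 and without KO-Mem replicate 2. Of the paper's 14 KO-M/V genes, 7 were called without KO-Mem replicate 3 and 0 under the other 13 alternatives, and of its 7 WT-M/V genes 0 were called under any of the 14.

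For the power at 3 mice per group the paper gives values above 0.64 in all of its comparisons, against 0.046 in Veh-K/W and 0.387 in Mem-K/W here, and values above 0.75 (the paper's) in KO-M/V and WT-M/V, against 0.007 and 0.014 here. The power was not recomputed under the alternatives, so none of them was tried on this gap. The fits of the mice themselves called 7 of the paper's 913 Mem-K/W genes and 2 of its 323 Veh-K/W genes. In Mem-K/W this is far below the simulated share of 0.387. The simulated values therefore cannot decide what the power was in these mice, and the gap to the paper's power is left open. The first principal component takes about 46% of the variance in Supplementary Figure 1A, read by eye, against 17.4% here; none of the 3 alternatives set before the data were examined closed the gap (19.5% on 2000 genes, 22.4% with a pseudocount of 5 and 17.4% with quantile normalization).

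In KO-M/V the paper's normalized enrichment score of GO_CHLORIDE_TRANSMEMBRANE_TRANSPORT is -1.20, against -1.58 here. Of the 16 alternatives set before the data were examined, quantile normalization (-1.31), limma without the trend (-1.37), all 12 mice in one fit (-1.27), the ranking by log2 fold change (-1.34) and the fits without KO-Veh replicate 3 (-1.05), KO-Mem replicate 1 (-1.27), KO-Mem replicate 2 (-1.33) and KO-Mem replicate 3 (-1.33) closed the gap, and the other 8 did not. For GO_EXTRACELLULAR_STRUCTURE_ORGANIZATION the paper's score is -2.69 against -3.17 here; a mean of at least 50 (-2.89) closed the gap, and the other 15 alternatives set before the data were examined did not.

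The paper's tables list 3 GO sets as not past its threshold that were enriched here: covalent chromatin modification in Veh-K/W (score 1.95, 55.4% of the members higher, adjusted permutation p = 0.00952), postsynaptic membrane in KO-M/V (-1.73, 41.8% higher, adjusted permutation p = 0.0314) and nuclear speck in WT-M/V (-1.82, 42.6% higher, adjusted permutation p = 0.04). The first was also not enriched here in limma without the trend and without KO-Veh replicate 3, the second without KO-Veh replicate 1, and the third with the weighted score, without WT-Veh replicates 2 and 3 and without WT-Mem replicate 2, while the ranking by log2 fold change reversed it. In WT-M/KO-V the text of the paper calls negative enrichments insignificant, although its Supplementary Figure 7 lists 3 sets under its threshold, 1 of them for chloride transport. Here 4 of the 18 GO sets were negatively enriched, chloride transmembrane transport (-2.19), chromatin binding (-1.99), covalent chromatin modification (-1.92) and nuclear speck (-1.74). After the adjustment for GC content and transcript length none of these 4 was enriched (adjusted permutation p = 0.053, 0.138, 0.242 and 0.242). Chloride transmembrane transport was also not enriched without WT-Mem replicate 3 and without KO-Veh replicate 3. Chromatin binding was not enriched in limma without the trend, with the weighted score, with the ranking by log2 fold change, and without WT-Mem replicate 3, KO-Veh replicate 2 and KO-Veh replicate 3.

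The other gene sets were tested here on the part of each that is listed, so these scores and the paper's are not of the same genes. The paper describes positive enrichment of every ASD-risk set in Veh-K/W; here SFARI Genes [All] (1.51, adjusted permutation p = 0.0964), SFARI Genes [High Confidence] (1.54, adjusted permutation p = 0.0925) and FMRP Targets (0.90, adjusted permutation p = 0.639) were not enriched. The first and the third passed the threshold without WT-Veh replicate 1, and the second in limma without the trend, with the weighted score, with the ranking by log2 fold change and without KO-Veh replicate 3. For WT-M/V the paper names SFARI Genes [High Confidence] and AutismKB as positively enriched, where the scores here were 0.99 and 1.50 and not past the threshold, except without WT-Mem replicate 3 for both and without WT-Veh replicate 1 for AutismKB; it leaves DEG_Up_Voineagu out of the enriched sets, which was enriched here (-2.22, adjusted permutation p = 0.0139) but not with quantile normalization, without WT-Veh replicate 3 or without WT-Mem replicate 2. The paper describes the pattern over the ASD-related and ASD-risk sets as weaker in Mem-K/W than in KO-M/V. Here 5 of these 10 sets were enriched in Mem-K/W, 3 in KO-M/V and 5 in Veh-K/W. With the replicate block the numbers were 5, 0 and 5, in the same order. The paper describes positive enrichment of neuron sets and negative enrichment of microglia sets in Veh-K/W; here the NRGN-expressing neurons-I (-1.65) and NRGN-expressing neurons-II (-1.82) were negatively enriched, GLU_Cortex Layer 1 was not enriched (1.43), and Microglia (Kang) was not enriched (-1.31, adjusted permutation p = 0.25), in these 2 cases under no alternative.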

Other observations

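The tests of the oligodendrocyte markers, of the correlation between Veh-K/W and Mem-K/W, of the single mouse behind the postsynaptic score of WT-M/V and of the set scores of KO-Mem mice against the other 9 mice were chosen only after the results they concern were seen.

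Other splits of the same 6 mice were fitted for each comparison. Each of them puts 2 mice of a group against the third, so it carries part of the real difference and is not free of effects. The mice of the 2 groups share replicate numbers, so the real split is set against the 4 splits, itself included, that part all 3 same-numbered pairs; the other 6 splits part 1 such pair and keep 2 together. As many DEGs as the real split came from 1 of the 4 splits in Veh-K/W (5 DEGs; 0, 1 and 1 in the others, and from 0 to 3 in the other 6), 1 of 4 in Mem-K/W (12 DEGs; from 0 to 2 in the other 6), 4 of 4 in KO-M/V (fixed in advance by the real 0 DEGs, with 1573 genes at an unadjusted p-value under 0.05, so it shows nothing; from 0 to 3 in the other 6) and 1 of 4 in WT-M/V (2 DEGs; from 0 to 3 in the other 6, 1 of them as many). The 2 DEGs shared by Veh-K/W and Mem-K/W, Shank2 and Gm26793, were matched by 1 of the 16 pairs of such splits, the real pair. With 4 or 16 splits the share cannot fall under 0.05, so these counts of DEGs cannot be told apart from what other splits give by this test.

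The counts of enriched gene sets were matched more often. As many enriched GO sets as the real split came from 2 of the 4 splits in Veh-K/W (12 sets; from 2 to 15 in the other 6 splits), 2 of 4 in Mem-K/W (15 sets; from 6 to 16), 3 of 4 in KO-M/V (14 sets; from 0 to 14), 2 of 4 in WT-M/V (6 sets; from 2 to 17), 3 of 4 in KO-M/WT-V (16 sets; from 0 to 14) and 3 of 4 in WT-M/KO-V (9 sets; from 8 to 13). As many ASD-related, ASD-risk and cell-type sets came from 1 of 4 in Veh-K/W (27 sets; from 5 to 34), 3 of 4 in Mem-K/W (20 sets; from 12 to 32), 2 of 4 in KO-M/V (14 sets; from 1 to 13) and 1 of 4 in WT-M/V (32 sets; from 9 to 38). In each of the 6 comparisons at least 1 other split of the mice gave as many enriched GO sets as the real split or more. The number of sets enriched by gene permutation is therefore not set apart from other splits of the same mice by this test. Each other split puts 2 mice of a group against the third, so it carries part of the real difference. The splits therefore do not show what mice without any effect would give. Camera called 0 sets in each comparison (from 0 to 5 of the 18 GO sets with an unadjusted p-value under 0.05).

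GC content and transcript length were weighed for the enriched GO sets. After the adjustment for both, 12 of 12 sets stayed enriched in the same direction in Veh-K/W, 15 of 15 in Mem-K/W, 14 of 14 in KO-M/V, 6 of 6 in WT-M/V, 13 of 16 in KO-M/WT-V and 5 of 9 in WT-M/KO-V. The rank correlation of the log2 fold changes with GC content before it was -0.17 in Veh-K/W, -0.07 in Mem-K/W, 0.01 in KO-M/V, -0.09 in WT-M/V, -0.11 in KO-M/WT-V and 0.12 in WT-M/KO-V. In Mem-K/W, KO-M/V and WT-M/V, where the correlations with length were 0.06, -0.01 and 0.05, there was little relation to remove, so the test does not exclude these 2 properties there. In Veh-K/W, KO-M/WT-V and WT-M/KO-V they are not a full explanation, and 3 sets in KO-M/WT-V and 4 in WT-M/KO-V depend on the adjustment. The 4 in WT-M/KO-V are its 4 negatively enriched sets.

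The log2 fold changes of Veh-K/W and Mem-K/W, which share no mouse, have a correlation of 0.437 over 17396 genes. Of the 32 pairs of splits that part the same-numbered pairs, in both orientations, 1 gave a correlation as high, the real pair, and the correlation was 0.434 after the adjustment for GC content and transcript length. Of the genes that the paper calls in Mem-K/W, 863 of the 912 tested in both (94.6%) change in the same direction in Veh-K/W, against 70% of all genes, so a longer list in Mem-K/W is not a sign that its genes do not move in Veh-K/W; if the longer list came only from a threshold on noisy fold changes, they would do so about as often as the 70% of all genes. The median log2 fold change in the direction of the list is 0.43 in Mem-K/W and 0.22 in Veh-K/W for the Mem-K/W list, but 0.41 in both for the Veh-K/W list. The value of a list in its own comparison is taken from the paper's fold changes, and the other from the fits here. Each list was chosen on the mice of its own comparison, and selection alone would make the change smaller in the other comparison. This was seen for the Mem-K/W list and not for the Veh-K/W list, so selection alone does not account for both. The cause of this difference between the lists was not tested. The share of 94.6% sets aside only that the Mem-K/W list is noise alone, and a threshold passed at different places in the 2 comparisons is not excluded. A candidate explanation is that the genotype changes many of the same genes under either treatment. This is a hypothesis found and tested on the same data, and passenger variants, which both comparisons share, are not excluded for the genes near Shank2.

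The log2 fold changes of WT-M/V and Veh-K/W have a correlation of 0.578, but both are taken against the same 3 WT-Veh mice. When no WT-Veh mouse enters both fold changes the mean correlation is 0.075, so most of the likeness between memantine in WT mice and the Shank2 mutation cannot be told apart from the WT-Veh mice they share, although each fold change then rests on 1 or 2 of the WT-Veh mice, which by itself lowers a correlation. In the same way KO-M/V and Veh-K/W have a correlation of -0.126 with the KO-Veh mice shared and 0.166 with no KO-Veh mouse in both, so an opposition of memantine to the mutation is not left once the sharing is removed.

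The postsynaptic membrane set, with a score of 2.96 in WT-M/V and 61.9% of its members higher in Veh-K/W (score 2.84), changes sign in WT-M/V with a single mouse. Over the 6 fits that leave out a mouse its score in WT-M/V ranged from -1.38, without WT-Veh replicate 3, to 5.16. The set score of WT-Veh replicate 3 is -0.05 against 0.02 and 0.001 in the other 2 WT-Veh mice. WT-Mem replicate 3 has a set score just as low, -0.05, against 0.03 and 0.04 in WT-Mem replicates 1 and 2. WT-Veh replicate 3 also lies furthest from the other mice on the first 2 principal components (-29.8 and 27.95), and its 10 genes with the highest values hold 6.1% of the sum, against 4.35% to 5.04% in the other 11 mice. Whether this mouse differs for a technical reason was not tested, and the mean set score of the 6 KO mice against the 6 WT mice differs by 0.004 (exact permutation p = 0.87).

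Set scores of the GO sets were compared between the 3 KO-Mem mice and the other 9 mice. For chromatin the difference was 0.05, and of the 220 choices of 3 mice 1, the real choice, gave a difference as large (exact permutation p = 0.00455, the smallest that 220 choices can give; 0.0136 after adjustment over the 18 sets), with 3 of 3 KO-Mem mice above all 9 others. The same held for nuclear speck (0.05), covalent chromatin modification (0.05), chromatin binding (0.06) and mRNA metabolic process (0.04), and with the opposite direction for extracellular structure organization (-0.10). The chromatin sets were picked from these same data, the shifts are under 0.1 on the log2 scale, and RNA quality was not tested. The other 9 mice hold both genotypes, so this is no test of memantine alone. The oligodendrocyte marker score differs in the same mice: the 3 KO-Mem mice have the 3 lowest of the 12 (-1.89, -1.31 and -0.57; the next is -0.28 in KO-Veh replicate 3), and the chromatin score was not adjusted for it. The meningeal score does not follow the chromatin score in the same way, with -1.60, -1.16 and 0.10 in the KO-Mem mice and -0.44 in WT-Mem replicates 1 and 2, whose chromatin scores are below 0. The blood score was -2.03, -1.08 and -0.03 in the KO-Mem mice. It was -1.18 in KO-Veh replicate 3, whose chromatin score was the highest of the other 9 mice. The chromatin score was not adjusted for blood either. A response of chromatin and splicing genes to memantine in the mutant mice therefore cannot be told apart from a difference in the share of oligodendrocyte or blood RNA. The interaction, which tests the difference from WT mice, gave a chromatin score as far from 0 in 7 of 100 regroupings of the mice, some of which carry the effect of the genotype.

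The extracellular matrix set was lower in 5 comparisons, and meninges left on the tissue are a candidate explanation. After the adjustment of each gene for the score of 8 meningeal marker genes, it stayed negatively enriched in 3 of the 5, Mem-K/W (-2.72), KO-M/V (-2.09) and KO-M/WT-V (-3.15), and not in Veh-K/W (-1.32) and WT-M/V (-1.09). The marker score differed by -0.61 between KO and WT mice (exact permutation p = 0.065). The markers were taken out of the set, but 5 of the 8 (Col1a1, Col1a2, Dcn, Lum and Ogn) are matrix genes themselves, so the adjustment removes a matrix change of any origin, and the loss in Veh-K/W and WT-M/V shows nothing about meninges. Meninges as measured by these markers are not a full explanation for the first 3 comparisons.

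The oligodendrocyte sets were lower in KO than in WT mice, and so was a score of 8 myelin marker genes, by -1.36, with 5 of the 6 KO mice below all 6 WT mice (exact permutation p = 0.005, the smallest that 400 permutations within treatment can give; not corrected over the 7 marker lists). A lower share of oligodendrocyte RNA and a lower expression of myelin genes in the same cells cannot be told apart here. Scores that were also lower in KO mice are those of blood (-1.10, exact permutation p = 0.01) and of mitochondrially encoded genes (-0.87, exact permutation p = 0.005), while those of immediate early genes (-0.94, exact permutation p = 0.1) and the choroid plexus (-0.56, exact permutation p = 0.275) were not past 0.05, and that of genes of the sex chromosomes was higher (0.82, exact permutation p = 0.03). The sex of the mice does not part them on the first principal component, since 0 of the 12 mice have an Xist value above 100.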
